# Macrophage inflammation resolution requires CPEB4-directed offsetting of mRNA degradation

**DOI:** 10.7554/eLife.75873

**Published:** 2022-04-20

**Authors:** Clara Suñer, Annarita Sibilio, Judit Martín, Chiara Lara Castellazzi, Oscar Reina, Ivan Dotu, Adrià Caballé, Elisa Rivas, Vittorio Calderone, Juana Díez, Angel R Nebreda, Raúl Méndez

**Keywords:** mRNA stability, RNA Binding Protein, CPEB, TTP, MAPK, Mouse

## Abstract

Chronic inflammation is a major cause of disease. Inflammation resolution is in part directed by the differential stability of mRNAs encoding pro-inflammatory and anti-inflammatory factors. In particular, tristetraprolin (TTP)-directed mRNA deadenylation destabilizes AU-rich element (ARE)-containing mRNAs. However, this mechanism alone cannot explain the variety of mRNA expression kinetics that are required to uncouple degradation of pro-inflammatory mRNAs from the sustained expression of anti-inflammatory mRNAs. Here, we show that the RNA-binding protein CPEB4 acts in an opposing manner to TTP in macrophages: it helps to stabilize anti-inflammatory transcripts harboring cytoplasmic polyadenylation elements (CPEs) and AREs in their 3′-UTRs, and it is required for the resolution of the lipopolysaccharide (LPS)-triggered inflammatory response. Coordination of CPEB4 and TTP activities is sequentially regulated through MAPK signaling. Accordingly, CPEB4 depletion in macrophages impairs inflammation resolution in an LPS-induced sepsis model. We propose that the counterbalancing actions of CPEB4 and TTP, as well as the distribution of CPEs and AREs in their target mRNAs, define transcript-specific decay patterns required for inflammation resolution. Thus, these two opposing mechanisms provide a fine-tuning control of inflammatory transcript destabilization while maintaining the expression of the negative feedback loops required for efficient inflammation resolution; disruption of this balance can lead to disease.

## Introduction

As part of the innate immune system, macrophages sense infectious pathogens and orchestrate inflammatory and antimicrobial immune responses. These immune reactions require tight temporal regulation of multiple pro- and anti-inflammatory factors, connected by negative feedback loops, which ultimately ensure inflammation resolution. Thus, these gene expression programs are dynamic and coordinately regulated, and alterations of these can cause pathological inflammation and disease, including autoimmune disorders and cancer (Carpenter et al., 2014). While changes in the rate of gene transcription are important for an initial inflammatory response, the duration and strength of the response are determined mainly by the rate of mRNA decay (Rabani et al., 2011).

AU-rich elements (AREs) are key *cis*-acting elements that regulate mRNA deadenylation and the stability of transcripts involved in inflammation (Spasic et al., 2012). The role of the ARE-binding protein tristetraprolin (TTP) has been widely characterized in macrophages that have been stimulated by bacterial lipopolysaccharide (LPS) (Carpenter et al., 2014), which is the main membrane component of Gram-negative bacteria. During late response to LPS, TTP-mediated mRNA decay limits the expression of inflammatory genes, thereby establishing a post-transcriptional negative feedback loop that promotes inflammation resolution (Anderson, 2010; Spasic et al., 2012). However, during early response to LPS, TTP activity is counterbalanced by another ARE-binding protein, Hu-antigen R (HuR), which stabilizes its mRNA targets by competing with TTP for ARE occupancy (Tiedje et al., 2012). The competitive binding equilibrium between TTP and HuR is post-translationally regulated by the mitogen-activated protein kinase (MAPK) signaling pathways, whose activation is induced by LPS through Toll-like receptor 4 (TLR4) (Arthur and Ley, 2013; O’Neil et al., 2018).

Of note, ARE-mediated deadenylation and mRNA decay alone cannot explain the variety of temporal expression patterns and destabilization kinetics needed for inflammation resolution (Sedlyarov et al., 2016). Thus, additional mechanisms are likely required to define the temporal expression patterns of pro- and anti-inflammatory genes. In early development, the cytoplasmic regulation of poly(A) tail length is not unidirectional but rather a dynamic equilibrium between deadenylation and polyadenylation by ARE-binding proteins and cytoplasmic polyadenylation element binding proteins (CPEBs) (Belloc and Méndez, 2008; Nousch et al., 2019; Piqué et al., 2008). CPEBs bind the cytoplasmic polyadenylation elements (CPEs) present in the 3′ untranslated region (UTR) of some mRNAs and promote the translation of these mRNAs by favoring elongation of their poly(A) tails (Ivshina et al., 2014; Weill et al., 2012). The activities exerted by CPEBs are quantitatively defined by the number and position of CPEs present in their target transcripts, thus determining the polyadenylation kinetics and the transcript-specific temporal patterns of translation.

The global contribution of CPEBs to the regulation of mRNA expression during inflammatory processes has not been addressed. In this work, we show that myeloid CPEB4 is needed for the resolution of the LPS-triggered inflammatory response. We further show that the levels and activities of CPEB4 and TTP are sequentially regulated by LPS-induced MAPK signaling. In turn, the combination of CPEs and AREs in their target mRNAs generates transcript-specific decay rates. We propose that these two opposing mechanisms allow destabilization of inflammatory transcripts while maintaining the expression of the negative feedback loops required for efficient inflammation resolution.

## Results

### Inflammation resolution is impaired in *Cpeb4*^–/–^ macrophages

To determine a potential contribution of CPEBs to the regulation of inflammatory responses, we interrogated the expression of *Cpeb*-encoding mRNAs during the course of a systemic inflammatory response in sepsis patients. In two independent GEO datasets, we observed that *Cpeb4* mRNA levels were significantly upregulated in blood, whereas the *Cpeb1–3* mRNAs did not present major expression changes (Figure 1A). The peripheral blood of sepsis patients displays an increased number of monocytes/macrophages, which are one of the immune cell populations that express higher *Cpeb4* mRNA levels (Figure 1—figure supplement 1). Moreover, deconvolution analysis suggested that myeloid cells expressed higher levels of *Cpeb4* mRNA during sepsis (Figure 1—figure supplement 1). To further explore the significance of this correlation, we generated a Cre-mediated knockout mouse line of *Cpeb4* specific for myeloid cells (*Cpeb4^lox/lox^Lyz2^Cre^*, hereafter referred to as Cpeb4MKO); of note, these mice did not show any major phenotype in homeostatic conditions (Figure 1—figure supplement 2). Upon challenging these mice with an intraperitoneal dose of LPS (for LPS-induced endotoxic shock), Cpeb4MKO mice displayed lower survival rates than the wildtype (WT) controls (Figure 1B). Cpeb4MKO animals also presented splenomegaly (Figure 1C) and increased splenic levels of the cytokines *Il6*, *Tnf*, and *Il1a* (Figure 1D), key in septic response (Schulte et al., 2013). These results link CPEB4 ablation in myeloid cells to an exacerbated inflammatory response, which impaired their survival when faced with sepsis.

**Figure 1.**
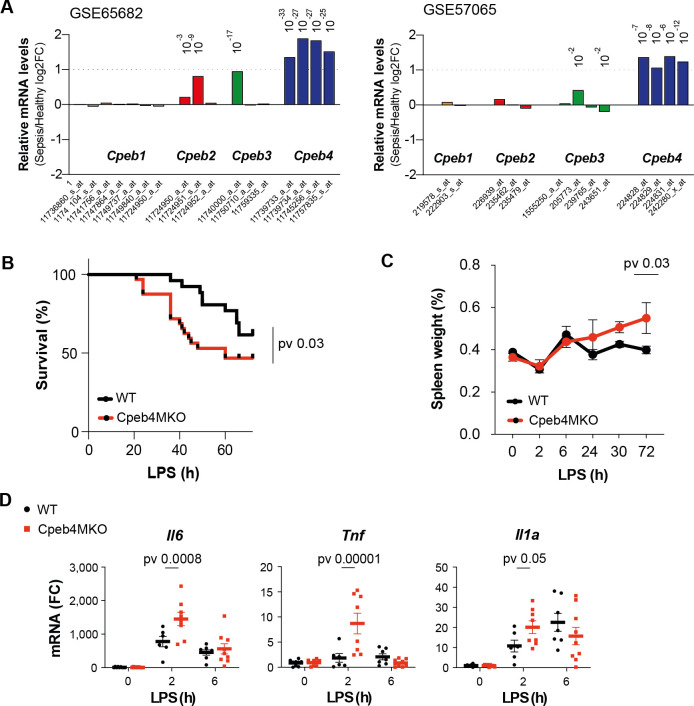
CPEB4 downregulation in myeloid cells increases sepsis-induced mortality. (**A**) Differential expression of *Cpeb* mRNAs in the blood of sepsis patients/healthy individuals. Statistics: limma-moderated *t*-test. Pvadj (Benjamini–Hochberg) is shown. (**B–D**) Wildtype (WT) and myeloid-specific *Cpeb4* KO mice (Cpeb4MKO) were injected with an i.p. dose of lipopolysaccharide (LPS). (**B**) Kaplan–Meier survival curves. Results represent three independent experiments (n > 7/group/experiment). Statistics: likelihood-ratio test p-value. (**C**) Spleen weights normalized to total animal weight. Statistics: two-way ANOVA. (**D**) Splenic total mRNA was measured by RT-qPCR and referred to *Tbp* (n > 5 animals/condition). Statistics: multiple *t*-test. (**C, D**) Data are represented as mean ± SD.

**Figure 1—figure supplement 1.**
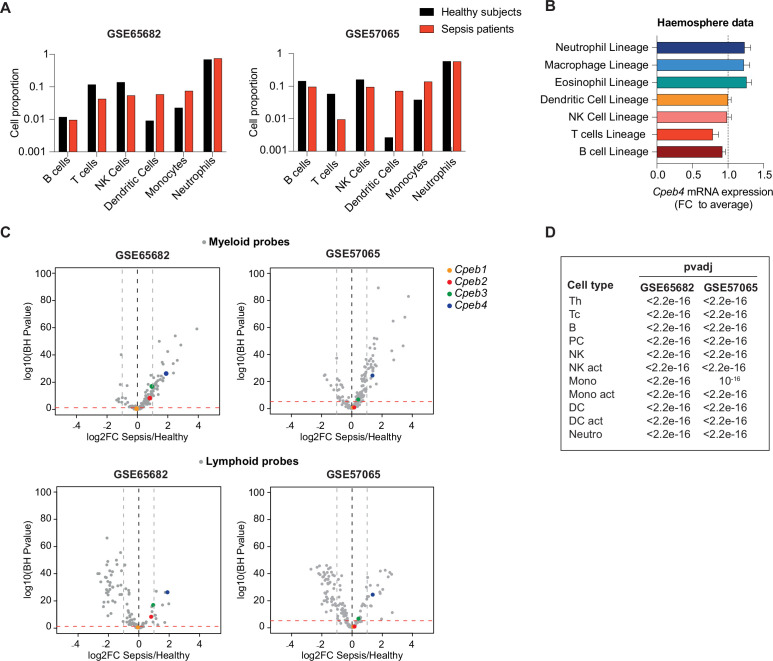
CPEB4 upregulation in myeloid cells in septic patients. (**A**) Gene expression deconvolution was performed to estimate cell proportion contribution of blood samples from septic patients and healthy subjects. (**B**) *Cpeb4* mRNA expression in human immune cell lineages (Haemosphere data). (**C**) Volcano plots showing differential expression of Smith/Abbas myeloid and lymphoid signature genes (gray) and *Cpebs* (colored) in septic patients vs. healthy subjects. Horizontal red dashed lines represent a pvadj of 0.05. Vertical gray dashed lines represent log2FC of –1 or 1 thresholds. (**D**) p-Values for *Cpeb4* differential expression between septic patients and healthy subjects. Gene expression deconvolution was performed to adjust for the different estimated cell proportions between septic and healthy individuals.

**Figure 1—figure supplement 2.**
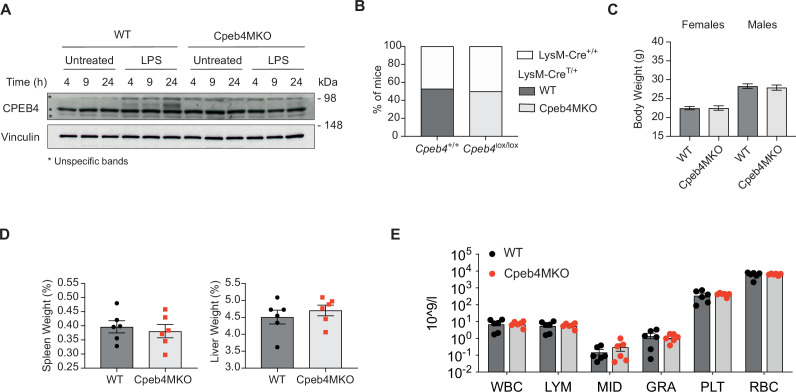
Characterization of Cpeb4MKO mice. (**A**) Bone marrow-derived macrophages (BMDMs) were obtained from wildtype or Cpeb4MKO mice. Immunoblot analysis of CPEB4 during lipopolysaccharide (LPS) stimulation. Vinculin served as loading control. (**B**) Percentage of mice of the indicated phenotype born from matings between Cpeb4^+/+^ or Cpeb4^lox/lox^ females and a corresponding male carrying the Lyz2^Cre^ gene (n > 47 for each genotype). (**C**) Total animal body weight (n > 10). (**D**) Normalized organ weight (n = 6). (**E**) Complete blood counts from wildtype or Cpeb4MKO mice (n = 6). WBC, white blood cells; LYM, lymphocytes; MID, monocytes; GRA, granulocytes; PLT, platelets; RBC, red blood cells.

To further characterize CPEB4 function during the LPS response, we stimulated bone marrow-derived macrophages (BMDMs) with LPS. Time-course analysis showed that *Cpeb4* mRNA (but no other *Cpeb* mRNA) was transiently upregulated, peaking between 3 and 6 hr after LPS stimulation (Figure 2A), followed by CPEB4 protein accumulation (Figure 2B, Figure 2—figure supplement 1). The CPEB4 protein was detected as a doublet, with the slow migrating band corresponding to the hyperphosphorylated, active form (Guillén-Boixet et al., 2016; Figure 2C). Isolated BMDMs from *Cpeb4* total KO mice (hereafter, *Cpeb4^–/–^*) had no major defects in their differentiation or proliferation rates compared with WT BMDMs, based on marker genes (Figure 2—figure supplement 2). In contrast, and consistent with the observation that phosphorylated CPEB4 accumulated during the late phase of the LPS response, comparative transcriptomic analysis between WT and *Cpeb4*^–/–^ BMDMs showed that most differences appeared 6–9 hr after LPS stimulation, during the resolution phase of the inflammatory response (Figure 2D, Supplementary file 1). 

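Bone marrow-derived macrophages (BMDMs) are grown in culture from bone marrow, and LPS is a component of the outer membrane of bacteria that activates them. BMDMs of 4 WT and 4 *Cpeb4*-/- mice were sequenced untreated (0 hr) and 1, 3, 6 and 9 hr after addition of 10 ng/ml LPS, which gave 40 libraries, 4 for each genotype at each time point. Each mouse contributed cells to all 5 time points, so libraries of different times share their mice, whereas the genotypes share none. Each of the 2 batches listed in Supplementary file 1 held 2 mice of each genotype. No cage listed there held mice of both genotypes, so differences between cages cannot be separated from the genotype. *Cpeb4*-/- mice 2 and 3 shared cage 104, and WT mice 87 and 88 shared cage 9. The tests of 4 against 4 treat such cage-mates as independent. Poly(A) RNA was amplified for 8 cycles and sequenced as 50-bp reads, which the authors aligned to the mouse genome build mm10 and counted per gene. The authors deposited these counts after the regularized log transformation (rlog), a log2 scale that corrects for library size and shrinks the differences of weakly expressed genes. In Supplementary file 1, 37.5 to 46.5 M reads were sequenced per library, and 31.4 to 39.6 M (80.65% to 86.32%) were uniquely mapped. The median number of uniquely mapped reads in *Cpeb4*-/- libraries was 33.9 M at 0 hr (range 31.4–36.6), 33.4 M at 1 hr (31.5–36.0), 35.7 M at 3 hr (31.6–39.1), 34.2 M at 6 hr (33.0–36.5) and 36.1 M at 9 hr (33.4–36.9). The medians in WT libraries were 34.7 M at 0 hr (range 34.0–36.7), 35.0 M at 1 hr (33.1–36.7), 35.6 M at 3 hr (35.4–36.1), 37.0 M at 6 hr (35.8–39.6) and 36.8 M at 9 hr (34.9–39.0). The rlog table lists 27179 genes, and 6395 of them were at 0 in every library. Libraries of the same genotype and time correlated with r between 0.992 and 0.998 across genes in the 60 replicate pairs, none of which held identical values. WT and *Cpeb4*-/- libraries were compared at each time point with limma on the rlog values, over the 13008 to 13118 genes whose mean rlog was at least log2 of 5, and p-values were adjusted by the Benjamini-Hochberg method. Over the 107 genes with a mean rlog of at least 10 in the copy of the comparison table used here (1998 genes), the paper's log2 fold change at 6 hr was 1.49 times the rlog difference (1.47 to 1.52 times over the 5 time points), and the cause was not tested.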

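*Cpeb4* lies on chromosome 11 of mm10 from 31870104 to 31935635. Its rlog value in untreated BMDMs was 7.71 ± 0.48 (SD, n = 4) in WT and 7.48 ± 0.44 (SD, n = 4) in *Cpeb4*-/-, and at 1 hr 8.64 ± 0.89 and 9.01 ± 0.55. At 3 hr it was 9.76 ± 0.91 in WT and 9.21 ± 0.19 in *Cpeb4*-/-, and at 9 hr 9.05 ± 0.24 and 8.75 ± 0.62. At these 4 time points the genotypes overlapped (two-sided exact permutation tests, p = 0.34 to 0.49). At 6 hr the WT libraries lay between 10.09 and 10.67 and the *Cpeb4*-/- libraries between 8.74 and 9.66, a difference of −1.27 (standard error 0.19, adjusted p = 0.0011 from limma). The difference at 6 hr was −1.42 in batch 1 and −1.12 in batch 2. The table gives a sum over the whole gene, so reads from exons that remain in the deleted allele cannot be told from reads of the intact gene. *Cpeb4* therefore separates the genotypes at 6 hr only, and at the other times the genotypes are taken as the libraries are labelled.

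**Figure D1:**
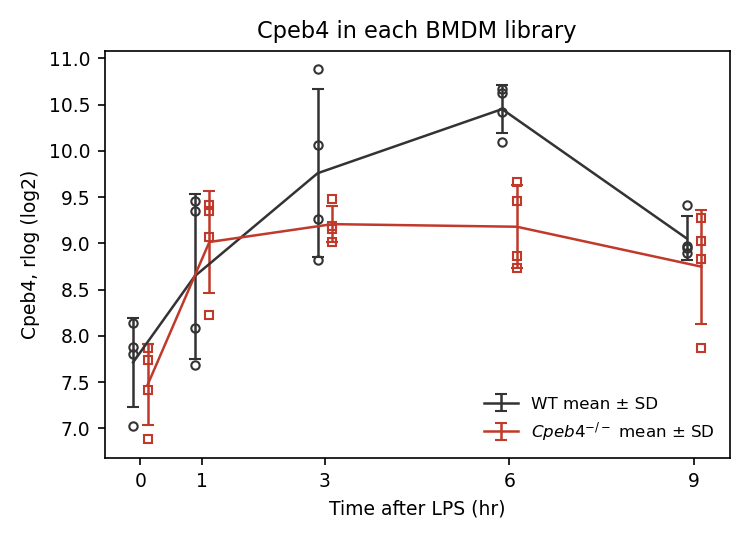
*Cpeb4* rlog value (log2, vertical axis) in each of the 40 BMDM libraries against the time after LPS (hr, horizontal axis). Circles are WT and squares *Cpeb4*-/- libraries, and lines and bars give the mean ± SD of 4. The groups are apart at 6 hr.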

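At an unadjusted p under 0.01, the threshold of Figure 2D, limma called 833 genes at 0 hr, 1514 at 1 hr, 1261 at 3 hr, 2298 at 6 hr and 1629 at 9 hr, and about 131 independent genes without a difference would pass at each time. Of the 35 ways to split the 8 mice 4 against 4, as many genes were called by 2 at 0 hr, 3 at 1 hr, 1 at 3 hr, 1 at 6 hr and 2 at 9 hr, the split by genotype included. The largest other split called 976 genes at 0 hr, 2672 at 1 hr, 900 at 3 hr, 682 at 6 hr and 2413 at 9 hr, each with 3 of the 4 *Cpeb4*-/- mice on one side. At 0, 1 and 9 hr the count at this threshold therefore does not set the genotypes apart from every other grouping of the mice. At an adjusted p under 0.05, 171 genes differed at 0 hr (97 higher and 74 lower in libraries labelled *Cpeb4*-/-), 251 at 1 hr (128 higher, 123 lower) and 481 at 3 hr (237 higher, 244 lower). The counts were 2129 at 6 hr (835 higher, 1294 lower) and 1029 at 9 hr (610 higher, 419 lower). The 4 *Cpeb4*-/- values all lay on one side of the 4 WT values in 10.5% of the tested genes at 0 hr, 15.7% at 1 hr, 13.6% at 3 hr, 20.2% at 6 hr and 16.9% at 9 hr, against 2.86% by chance. The size of the differences followed another order than their number. The median absolute log2 difference was 0.091 at 0 hr, 0.156 at 1 hr, 0.112 at 3 hr, 0.101 at 6 hr and 0.119 at 9 hr, and the median SD of the WT libraries was 0.144 at 1 hr and 0.090 at 6 hr. Tested directly in one model of all libraries, the genotype difference departed from that at 0 hr (adjusted p under 0.05) in 1 gene at 1 hr, 27 at 3 hr, 385 at 6 hr and 231 at 9 hr. The count moved most at 1 hr, where a fit to all 40 libraries with the mouse as a random effect (the replicate block) called 4337 genes, more than the 2144 of that fit at 6 hr. Without WT mouse 69 the count at 1 hr was 2440, and without *Cpeb4*-/- mouse 2 the count at 9 hr was 4575. The genes with the largest falls at 6 hr among those with separated genotypes were *Plekha7*, *Rps15a-ps8*, *Slc13a3*, *BC064078* and *Siglece*, by −3.35 to −2.51, and those with the largest rises were *5730416F02Rik*, *Tnfrsf11b*, *Cxcl3*, *Gm6334* and *Slpi*, by 2.89 to 1.43. At 9 hr the largest falls were in *Slc13a3*, *Siglece*, *BC064078*, *Shisa3* and *Gm15987* (−3.73 to −1.26), and the largest rises in *Hal*, *Dennd3*, *Gm6334*, *Arg1* and *Tnfaip8l3* (2.22 to 1.56). The values of *Rps15a-ps8* and *Gm6334* are uncertain, because reads of pseudogenes and of other near-identical copies can be shared. *Slc13a3*, *Siglece*, *BC064078* and *Gm6334* also differed between the genotypes in untreated cells. *Cxcl3* was at 7.49 ± 0.02 (SD, n = 4) in WT and 7.57 ± 0.05 in *Cpeb4*-/- at 0 hr, and at 10.17 ± 0.30 and 11.97 ± 0.35 at 6 hr, a difference of 1.80 (standard error 0.17, adjusted p = 8.1e-05 from limma). From the larger number of differences at 6–9 hr the paper places the transcriptomic differences in the resolution phase, and it sets this beside the late accumulation of phosphorylated CPEB4.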

The transcriptomic profile of *Cpeb4*^–/–^ BMDMs included increases in hypoxia, glycolysis, and mTOR pathways, all of which have been linked to pro-inflammatory macrophage polarization during sepsis (McGettrick and O’Neill, 2020; Shalova et al., 2015; Figure 2E). 

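The Hallmark lists of the methods were not used here. The values below are for hand-written lists of genes of each process, of which 26 of 28 hypoxia genes, all 18 glycolysis genes and all 25 mTOR genes were expressed. As in the methods, each gene's rlog value was converted to a z-score over the 40 libraries, averaged over the list and centred on the average of all tested genes. The hypoxia signature at 6 hr was −0.21 ± 0.08 (SD, n = 4) in WT and 0.22 ± 0.14 in *Cpeb4*-/-, a difference of 0.44. At 9 hr it was 0.22 ± 0.18 and 0.85 ± 0.12, a difference of 0.64. At both times all 4 *Cpeb4*-/- libraries lay above all 4 WT libraries (two-sided exact permutation test, p = 0.029, the smallest p that 4 against 4 allow; adjusted p = 0.107 over the 30 tests of 6 signatures at 5 times). The hypoxia difference was 0.44 in each batch at 6 hr, and 0.65 and 0.62 in batches 1 and 2 at 9 hr. Within the mice, the hypoxia signature rose from 0 to 9 hr by 0.46 ± 0.14 in WT and by 1.07 ± 0.11 in *Cpeb4*-/- (exact p = 0.029, adjusted p = 0.171 over 24 such tests), and its change from 0 to 6 hr was larger in *Cpeb4*-/- by 0.41 (exact p = 0.029). Among the 26 hypoxia genes, 13 were higher and 1 lower in *Cpeb4*-/- at 6 hr, and 15 were higher and 1 lower at 9 hr, at an adjusted p under 0.05 over all genes tested. Adjusted over the list alone, 14 were higher and 1 lower at 6 hr, and 17 higher and 2 lower at 9 hr. The glycolysis signature was 0.16 ± 0.08 in WT and 0.36 ± 0.14 in *Cpeb4*-/- at 6 hr, and 0.85 ± 0.19 and 1.25 ± 0.21 at 9 hr, and 3 of the 4 *Cpeb4*-/- libraries lay above every WT library at each time (exact p = 0.057). At 3 hr the glycolysis signature went the other way. All 4 *Cpeb4*-/- libraries (−0.53 to −0.35) then lay below all 4 WT libraries (−0.30 to −0.16). Of its 18 genes, 8 were higher and 4 lower at 6 hr and 6 were higher at 9 hr; adjusted over the list alone, 9 were higher and 4 lower, and 7 higher. The mTOR signature was 0.22 ± 0.22 in WT and 0.55 ± 0.10 in *Cpeb4*-/- at 6 hr, and 0.61 ± 0.13 and 0.79 ± 0.09 at 9 hr (exact p = 0.057 at each time). Its difference at 6 hr was 0.52 in batch 1 and 0.14 in batch 2. The mTOR signature already differed in untreated cells, by 0.21 (exact p = 0.029). Its change from 0 hr within the mice differed between *Cpeb4*-/- and WT by 0.12 at 6 hr (exact p = 0.43) and −0.033 at 9 hr (exact p = 0.80), so most of the mTOR difference at 6 hr and all of that at 9 hr was present before LPS. The change in glycolysis differed by 0.25 at 6 hr (exact p = 0.17) and 0.45 at 9 hr (exact p = 0.057). Of the 25 mTOR genes, 7 were higher at 6 hr and 4 at 9 hr; adjusted over the list alone, 8 were higher at 6 hr, and 6 higher and 1 lower at 9 hr. In rotation tests against the other genes (limma's romer, smallest possible p 0.001), the adjusted p was 0.03 for hypoxia at 6 hr, 0.18 for hypoxia at 9 hr and 0.43 for glycolysis and mTOR at both times. With the Reactome list of the cellular response to hypoxia, the hypoxia difference was 0.0061 at 6 hr and −0.047 at 9 hr, and with the Reactome list of mTOR signalling the mTOR difference was 0.041 at 6 hr (exact p = 0.66) and −0.040 at 9 hr (exact p = 0.71). The Reactome list shares 2 genes with the hand-written list for hypoxia and 0 for mTOR. These values are therefore for other genes and do not test those of the hand-written lists.

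**Figure D2:**
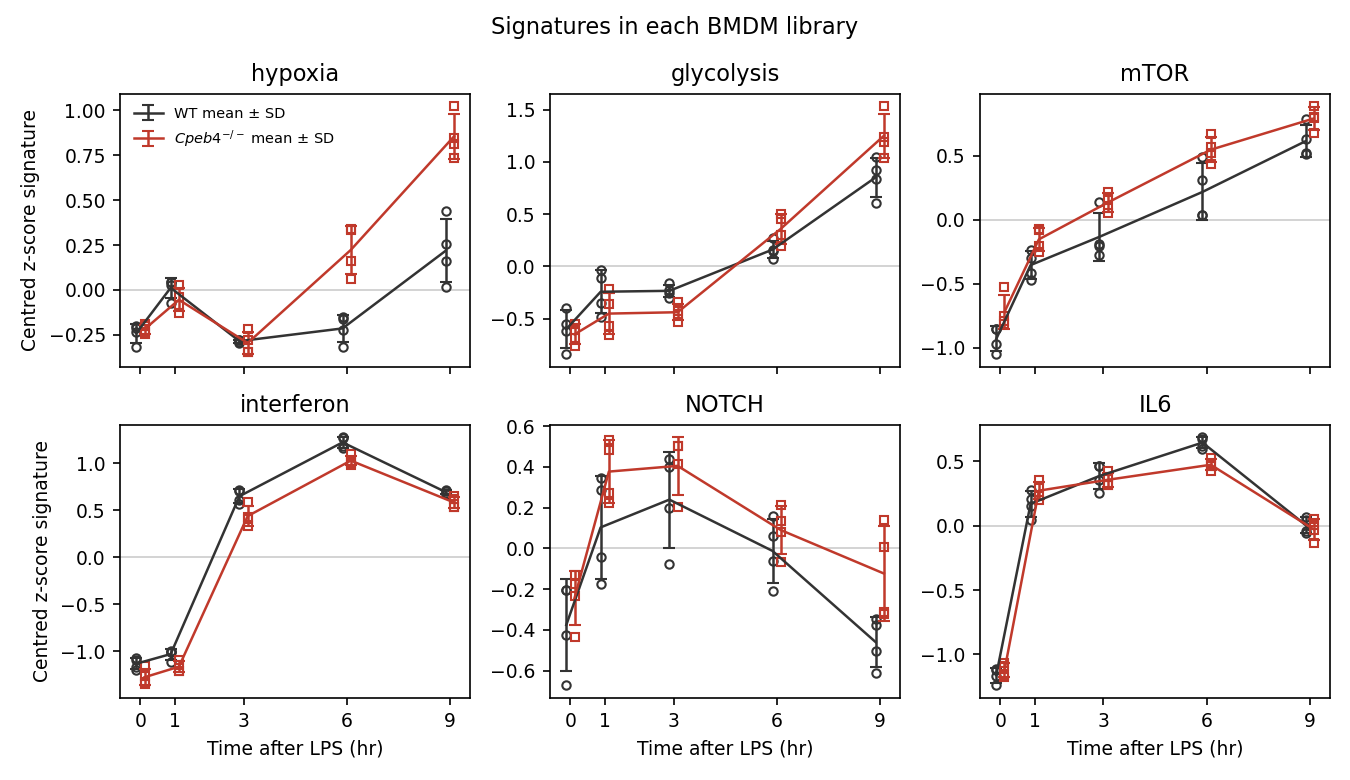
Centred z-score signatures (no unit, vertical axes) of 6 processes in each of the 40 BMDM libraries against the time after LPS (hr, horizontal axes). Circles are WT and squares *Cpeb4*-/- libraries, and lines and bars give the mean ± SD of 4. All 4 *Cpeb4*-/- libraries lie above the WT libraries for hypoxia at 6 and 9 hr and below them for interferon at 6 and 9 hr.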

Further, we confirmed that HIF1a levels were increased, both at protein and mRNA levels, after 9 hr of LPS treatment (Figure 2F and G, Figure 2—figure supplement 3). 

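Signatures of 28 interferon-induced genes, of 11 expressed genes among 17 of the NOTCH pathway (receptors, ligands, cofactors and target genes) and of 15 genes of the IL6 response were computed in the same way. The interferon signature at 6 hr was 1.22 ± 0.06 (SD, n = 4) in WT and 1.03 ± 0.05 in *Cpeb4*-/- BMDMs, a difference of −0.19. At 9 hr the values were 0.69 ± 0.02 and 0.58 ± 0.06, a difference of −0.11. All 4 *Cpeb4*-/- libraries lay below all 4 WT libraries at both times (two-sided exact permutation test, p = 0.029, adjusted p = 0.107). The difference at 9 hr was −0.10 with an exact p of 0.114 with the Reactome list, which shares 3 genes with the hand-written list. At 6 hr all 28 interferon genes had a lower mean in *Cpeb4*-/-, 22 of them at an adjusted p under 0.05 from limma and 26 adjusted over the list alone. At 9 hr 24 had a lower mean, 5 of them at an adjusted p under 0.05, and 4 had a higher mean. In untreated cells the interferon signature was −1.13 ± 0.06 in WT and −1.28 ± 0.09 in *Cpeb4*-/- (exact p = 0.086). The change of the interferon signature from 0 hr within the mice differed between *Cpeb4*-/- and WT by −0.050 at 6 hr (exact p = 0.37) and 0.034 at 9 hr (exact p = 0.54), so as a z-score the lower interferon signature was largely present before LPS. The mean log2 difference of its 28 genes was −0.17 at 0 hr, −0.31 at 6 hr and −0.13 at 9 hr, so in log2 it was larger at 6 hr than before LPS. The IL6 signature at 6 hr was 0.65 ± 0.04 in WT and 0.47 ± 0.04 in *Cpeb4*-/-, a difference of −0.17 with all 4 libraries below WT (exact p = 0.029, adjusted p = 0.107), and 6 of its 15 genes were lower, 9 adjusted over the list alone. Its difference at 6 hr was −0.014 with the Reactome list of interleukin-6 signaling, which shares 3 genes with the hand-written list. At 9 hr the IL6 signature did not differ beyond the spread of the libraries, with a difference of −0.03 (exact p = 0.60) that was 0.0024 without *Cpeb4*-/- mouse 2. The NOTCH signature at 6 hr was −0.01 ± 0.16 in WT and 0.09 ± 0.12 in *Cpeb4*-/- (exact p = 0.37), and without the filter on low expression this difference was −0.022. At 9 hr it was −0.46 ± 0.12 and −0.12 ± 0.23, a difference of 0.34 (exact p = 0.029, adjusted p = 0.107) that was 0.51 in batch 1 and 0.16 in batch 2. Within the mice, the change from 0 hr differed by −0.21 for IL6 at 6 hr (exact p = 0.029, adjusted p = 0.171) and −0.072 at 9 hr (exact p = 0.11), and for NOTCH by −0.030 at 6 hr (exact p = 0.83) and 0.20 at 9 hr (exact p = 0.17). In romer, the adjusted p at 6 hr was 0.03 for interferon and 0.10 for IL6, and at 9 hr 0.45 and 0.73.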

Interferon, NOTCH or IL6 signaling pathways were affected in the KO (Figure 2—figure supplement 3). Conversely, the levels of anti-inflammatory transcripts, such as *Il10* mRNA, were reduced in the *Cpeb4*^–/–^ BMDMs (Figure 2H). Altogether, these results suggest that the absence of CPEB4 disrupts the development and resolution of the LPS-induced inflammatory response in myeloid cells.

**Figure 2.**
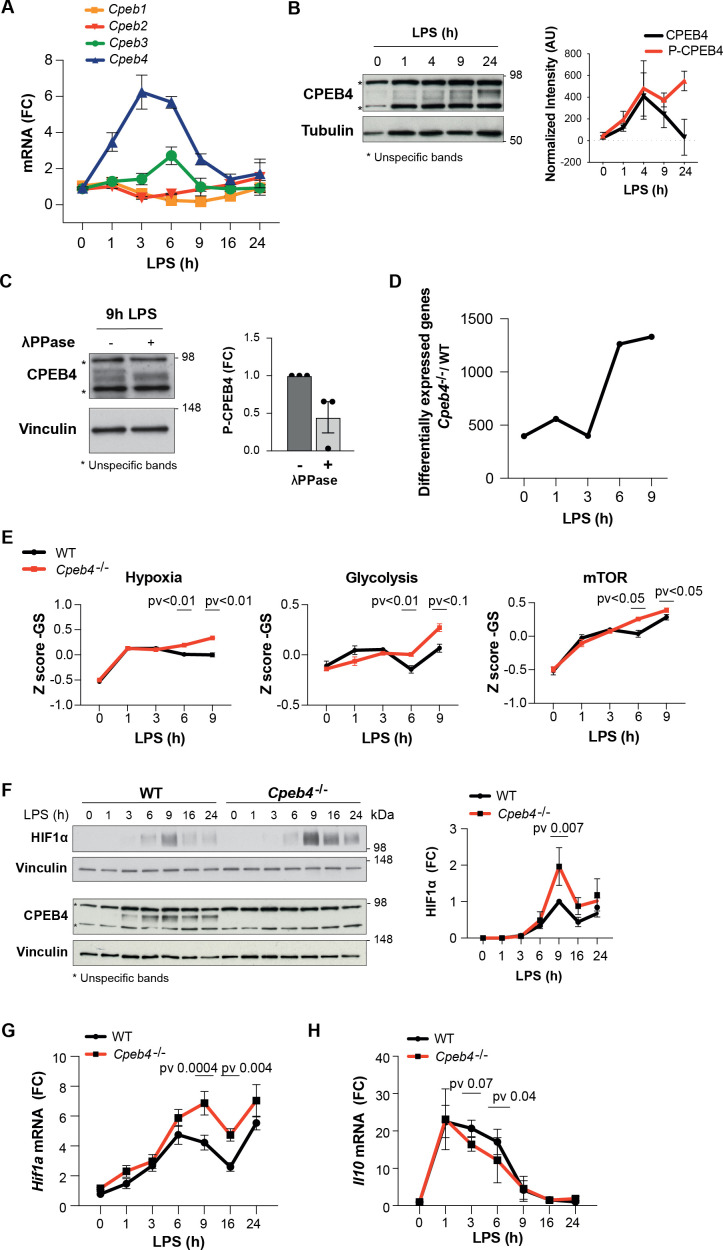
Inflammation resolution is impaired in *Cpeb4*^–/–^ macrophages. (**A–C**) Lipopolysaccharide (LPS)-stimulated wildtype (WT) bone marrow-derived macrophages (BMDMs). (**A**) *Cpeb1–4* levels were measured by RT-qPCR (n = 6). (**B, **left) CPEB4 immunoblot, using α-tubulin as loading control. (Right) CPEB4 quantification normalized to α-tubulin (n = 3; data shown in Figure 2—figure supplement 2). (**C**, left) CPEB4 immunoblot in protein extracts treated with λphosphatase when indicated. (Right) Quantification of P-CPEB4 signal (n = 3). (**D–H**) LPS-stimulated WT and *Cpeb4*^–/–^ BMDMs. (**D**) Number of differentially expressed genes (p<0.01) between genotypes. mRNA levels were quantified by RNAseq (n = 4). Statistics: DESeq2 R package. (**E**) Z-score signature of the indicated pathways. mRNA levels were quantified by RNAseq (n = 4). Statistics: rotation gene set enrichment analysis. (**F**, left) HIF1a and CPEB4 immunoblot, vinculin served as loading control. (Right) Normalized quantification, signal intensity was normalized to vinculin and fold change to WT at 9 hr after LPS induction was calculated (n = 3; data shown in Figure 2—figure supplement 2). (**G, H**) *Hif1a and Il10* levels measured by RT-qPCR (n = 6). (**A, G**) *Tbp* was used to normalize. (**B, C, E, F**) Data are represented as mean ± SEM. (**F–H**) Statistics: two-way ANOVA. (**D, E**) See also Supplementary file 1. Figure 2—source data 1.Blots corresponding to Figure 2B and Figure 2—figure supplement 1A. Figure 2—source data 2.Blots corresponding to Figure 2C. Figure 2—source data 3.Blots corresponding to Figure 2F and Figure 2—figure supplement 3A.

**Figure 2—figure supplement 1.**
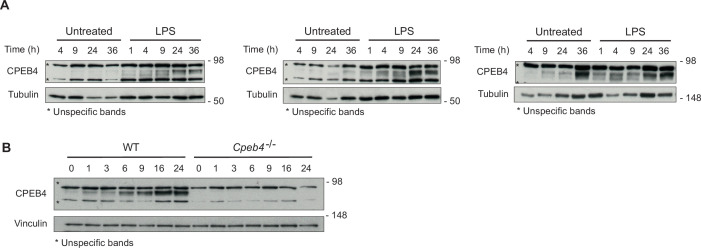
CPEB4 upregulation in lipopolysaccharide (LPS)-stimulated macrophages. (**A**) Immunoblot analysis of CPEB4 in control or LPS-treated macrophages. α-Tubulin served as loading control. (**B**) Immunoblot analysis of CPEB4 in LPS-stimulated bone marrow-derived macrophages (BMDMs) obtained from wildtype or *Cpeb4*^–/–^ mice. Vinculin served as loading control.

**Figure 2—figure supplement 2.**
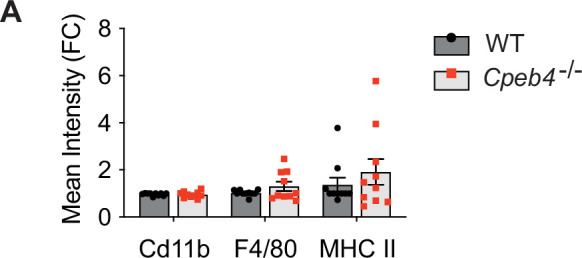
Differentiation of *Cpeb4*^–/–^ bone marrow derived macrophages. (**A**) Mean expression of myeloid markers in wildtype and *Cpeb4*^–/–^ bone marrow-derived macrophages (BMDMs) was analyzed by flow cytometry. For each experiment, fold change to wildtype was calculated (n = 10).

**Figure 2—figure supplement 3.**
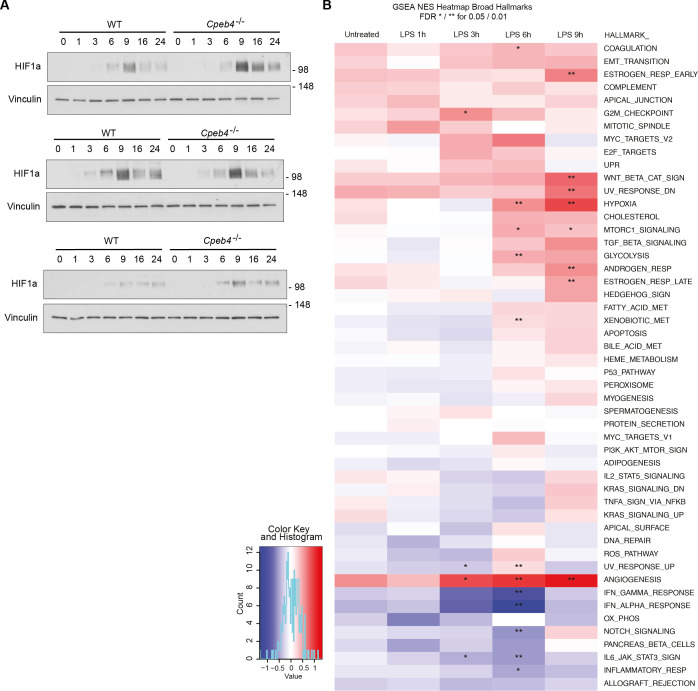
Characterization of lipopolysaccharide (LPS) response in *Cpeb4*^–/–^ macrophages. (**A**) Immunoblot analysis of HIF1a in LPS-stimulated bone marrow-derived macrophages (BMDMs) obtained from wildtype or *Cpeb4*^–/–^ mice. Vinculin served as loading control. Quantification is shown in Figure 2E. (**B**) Gene set analysis of Hallmark pathways in LPS-stimulated WT and *Cpeb4*^–/–^ BMDMs. Differential mRNA expression was measured by RNAseq (n = 4). Statistics: DESeq2 R package. See also Supplementary file 1.

### The p38α-HuR-TTP axis regulates *Cpeb4* mRNA stability

We next addressed how CPEB4 expression is regulated in BMDMs treated with LPS. Since the peak of *Cpeb4* mRNA followed similar kinetics to pro-inflammatory ARE-containing mRNAs, such as *Il6* and *Il1a* (Figure 3—figure supplement 1), we searched the 3′-UTR of *Cpeb4* for AREs; we found 17 repeats of the AUUUA pentanucleotide (Figure 3—figure supplement 1). ARE-containing transcripts are stabilized through HuR binding during the early phase of the LPS response and destabilized at later times by TTP binding. The switch between these two ARE-binding proteins is regulated by the LPS-activated p38α MAPK, which is encoded by *Mapk14* (Tiedje et al., 2012). Next, we analyzed BMDMs from myeloid-specific *Mapk14* KO mice (*Mapk14^lox/lox^Lyz2^Cre^*, hereafter referred to as p38αMKO) (Youssif et al., 2018) and found that *Cpeb4* mRNA expression levels were indeed reduced in LPS-treated p38αMKO macrophages (Figure 3A), suggesting that *Cpeb4* expression is controlled by the p38α-HuR-TTP axis. This observation was confirmed by treating WT BMDMs with the p38α inhibitor PH797804 (Figure 3B). To test whether p38α regulates *Cpeb4* expression at the transcriptional or post-transcriptional level, we first inhibited transcription in LPS-treated WT and p38αMKO BMDMs; we found that *Cpeb4* mRNA levels decayed significantly faster in the latter (Figure 3C, Figure 3—figure supplement 2). We then assessed whether the stabilization of *Cpeb4* mRNA by p38α was mediated through the differential binding of HuR and TTP. We observed that HuR binding to *Cpeb4* mRNA was strongly enriched after LPS treatment in WT BMDMs but to a lesser extent in p38αMKO BMDMs, as seen in RNA-immunoprecipitation experiments (Figure 3D, Figure 3—figure supplement 3), indicating that this induced binding occurred in a p38α**-**dependent manner. Similar results were observed in *Tnf* mRNA as a control (Figure 3D). We then analyzed recently published datasets from TTP immunoprecipitation (iCLIP) followed by genome-wide analysis of its associated mRNAs in LPS-stimulated BMDMs (Sedlyarov et al., 2016). We observed binding of TTP to the *Cpeb4* 3′-UTR at 6 hr after LPS treatment (Figure 3—figure supplement 4) when the TTP protein levels were high (Figure 3E), as well as reduced decay rates of both *Cpeb4* and *Tnf* mRNAs in macrophages from mice with a myeloid cell-specific TTP deletion (hereafter, TTPMKO) (Figure 3F). To further analyze the contribution of p38α signaling to *Cpeb4* mRNA stability, we used human osteosarcoma (U2OS) cells expressing the p38α MAPK activator MKK6 under the control of the TET-ON promoter (Trempolec et al., 2017). MKK6-induced p38α activation was sufficient to increase *Cpeb4* mRNA levels in these cells, and this effect was reversed by treatment with p38α chemical inhibitors (Figure 3G) as well as by shRNA-mediated depletion of HuR (Figure 3H, Figure 3—figure supplement 5). Altogether, these results indicate that the *Cpeb4* mRNA was stabilized by HuR and destabilized by TTP, and that the demonstrated competitive binding (Mukherjee et al., 2014; Tiedje et al., 2012) of these two ARE-binding proteins to *Cpeb4* mRNA is regulated by LPS-driven p38α activation.

**Figure 3.**
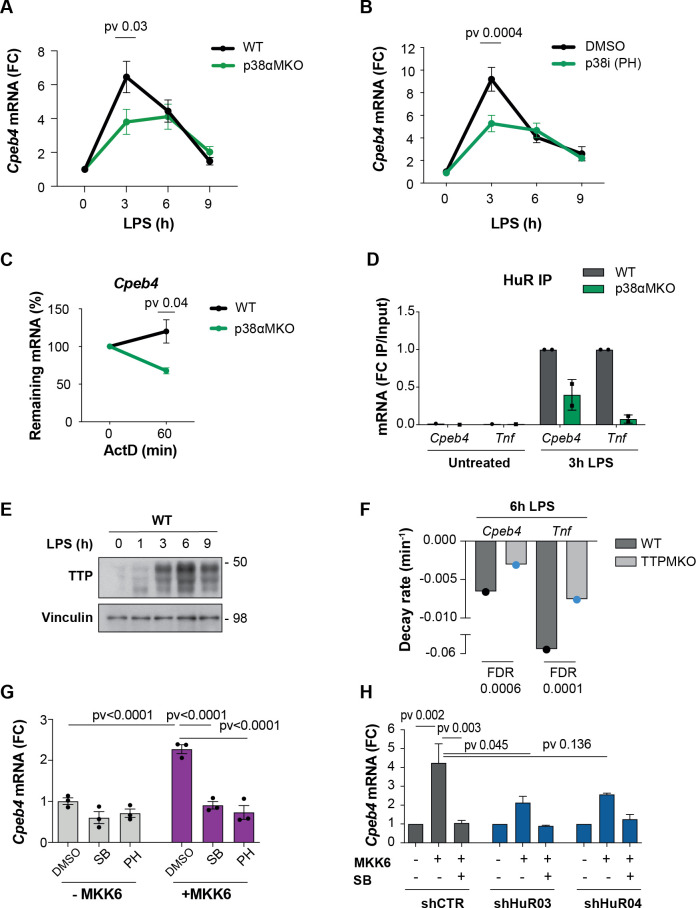
The p38α-HuR-TTP axis regulates *Cpeb4* mRNA stability. (**A**) *Cpeb4* levels in wildtype (WT) and p38αMKO bone marrow-derived macrophages (BMDMs) stimulated with lipopolysaccharide (LPS) (n = 3). (**B**) *Cpeb4* levels in LPS-stimulated BMDMs treated with the p38α inhibitor PH-797804 (or DMSO as control) (n = 4). (**C**) WT or p38αMKO BMDMs were stimulated with LPS for 1 hr; *Cpeb4* mRNA stability was measured after treating with actinomycin D (ActD). Statistics: paired *t*-test (60 min time point; n = 3). See also Figure 3—figure supplement 2. (**D**) *Cpeb4* mRNA levels in HuR RNA-immunoprecipitates (IP) performed in WT or p38αMKO BMDMs, after LPS stimulation as indicated. IgG IPs served as control. IP/input enrichment is shown, normalized to WT IP LPS (n = 2). See also Figure 3—figure supplement 3. (**E**) Immunoblot of TTP protein in WT BMDMs treated with LPS for 0–9 hr. Vinculin served as loading control (n = 2). (**F**) *Cpeb4* and *Tnf* decay rates in WT and TTPMKO BMDMs stimulated for 6 hr with LPS (data from Sedlyarov et al., 2016). Data represents the mean of three biological replicates. (**G, H**) U2OS cells were treated with tetracycline to induce the expression of a constitutively active MKK6, which induces p38α MAPK activation (Trempolec et al., 2017). (**G**) *Cpeb4* levels upon p38α activation (+MKK6) or inhibition with SB203580 or PH-797804 (n = 3). (**H**) *Cpeb4* levels in control or HuR-depleted U2OS cells, where p38α MAPK signaling has been activated (+MKK6) or inhibited (SB) (n = 2). See also Figure 3—figure supplement 5. (**A–D, G, H**) mRNA levels were quantified by RT-qPCR. *Gapdh* (**A, B, C, G**) was used to normalize. (**A, B, D, G, H**) Data are represented as mean ± SEM. (**A, B**) Statistics: two-way ANOVA. (**C**) Statistics: paired *t*-test. (**G, H**) Statistics: one-way ANOVA, selected pvadj are shown. Figure 3—source data 1.Blots corresponding to Figure 3E.

**Figure 3—figure supplement 1.**
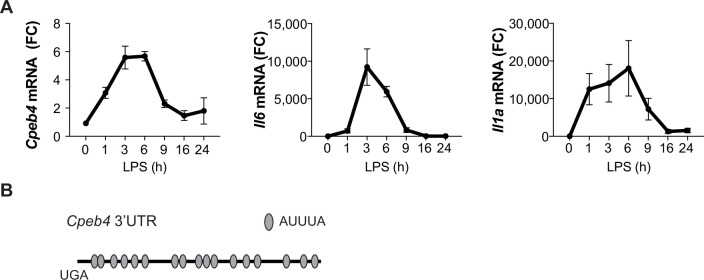
*Cpeb4* mRNA as a target of the p38α-HuR-TTP axis. (**A**) Bone marrow-derived macrophages (BMDMs) were stimulated with lipopolysaccharide (LPS) and mRNA levels were measured by RT-qPCR, normalizing to *Tbp* (n = 6). *Cpeb4* mRNA values are also shown in Figure 2A. (**B**) Schematic representation of the *Cpeb4* 3’-UTR showing AU-rich element (ARE) domains.

**Figure 3—figure supplement 2.**
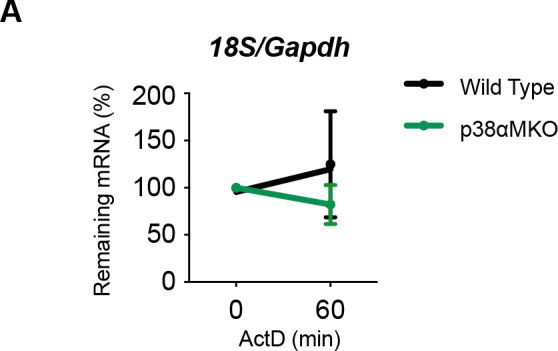
mRNA stability in wildtype (WT) and p38αMKO bone marrow-derived macrophages (BMDMs). (**A**) WT or p38αMKO BMDMs were stimulated with lipopolysaccharide (LPS) for 1 hr; and mRNA stability was measured after treating with actinomycin D (ActD). mRNA levels were quantified by RT-qPCR. *Gapdh* was used to normalize.

**Figure 3—figure supplement 3.**
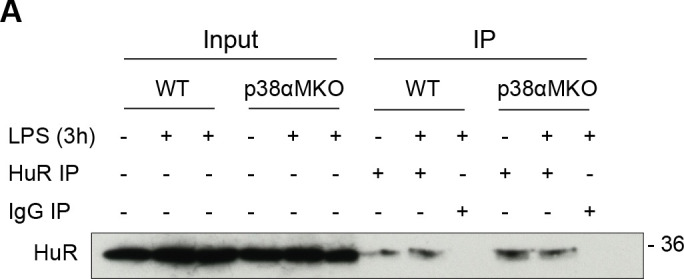
HuR Immunoprecipitation (IP) in wildtype (WT) and p38αMKO bone marrow-derived macrophages (BMDMs). (**A**) HuR IP was performed in wildtype (WT) and p38αMKO BMDMs (Youssif et al., 2018) stimulated with lipopolysaccharide (LPS) for 3 hr when indicated. IgG IP was used as control.

**Figure 3—figure supplement 4.**
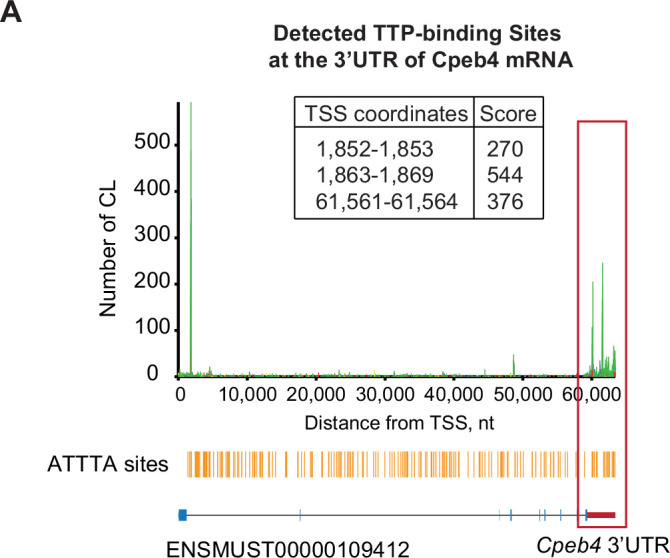
Tristetraprolin (TTP) binds *Cpeb4* mRNA. (**A**) TTP PAR-iCLIP was performed in bone marrow-derived macrophages (BMDMs) treated with lipopolysaccharide (LPS) for 6 hr. Coverage plots represent the number of crosslink sites (CL) detected in each position of *Cpeb4* mRNA. For binding sites located in the *Cpeb4* 3′-UTR, distance to the transcription start site (TSS) and their scores is indicated (data from Sedlyarov et al., 2016).

**Figure 3—figure supplement 5.**
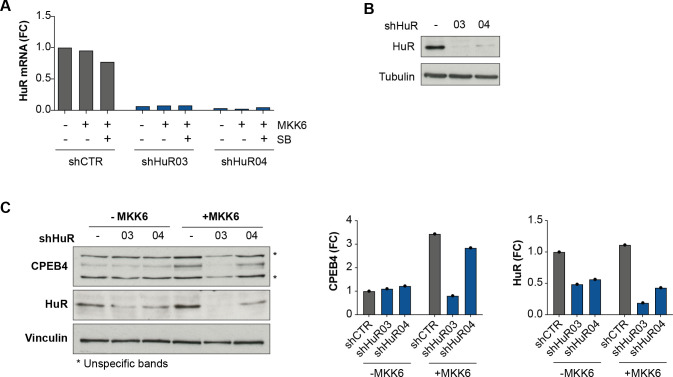
The p38α-HuR axis regulates *Cpeb4* mRNA. (**A–C**) U2OS cells, infected with shHuR (03, 04) or shCTR (-), were treated with tetracycline to induce the expression of a constitutively active MKK6, which induces p38α MAPK activation. (**A**) HuR mRNA expression was measured by RT-qPCR, normalizing to *Gapdh* (n = 1). (**B**) HuR immunoblot, vinculin served as loading control. (**C**) CPEB4 and HuR immunoblot after p38α MAPK activation (+MKK6) in cells infected with shHuR or shCTR. Vinculin served as loading control. Quantification is shown.

### CPEB4 stabilizes mRNAs that encode for negative feedback regulators of the LPS response

We next addressed the functional contribution of CPEB4 to inflammation resolution by performing RIP-seq to identify CPEB4-bound mRNAs in untreated or LPS-activated WT BMDMs, using *Cpeb4*^–/–^ BMDMs as controls (Figure 4A). We identified 1173 and 1829 CPEB4-associated mRNAs in untreated and LPS-treated BMDMs, respectively (Supplementary file 2). These included previously described CPEB4 targets such as *Txnip* or *Vegfa*, while negative controls such as *Gapdh* were not detected (Figure 4B). The 3′-UTRs of the CPEB4 co-immunoprecipitated mRNAs were enriched in canonical CPE motifs (Piqué et al., 2008), which we previously described as CPEB4 binding elements (Afroz et al., 2014; Igea and Méndez, 2010; Novoa et al., 2010), as well as in CPEs containing A/G substitutions (Figure 4C, Figure 4—figure supplement 1). These CPE variants have been shown to be specifically recognized by the *Drosophila* ortholog of CPEB2-4 (Orb2) (Stepien et al., 2016). Gene Ontology analysis of CPEB4 targets indicated an enrichment of mRNAs encoding for components of the LPS-induced MAPK pathways (Figure 4—figure supplement 1). These targets included mRNAs that participate in anti-inflammatory feedback loops that negatively regulate the LPS response, consistent with the phenotype observed in *Cpeb4*^–/–^ BMDMs. Thus, *Dusp1*, *Il1rn, Socs1, Socs3, Zfp36* (which encodes TTP), and *Tnfaip3* mRNAs specifically co-immunoprecipitated with CPEB4 (Figure 4D). CPEB4 binding to *Txnip, Dusp1,* and *Il1rn* mRNAs was further validated by RT-qPCR, using *Gapdh* as negative control (Figure 4E). The functional importance of the CPEB4 association was confirmed by the observation that both the *Socs1* mRNA (Figure 4F) and SOCS1 protein (Figure 4G) levels were reduced in LPS-treated *Cpeb4*^–/–^ BMDMs compared to WT BMDMs. Likewise, the levels of the *Dusp1*, *Il1rn, Socs3, Tnfaip3,* and *Zfp36* mRNAs were reduced in LPS-treated *Cpeb4*^–/–^ BMDMs (Figure 4H, Figure 4—figure supplement 2). 

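The 5 mRNAs encode negative regulators of the LPS response, and their levels were also read from the RNA-seq libraries of Figure 4—figure supplement 2. *Dusp1* (chromosome 17 from 26505591 to 26508472 of mm10) had an rlog value of 13.41 ± 0.11 (SD, n = 4) in WT and 13.01 ± 0.14 in *Cpeb4*-/- at 6 hr, a difference of −0.40 (standard error 0.07, adjusted p = 0.0031 from limma). *Zfp36* (chromosome 7 from 28376784 to 28379228) was at 15.30 ± 0.05 in WT and 15.07 ± 0.04 in *Cpeb4*-/- at 6 hr, a difference of −0.23 (standard error 0.05, limma adjusted p = 0.0050). *Tnfaip3* (chromosome 10 from 19000910 to 19015410) was at 15.31 ± 0.03 and 15.08 ± 0.09 at 6 hr, a difference of −0.23 (standard error 0.05, limma adjusted p = 0.010). *Socs3* (chromosome 11 from 117966079 to 117970336) was at 14.75 ± 0.01 and 14.55 ± 0.08 at 6 hr, a difference of −0.20 (standard error 0.05, limma adjusted p = 0.014). For these 4 genes all 4 *Cpeb4*-/- libraries lay below all 4 WT libraries at 6 hr, and each difference had the same sign in both batches. With quantile normalization of the rlog values, the differences of *Socs3*, *Tnfaip3* and *Zfp36* at 6 hr were −0.07, −0.11 and −0.12, with limma adjusted p-values of 0.29, 0.15 and 0.11. Over the 17 alternatives the adjusted p ranged from 0.0032 to 0.29 for *Socs3*, from 0.0030 to 0.15 for *Tnfaip3* and from 0.0033 to 0.11 for *Zfp36*. Without *Cpeb4*-/- mouse 2 the adjusted p of *Socs3* was 0.051. *Il1rn* (chromosome 2 from 24336860 to 24351491) was at 16.37 ± 0.07 in WT and 16.19 ± 0.12 in *Cpeb4*-/- at 6 hr (limma adjusted p = 0.085), and at 16.16 ± 0.09 and 15.93 ± 0.14 at 9 hr. The *Il1rn* difference at 9 hr was −0.23 (standard error 0.08), with all 4 *Cpeb4*-/- libraries below WT (two-sided exact permutation test, p = 0.029) and an adjusted p of 0.094. Without *Cpeb4*-/- mouse 55 the *Il1rn* difference at 6 hr was −0.24 with an adjusted p of 0.013 (range over the 17 alternatives 0.013 to 0.78). At 9 hr the differences of *Dusp1*, *Socs3*, *Tnfaip3* and *Zfp36* were −0.18, −0.10, −0.16 and −0.15, with adjusted p-values of 0.23 to 0.27. At 1 and 3 hr none of the 5 mRNAs differed at an adjusted p under 0.05, and *Dusp1* was higher in *Cpeb4*-/- by 0.18 and 0.14. The difference of *Zfp36* at 6 hr departed from its difference at 0 hr by −0.33 (limma adjusted p = 0.035 for the interaction), and those of the other 4 mRNAs departed by −0.34 to −0.26 with adjusted p-values of 0.053 to 0.17. With the replicate block these 5 adjusted p-values lay between 0.0053 and 0.038.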

To examine whether these changes in mRNA levels originated transcriptionally or post-transcriptionally, we measured the stability of *Socs1* and *Il1rn* mRNAs in WT or *Cpeb4*^–/–^ BMDMs stimulated with LPS and treated with actinomycin D to block transcription. Indeed, both *Socs1* and *Il1rn* mRNAs displayed reduced stability in the absence of CPEB4 (Figure 4I), showing a strong element of post-transcriptional regulation of the mRNA levels. To confirm that this effect was mediated by the presence of CPEs in the mRNA 3′-UTRs, we studied the stability of reporter mRNAs with or without CPEs in LPS-stimulated RAW264 macrophages. Indeed, after 3 hr of LPS treatment, the stability of a reporter with CPEs increased compared to the same mRNAs but with CPEs inactivated by point mutations (Figure 4J). Taken together, our results suggested that CPEB4 sustained the expression of anti-inflammatory factors post-transcriptionally at late times following LPS stimulation by binding to the corresponding mRNAs and promoting their stabilization.

**Figure 4.**
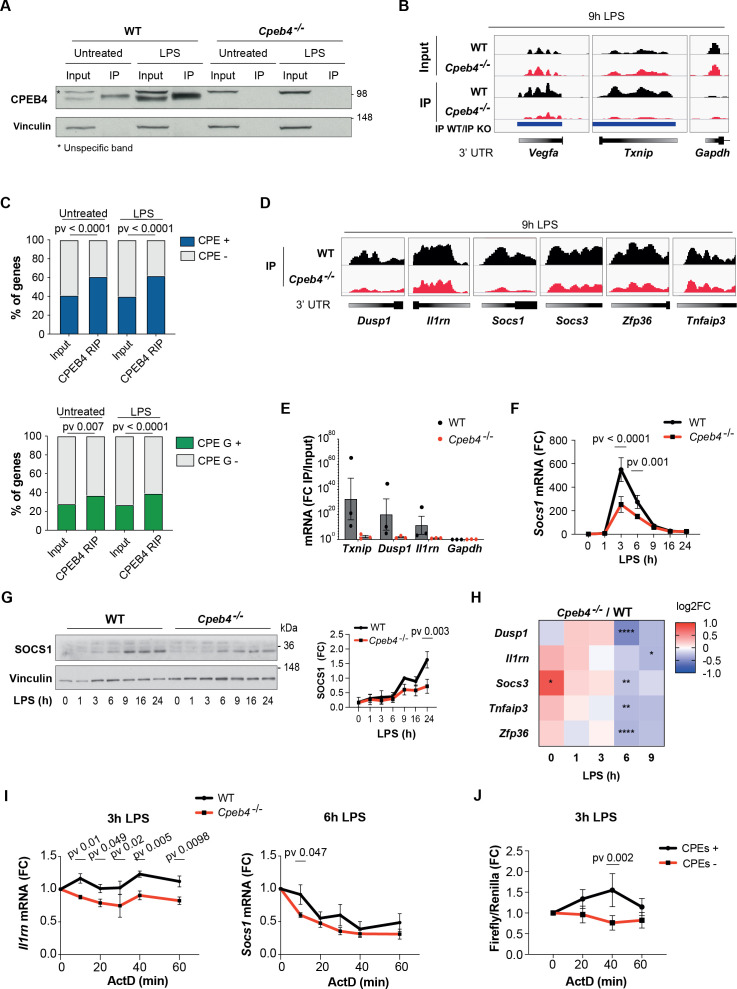
CPEB4 stabilizes mRNAs encoding negative feedback regulators of the lipopolysaccharide (LPS) response. (**A–D**) CPEB4 RNA-Immunoprecipitation (IP) and sequencing was performed using total lysates (input) from wildtype (WT) or *Cpeb4*^–/–^ bone marrow-derived macrophages (BMDMs) that had been treated or not with LPS for 9 hr (n = 1). (**A**) CPEB4 immunoblot, using vinculin as a loading control. (**B**) Examples of read coverage of input or IP of selected mRNAs. Peak enrichments between WT and *Cpeb4*^–/–^ IPs are shown in blue. (**C**) Cytoplasmic polyadenylation element (CPE) and CPE G-containing transcripts according to Piqué et al., 2008) in input and CPEB4 IPs. The script from Piqué et al., 2008 was modified to consider TTTTGT as a CPE motif. Statistics: Fisher’s exact test. (**D**) Read coverage of IPs of selected mRNAs. (**E**) CPEB4 IP and RT-qPCR were performed for WT or *Cpeb4*^–/–^ BMDMs stimulated with LPS for 9 hr. IP/input enrichment is shown (n = 3). (**F**) *Socs1* mRNA levels in LPS-stimulated WT and *Cpeb4*^–/–^ BMDMs. mRNA levels were measured by RT-qPCR normalizing to *Tbp* (n = 6). (**G**) Immunoblot of SOCS1 in WT and *Cpeb4*^–/–^ BMDMs treated with LPS. Vinculin served as loading control. Quantification is shown (FC to WT, after 9 hr of LPS) (n = 3). (**H**) Differential expression between WT and *Cpeb4*^–/–^ BMDMs treated with LPS measured by RNAseq (n = 4). Statistics: DESeq2 R package. (**I**) mRNA stability was measured by treating with actinomycin D (ActD) WT and *Cpeb4*^–/–^ BMDMs stimulated with LPS for the indicated times. Gene expression was analyzed by RT-qPCR, normalized to *Gapdh/Tbp* (n = 4). (**J**) RAW 264.7 macrophages were transfected with a Firefly luciferase reporter under the control of the cyclin B1 3′-UTR, containing either WT (CPE+) or mutated (CPE–) CPE motifs. The same plasmid contained Renilla luciferase reporter as a control. Macrophages were stimulated with LPS for 3 hr, at which point ActD was added. mRNA levels were measured by RT-qPCR. (**B, D**) Integrated Genomic Viewer (IGV) images. (**E–G**) Data are represented as mean ± SEM. (**F, G, I, J**) Statistics: two-way ANOVA. See also Supplementary files 1-2. Figure 4—source data 1.Blots corresponding to Figure 4A. Figure 4—source data 2.Blots corresponding to Figure 4G.

**Figure 4—figure supplement 1.**
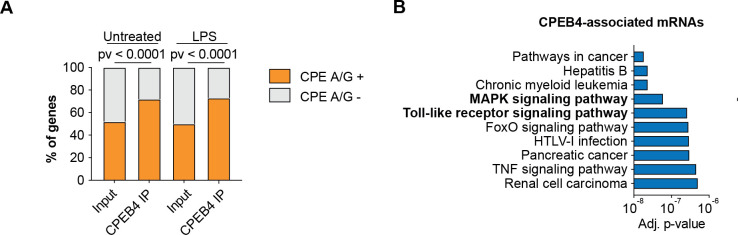
Characterization of CPEB4 targets in lipopolysaccharide (LPS)-stimulated macrophages. (**A, B**) CPEB4 RNA-Immunoprecipitation (IP) and sequencing was performed in total lysates (Input) from wildtype and *Cpeb4* KO bone marrow-derived macrophages (BMDMs), untreated or stimulated with LPS for 9 hr (n = 1). (**A**) CPE-A- or CPE-G-containing transcripts in Inputs and CPEB4 IPs. Statistics with Fisher’s exact test. (**B**) Top 10 Gene Ontology KEGG categories enriched in CPEB4 target mRNAs in wildtype BMDMs stimulated with LPS for 9 hr. *Mus musculus* transcriptome was used as background. Statistics: Benjamini–Hochberg adjusted p-value is shown. See also Supplementary file 2.

**Figure 4—figure supplement 2.**
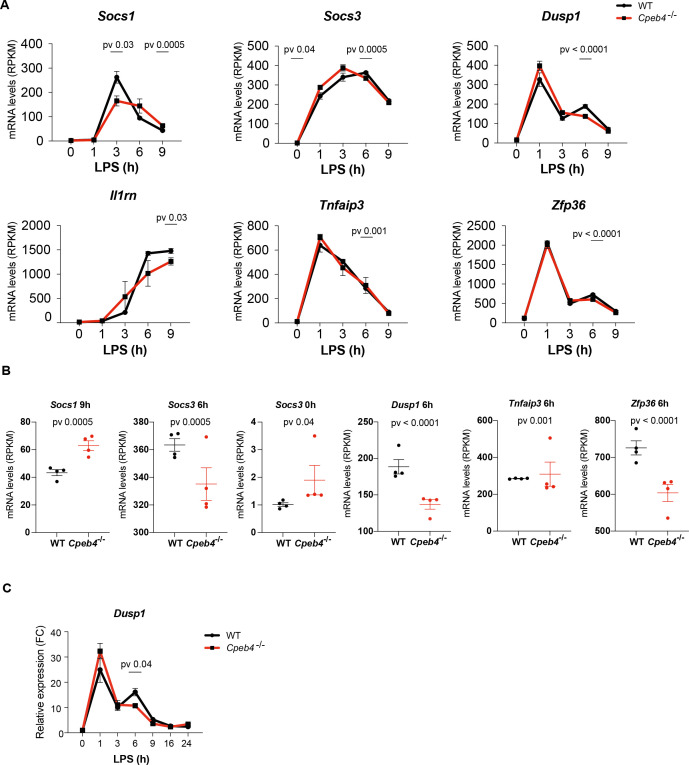
Expression of negative feedback regulators of the lipopolysaccharide (LPS) response is impared in *Cpeb4*^–/–^ bone marrow-derived macrophages (BMDMs). (**A, B**) Differential expression between wildtype (WT) and bone marrow-derived macrophages (BMDMs) treated with LPS measured by RNAseq (n = 4). Statistics: DESeq2cR package (**C**) *Dusp1* mRNA levels were measured by RT-qPCR, normalizing to *Tbp*.

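*Socs1* lies on chromosome 16 of mm10 from 10783808 to 10785536. Its rlog value rose in WT BMDMs from 8.07 ± 0.06 (SD, n = 4) at 0 hr to 12.47 ± 0.21 at 3 hr and was 11.57 ± 0.12 at 6 hr and 10.54 ± 0.11 at 9 hr. In *Cpeb4*-/- BMDMs it was 7.99 ± 0.10 at 0 hr, 12.09 ± 0.16 at 3 hr, 11.67 ± 0.08 at 6 hr and 10.86 ± 0.13 at 9 hr. The difference at 3 hr was −0.38 (standard error 0.11, adjusted p = 0.073 from limma), at 6 hr 0.10 (adjusted p = 0.32) and at 9 hr 0.32 (standard error 0.08, adjusted p = 0.028). At 9 hr all 4 *Cpeb4*-/- libraries lay above the WT libraries (two-sided exact permutation test, p = 0.029). The adjusted p at 9 hr ranged from 0.0046 to 0.079 over the 17 alternatives, and it passed 0.05 when any of *Cpeb4*-/- mice 3 and 55 or WT mice 25, 88, 69 and 87 was left out. Without WT mouse 88 the difference at 3 hr was −0.45 with an adjusted p of 0.018 (range over the alternatives 0.0022 to 0.20). The genotype difference at 9 hr departed from that at 3 hr by 0.70 (limma adjusted p = 0.00024 for the interaction). The paper reports *Socs1* mRNA by RT-qPCR and SOCS1 protein as reduced in LPS-treated *Cpeb4*-/- BMDMs. In the RNA-seq libraries the difference had that direction at 3 hr and the opposite direction at 9 hr.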

### The equilibrium between CPEB4/CPEs and TTP/AREs defines transcript levels during inflammation resolution

Given that CPEB4 and its binding element, CPE, have opposite effects on mRNA stability as TTP and its binding element ARE, we explored what happens when both binding elements are present in the same 3′-UTR. We found that CPEB4-bound mRNAs in BMDMs were enriched in AREs (Figure 5A, Supplementary file 3). Conversely, 53% (102/193) of the TTP-bound mRNAs in BMDMs (Sedlyarov et al., 2016; Supplementary file 4) were also co-immunoprecipitated by CPEB4 (Figure 5B). Indeed, at a genome-wide level, we observed a linear correlation between the number of CPEs (Piqué et al., 2008) and the number of AREs (Gruber et al., 2011) present in the same 3′-UTR (Figure 5C, Supplementary file 3). To define how the coexistence of these two elements impacted mRNA stability, we compared the expression kinetics of mRNAs targeted by both CPEB4 and TTP, containing both CPEs and AREs but at different ratios, and the levels of these transcripts in LPS-activated BMDMs from *Cpeb4*^–/–^ (Figure 5D, Supplementary file 1) or TTPMKO mice (Sedlyarov et al., 2016; Figure 5E). 

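The TTP and CPEB4 lists were taken from copies of Supplementary files 2 and 4 that hold 1755 CPEB4-associated mRNAs (the paper's reported number is 1829) and 181 TTP targets (193 in the paper). They share 100 mRNAs (102 in the paper), all of which were in the RNA-seq table. Of these, 30 were ARE-d and 61 CPE-d, as many as in the paper, and 9 had equal numbers of both elements. At 6 hr, 10 of the 100 common targets were higher and 25 lower in *Cpeb4*-/- BMDMs at an adjusted p under 0.05 from limma. Adjusted over the list alone, 13 were higher and 32 lower. Their log2 differences ranged from −0.75 to 0.70 with a median of −0.10. At 9 hr 8 were higher and 7 lower (13 and 8 adjusted over the list alone), with differences from −0.67 to 0.48. The numbers were 1 higher at 0 hr, 1 higher and 2 lower at 1 hr (2 and 5), and 3 higher and 8 lower at 3 hr (6 and 16). The mean difference at 9 hr was −0.07 ± 0.27 (SD over 30 mRNAs) for ARE-d and 0.06 ± 0.19 (SD over 61) for CPE-d mRNAs. The class means differed by −0.13 (two-sided permutation test over mRNAs, 100000 resamples, p = 0.0078), and 21 of 30 ARE-d and 24 of 61 CPE-d mRNAs were lower in *Cpeb4*-/-. Over mice in place of mRNAs, the class difference in *Cpeb4*-/- lay below that in WT with an exact permutation p of 0.029. A greater dependence of CPE-d mRNAs on CPEB4, as the paper proposes, would give the other direction. Neither class alone differed over mice from all tested genes at 9 hr (−0.10 for ARE-d and 0.03 for CPE-d mRNAs, exact permutation p 0.23 and 0.46). Without single mice the class means differed by −0.15 to −0.10, and without WT mouse 69, 15 of 30 ARE-d mRNAs were lower. At 6 hr the difference of the class means was −0.05 (permutation p over mRNAs 0.31, exact permutation p over mice 0.057). Over all mRNAs with at least 1 ARE and 1 CPE and unequal numbers of them (187 ARE-d and 1178 CPE-d), the class difference at 9 hr was −0.062 (permutation p over mRNAs 0.00028, exact permutation p over mice 0.057). mRNAs of one class are not independent replicates, since they share regulators.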

We found a wide range of differential responses to TTP or CPEB4 depletion. For example, the induction of *Socs1* and *Il1rn* mRNA was reduced in *Cpeb4*^–/–^ macrophages, but the expression of *Cxcl1* or *Ptgs2* mRNA remained unaffected. Conversely, in the absence of TTP, the *Socs1* and *Il1rn* mRNAs did not display major changes, while the *Cxcl1* and *Ptgs2* mRNA levels increased. In a third group, mRNA levels (including *Ccl2* and *Cxcl2*) were affected (in opposite directions) in both the *Cpeb4*^–/–^ and TTPMKO macrophages. Thus, despite the fact that all were bound by both proteins, some mRNAs were more dependent on CPEB4-mediated stabilization, while others were more sensitive to TTP-mediated destabilization. Interestingly, the 3′-UTRs of *Socs1* and *Il1rn* mRNAs were more enriched in CPEs, those of *Cxcl1* and *Ptgs2* mRNA were enriched in AREs, and those of *Ccl2* and *Cxcl2* mRNA presented opposite ARE/CPE ratios.

**Figure 5.**
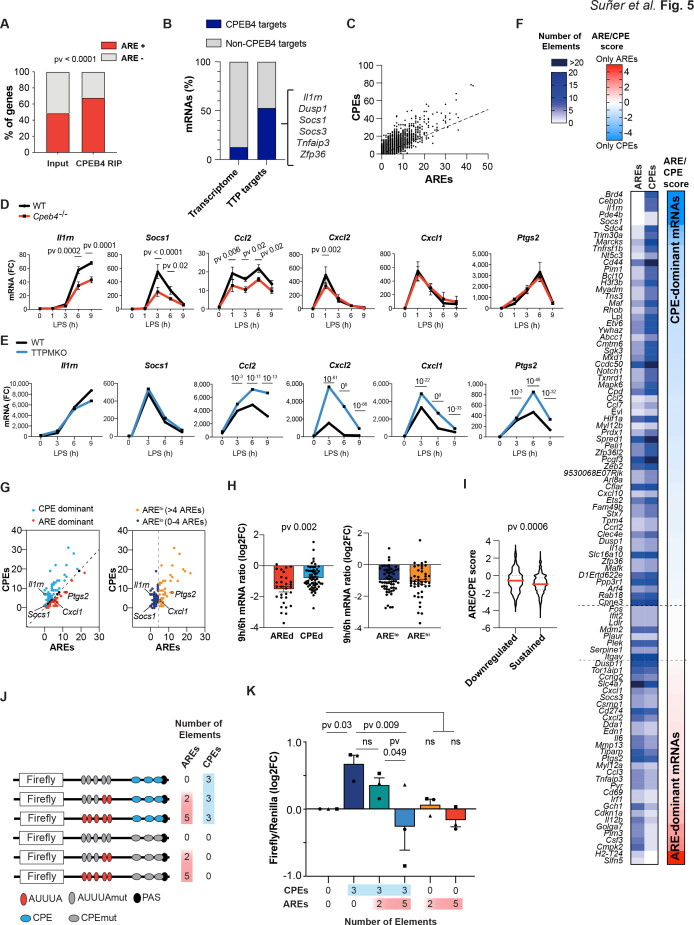
The equilibrium between CPEB4/cytoplasmic polyadenylation elements (CPEs) and tristetraprolin (TTP)/AU-rich elements (AREs) defines different transcript-level patterns. (**A**) ARE-containing transcripts in the input and CPEB4 immunoprecipitations (IPs) from Figure 4A–D. Statistics: Fisher’s exact test. (**B**) Percentage of CPEB4 targets in lipopolysaccharide (LPS)-stimulated bone marrow-derived macrophages (BMDMs) transcriptome and TTP targets in LPS-stimulated BMDMs (Sedlyarov et al., 2016). (**C**) Genome-wide correlation between ARE and CPE motifs in 3′-UTRs. The black line shows the linear regression trend line. R^2^ = 0.6364. (**D**) mRNA levels in wildtype (WT) and *Cpeb4*^–/–^ BMDMs were measured by RT-qPCR, normalizing to *Tbp* (n = 6). Statistics: two-way ANOVA. *Socs1* data are also shown in Figure 4F. (**E**) mRNA expression in WT or TTPMKO BMDMs treated with LPS. Statistics: DESeq2 software, qval is shown (data from Sedlyarov et al., 2016). (**F**) Common TTP and CPEB4 target mRNAs were classified according to the ARE:CPE score as ARE-dominant (ARE-d; red; 30 mRNAs) or CPE-dominant (CPE-d; blue; 61 mRNAs) (see also Figure 5—figure supplement 1). (**G**) CPEB4 and TTP target mRNAs were plotted according to the number of AREs and CPEs in the 3′-UTR. (Left) The dashed line separates ARE-d and CPE-d mRNAs. (Right) mRNAs were classified according to only the number of AREs in their 3'-UTR. The dashed line separates ARE^high^ (>4 AREs; yellow; 43 mRNAs) from ARE^low^ (≤4 AREs; navy; 56 mRNAs) mRNAs. (**H, I**) WT BMDMs were stimulated with LPS and mRNA levels were quantified by RNAseq (n = 4). (**H**) Common CPEB4 and TTP target mRNAs were classified as AREd/CPEd (left) or ARE^high^/ARE^low^ (right). For each mRNA, the levels after 9 hr of LPS treatment were normalized by its expression at 6 hr LPS. (**I**) 1521 CPE- and ARE-containing mRNAs were classified as sustained >0.5 (1319 mRNAs) or downregulated <0.5 (202 mRNAs) according to their expression after 9 hr of LPS treatment, after normalizing to the peak of expression throughout the LPS response. For each mRNA, the ARE:CPE score was calculated. (**J, K**) RAW 264.7 macrophages were transfected with a Firefly luciferase reporter under the control of a chimeric 3′-UTR combining Ier3 and cyclin B1 AREs and CPEs motifs, respectively. Inactivating specific CPE or ARE motifs, six different 3′-UTRs with distinct ARE:CPE scores were generated. The same plasmid contained Renilla luciferase reporter as a control. (**J**) Scheme of the six constructs used for the dual luciferase reporter assay. Inactivated motifs are shown in gray. (**K**) RAW 264.7 macrophages were stimulated with LPS for 6 hr and Firefly/Renilla levels were measured by RT-qPCR. Values were normalized to the 0AREs/0CPEs construct. Statistics: one-way ANOVA Friedman test. All significant differences are shown except 5AREs/0CPEs vs. 0AREs/3CPEs (**) and 2AREs/3CPEs (*). (**D, H, K**) Data are represented as mean ± SEM. (**H, I**) Statistics: Mann–Whitney *t*-test. See also Supplementary files 2-6.

**Figure 5—figure supplement 1.**
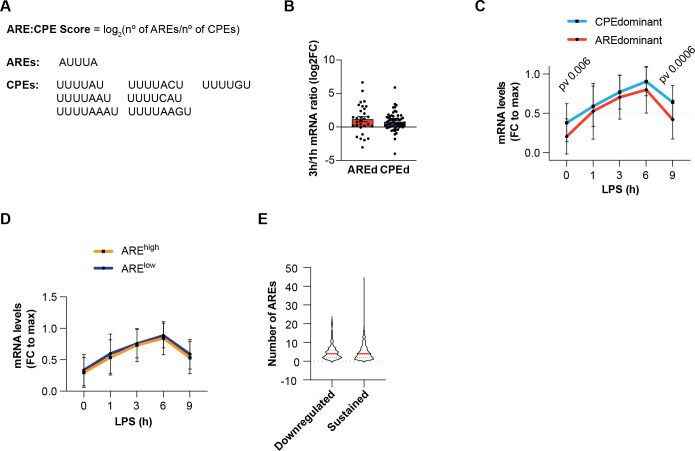
The equilibrium between CPEB4/cytoplasmic polyadenylation elements (CPEs) and tristetraprolin (TTP)/AU-rich elements (AREs) defines mRNA oscillation patterns. (**A**) ARE/CPE score definition. ARE and CPE motifs used to calculate the score are specified. (**B–E**) Wildtype bone marrow-derived macrophages (BMDMs) were treated with lipopolysaccharide (LPS) and mRNA levels were quantified by RNAseq (n = 4). (**B–D**) Common TTP and CPEB4 target mRNAs were considered. (**B**) ARE-dominant (AREd, red) and CPE-dominant (CPEd, blue) mRNA levels after 3 hr of LPS stimulation, normalized for its expression at 1 hr. Statistics: Mann–Whitney *t*-test. (**C**) Mean expression profile of CPEd and AREd mRNAs in LPS-stimulated BMDMs. For each mRNA, values were normalized to its peak of expression. Statistics: two-way ANOVA. (**D**) Mean mRNA expression profile of ARE^high^ and ARE^low^ mRNAs in LPS-stimulated BMDMs. For each mRNA, values were normalized to its peak of expression. (**E**) 1521 CPE- and ARE-containing mRNAs were classified as sustained >0.5 or downregulated <0.5, on the basis of their expression after 9 hr of LPS treatment, normalized by their peak of expression during the LPS response. For each mRNA, the number of AREs in its 3’-UTR was calculated. (**B**) Data are represented as mean ± SEM. (**C, D**) Data are represented as mean ± SD. See also Supplementary files 2-6.

**Figure 5—figure supplement 2.**
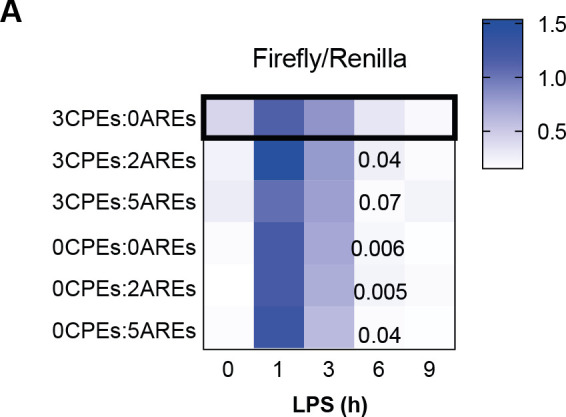
Expression of mRNAs with distinct AU-rich element (ARE)/cytoplasmic polyadenylation element (CPE) score in lipopolysaccharide (LPS)-stimulated macrophages. (**A**) RAW 264.7 macrophages were transfected with a Firefly/Renilla luciferase reporter under the control of six different 3’-UTR with distinct ARE/CPE scores (see Figure 5J and K). Then, macrophages were stimulated with LPS and mRNA expression was analyzed by RT-qPCR. Heatmap shows the Firefly/Renilla expression ratio. Statistics: two-way ANOVA vs. 3CPEs/0AREs.

Based on these observations, we hypothesized that the relative amount of these two *cis*-acting elements (CPEs or AREs) in the 3′-UTR of an mRNA might modulate the relative contribution of TTP and/or CPEB4 to their stability impact of the RNA-binding protein. To test this model, we classified the mRNAs that were targeted by both TTP and CPEB4 according to the log_2_ ratio between the number of AREs and CPEs in their 3′-UTRs (ARE:CPE score; Figure 5F, Figure 5—figure supplement 1). Thus, mRNAs with more CPEs than AREs were classified CPE-dominant (CPE-d, ARE:CPE score <0), and those with more AREs, as ARE-dominant (ARE-d, ARE:CPE score >0) (Figure 5G, Supplementary file 3). 

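For each common target of CPEB4 and TTP, the rlog values of the 4 WT mice were back-transformed and averaged at each time, and the log2 ratio of 9 hr over 6 hr was taken. A negative value is a fall from 6 to 9 hr. Over the 30 ARE-d mRNAs this ratio was −1.03 ± 0.71 (SD over mRNAs) and over the 61 CPE-d mRNAs −0.54 ± 0.49, a difference of −0.50 (two-sided permutation test over mRNAs, 100000 resamples, p = 0.00028). The level fell in 29 of 30 ARE-d and 55 of 61 CPE-d mRNAs. The class difference was negative in each of the 4 WT mice, from −0.56 to −0.42, and an exact sign-flip test over the mice (replicate block) gave p = 0.125, the smallest that 4 mice allow. With only mRNAs of a score over 1 or under −1, 9 ARE-d and 30 CPE-d mRNAs remained. The 9 include *Slfn5*, for which no numbers of AREs and CPEs and no score were available. The class difference was then −0.42 (permutation p = 0.036), the alternative for WT mice that moved it most. In the 4 *Cpeb4*-/- mice the class difference was −0.58 (permutation test over mRNAs, p = 4e-05). Across mice it lay further below 0 in *Cpeb4*-/- than in WT, by −0.080 (two-sided exact permutation test over 4 against 4 mice, p = 0.029). In *Cpeb4*-/- the mean ratio was −1.01 for ARE-d and −0.43 for CPE-d mRNAs, so CPE-d mRNAs fell less than in WT. If CPEB4 stabilizes CPE-d mRNAs, as the paper proposes, a larger fall would be looked for without it. Levels and not decay were measured, and the change of each class alone was not tested over mice. Between 1 and 3 hr the log2 ratio of 3 hr over 1 hr was 0.74 ± 1.42 for ARE-d and 0.50 ± 0.90 for CPE-d mRNAs, a difference of 0.24 within the spread of the mRNAs (permutation test, p = 0.33). This difference was −0.11 (permutation p = 0.81) over the same 9 ARE-d and 30 CPE-d mRNAs. Over all 30 ARE-d and 61 CPE-d mRNAs it was positive in each of the 4 WT mice, from 0.12 to 0.32. Grouped by the number of AREs alone, 43 mRNAs with more than 4 AREs had a log2 ratio of 9 hr over 6 hr of −0.75 ± 0.68 and 56 mRNAs with at most 4 had −0.65 ± 0.56 (permutation test, p = 0.44). The difference by number of AREs was negative in each of the 4 WT mice, from −0.10 to −0.086. With scores over 1 or under −1 only, 12 and 26 mRNAs remained and this difference was −0.28 (permutation p = 0.13; −0.32 to −0.24 in the WT mice). Examples of ARE-d mRNAs are *Cxcl1* and *Cxcl2*, with ratios of −0.91 and −1.23, and *Dusp1*, a CPE-d mRNA, had −1.17.

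**Figure D3:**
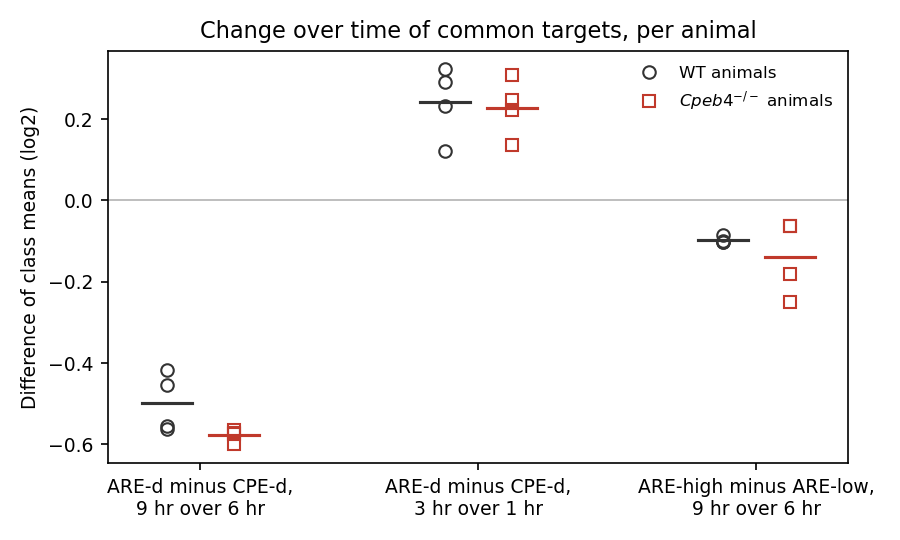
Difference of class means of the log2 change over time (vertical axis, log2) in each mouse, for ARE-d minus CPE-d mRNAs between 6 and 9 hr and between 1 and 3 hr, and for mRNAs with more than 4 minus at most 4 AREs between 6 and 9 hr (horizontal axis). Circles are the 4 WT and squares the 4 *Cpeb4*-/- mice, and bars are their means. Between 6 and 9 hr the ARE-d minus CPE-d difference lies under −0.41 in every mouse.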

In an expression kinetics analysis following LPS stimulation, we found that the ratio between late time points (6–9 hr), during which transcripts are differentially destabilized, was more pronounced for ARE-d than for CPE-d mRNAs; in contrast, no differences were observed at early time points (1–3 hr) or at late time points if the same mRNAs were classified only as a function of their number of AREs (Figure 5G and H, Figure 5—figure supplement 1, Supplementary file 5). Next, we generated a list of 1521 ARE- and CPE-containing mRNAs (Supplementary file 6) and classified them according to their ratio at late time points after LPS stimulation (6–9 hr), as ‘downregulated’ (6 hr/9 hr ratio <0.5) or ‘sustained’ (ratio >0.5) mRNAs. 

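All 1521 mRNAs with at least 1 ARE and 1 CPE in Supplementary file 6 were found in the rlog table. The mean back-transformed rlog of the 4 WT mice was highest at 0 hr for 144 of them, at 1 hr for 244, at 3 hr for 268, at 6 hr for 681 and at 9 hr for 184. When the value at 9 hr was divided by the highest of the 5 times, 206 mRNAs fell under 0.5 and 1315 lay over it. Of the 1521 mRNAs, 1515 were in the class given in Supplementary file 6, which lists 202 downregulated and 1319 sustained mRNAs. Dividing the value at 9 hr by that at 6 hr placed 71 mRNAs under 0.5.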

Notably, the downregulated mRNAs had a lower ARE:CPE score (Figure 5I). However, no differences were found when only the number of AREs were considered (Figure 5—figure supplement 1). These results indicate that the ARE:CPE ratio, but not the number of AREs alone, correlated with differential mRNA expression patterns during the resolutive phase of the LPS response.

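The ARE:CPE score is the log2 ratio of the numbers of AREs and CPEs in a 3′-UTR, so a higher score means more AREs for each CPE. Its mean was −0.63 ± 1.16 (SD, n = 206) in downregulated mRNAs and −0.93 ± 1.02 (SD, n = 1315) in sustained mRNAs, a difference of 0.29 (two-sided permutation test over mRNAs, 100000 resamples, p = 0.00022). The medians were −0.58 and −1. The difference was 0.32 with the classes as given in Supplementary file 6 and 0.52 with the ratio of 9 hr over 6 hr. It moved most, to 0.64 (permutation p = 0.0067), when only the common targets of CPEB4 and TTP were used. With a threshold of 0.6 in place of 0.5 it was 0.12 (permutation p = 0.054).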

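Downregulated mRNAs had 5.02 ± 4.26 AREs (SD, n = 206) and sustained mRNAs 4.99 ± 4.60 (SD, n = 1315), a difference of 0.027 AREs that is far within the spread of the mRNAs (two-sided permutation test, 100000 resamples, p = 0.92). Both classes had a median of 4 AREs. The sign of this difference changed between settings, from −0.67 over the common targets of CPEB4 and TTP (permutation p = 0.47) to 0.42 with the ratio of 9 hr over 6 hr (permutation p = 0.45).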

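The number of CPEs was 8.46 ± 7.80 (SD, n = 206) in downregulated and 9.33 ± 7.80 (SD, n = 1315) in sustained mRNAs, with medians of 6 and 8 (two-sided permutation test over mRNAs, 100000 resamples, p = 0.13). The permutation p over mRNAs was small for the score and not for either number taken alone. From a difference in the score without one in the number of AREs, the paper concludes that the ratio of the elements goes with the late expression pattern.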

To directly test this model, we expressed Firefly luciferase reporter mRNAs that contained different combinations of CPEs and AREs in macrophages and measured their levels after exposure to LPS. As a transfection control, we used Renilla luciferase with a control 3′-UTR (without CPEs or AREs). The parental Firefly luciferase reporter included five AREs and three CPEs, which were inactivated by point mutations to generate the following combinations of ARE:CPE numbers: 5:3, 2:3, 0:3, 5:0, 2:0, and 0:0 (null) (Figure 5J). Compared with the reporter without CPEs or AREs (null), the presence of CPEs correlated with higher mRNA levels at late times after LPS stimulation, and these levels were progressively reduced by the addition of AREs (increasing ARE:CPE score) (Figure 5K). On the other hand, the number of AREs in the absence of CPEs had no significant impact on the reporter expression levels (Figure 5K). No significant differences were found at early time points (Figure 5—figure supplement 2). These results confirmed that the combination of CPEs and AREs on mRNAs, together with the regulation of their *trans*-acting factors CPEB4 and TTP, modulates mRNA stability in a transcript-specific manner to fine-tune mRNA expression during the late phase of inflammatory processes.

## Discussion

Physiological inflammatory responses rely on both rapid induction and efficient resolution to avoid the development of diseases. Differential regulation of mRNA stability plays a pivotal role in the uncoupling between the expression of pro- and anti-inflammatory mediators and is key to engaging the negative feedback loops that switch off the inflammatory response (Schott et al., 2014).

Our work points to temporal control of inflammation resolution as being regulated by CPEB4-mediated mRNA stabilization, which acts in a coordinated manner with the well-known TTP-driven destabilization of mRNAs. We propose that the opposing activities of positive (CPE) and negative (ARE) *cis*-acting elements in the mRNA 3′-UTRs, together with the regulation of their *trans*-acting factors CPEB4 and TTP, generate temporal stability profiles, which fulfill the functions needed in each phase of the inflammatory process.

Our results indicate that CPEB4 and TTP levels and activities could be integrated during the LPS response through cross-regulation at multiple post-transcriptional and post-translational layers. First, their activities are coordinately regulated by MAPK signaling pathways. Upon LPS stimulation, p38α MAPK signaling regulates TTP phosphorylation, causing a shift in the competitive binding from an equilibrium between HuR and TTP towards a HuR preference, which stabilizes *Cpeb4* mRNA and promotes CPEB4 expression during the late phase of the LPS response. Thereafter, ERK1/2 MAPK signaling, which is also activated by LPS, controls the progressive accumulation of the active hyperphosphorylated form of CPEB4 (Guillén-Boixet et al., 2016). Moreover, CPEB4 regulates its own mRNA, generating a positive feedback loop that contributes to the increased CPEB4 levels and activity at the late phase of the LPS response. Additionally, CPEB4 binds to the mRNA encoding TTP (*Zfp36*), adding a negative feedback loop that restores TTP activity during the late LPS response. These results highlight the complexity of the superimposed layer of coordination between the MAPKs signaling pathways in regulating levels and activities of both CPEB4 and TTP (Figure 6A and B).

**Figure 6.**
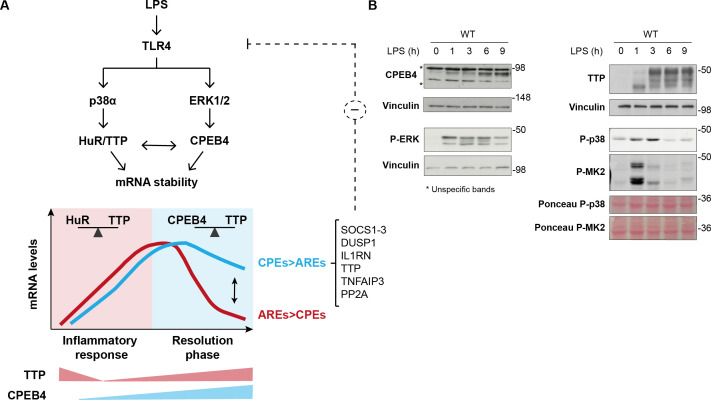
Dynamic equilibrium between tristetraprolin (TTP)- and CPEB4-mediated regulation of mRNAs during inflammation resolution. (**A**) Lipopolysaccharide (LPS) stimulates the MAPK signaling cascades downstream of TLR4. p38α controls TTP phosphorylation, causing a shift in the competitive binding equilibrium between Hu-antigen R (HuR) and tristetraprolin (TTP) towards HuR, which stabilizes AU-rich element (ARE)-containing mRNAs. The p38α/HuR/TTP axis also regulates *Cpeb4* mRNA stability and promotes CPEB4 expression during the late phase of the LPS response. CPEB4 then accumulates in its active state, which involves phosphorylation by ERK1/2 MAPK signaling. During the resolutive phase of the LPS response, CPEB4 and TTP compete to stabilize/destabilize mRNAs containing cytoplasmic polyadenylation elements (CPEs) and AREs. The equilibrium between these positive and negative *cis*-acting elements in the mRNA 3′-UTRs generates customized temporal expression profiles. CPEB4 stabilizes CPE-dominant mRNAs, which are enriched in transcripts encoding negative regulators of MAPKs that contribute to inflammation resolution. (**B**) Immunoblot of the indicated proteins in wildtype (WT) BMDMs treated with LPS for 0–9 hr. Vinculin and Ponceau staining served as loading control. Figure 6—source data 1.Blots corresponding to Figure 6B.

**Figure 6—figure supplement 1.**
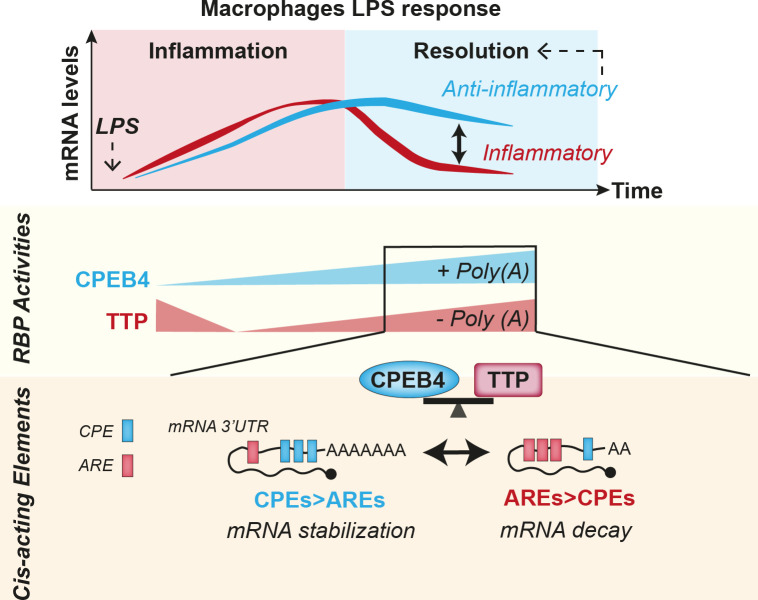
Graphical abstract. In macrophages, during the resolution phase of the LPS-triggered inflammatory response, the activities of CPEB4 and TTP compete to stabilize and destabilize CPE- and ARE-containing mRNAs, respectively. The balance between the number of CPEs and AREs in the 3'UTR of mRNAs generates distinct expression patterns: while ARE-dominant mRNAs are destabilized and downregulated (red), CPE-dominant mRNAs are stabilized and their expression is sustained (blue). Both the downregulation inflammatory AREd mRNAs, and the stabilization of CPEd mRNAs encoding for anti-inflammatory signalling molecules, is required to limit the extent of the inflammatory response.

This regulatory circuit would generate tight temporal control of the stability of the TTP and CPEB4 co-regulated mRNAs, which is further delineated by the *cis*-acting elements in the 3′-UTR (Figure 6A and B). In these transcripts, the equilibrium between CPEs and AREs provides transcript-specific behavior that contributes to uncoupling the expression of pro-inflammatory mediators (which need to be rapidly silenced) from anti-inflammatory mediators (whose synthesis needs to be sustained longer). Accordingly, ARE-d mRNAs are enriched for transcripts that encode pro-inflammatory cytokines, which are expressed during the early phase of the LPS response (Anderson, 2010; Spasic et al., 2012). In contrast, CPE-d mRNAs are enriched for transcripts that encode factors that contribute to inflammation resolution during the late phase of the LPS response, such as *Socs1*, *Il1rn*, *Dusp1,* and *TTP* itself. Based on these correlations, we propose that the decreased stability of these mRNAs in the absence of CPEB4 could explain the impaired inflammation resolution observed in Cpeb4MKO mice.

CPEB4 targets include negative regulators of MAPKs, which generate a negative feedback loop that limits the extent of the inflammatory response. Accordingly, we found that CPEB4 was overexpressed in patients with sepsis, while myeloid-specific Cpeb4MKO mice with LPS-induced septic shock had lower survival rates and a more exacerbated inflammation than WT mice. Other components of this circuit can also regulate analogous inflammatory phenotypes. Thus, TTP KO mice have exacerbated LPS-induced shock (Kafasla et al., 2014), HuR KO mice display inflammatory phenotypes (Kafasla et al., 2014), and p38α deletion in macrophages reduces the LPS response and renders mice more resistant to endotoxic shock (Kang et al., 2008).

Previous studies have shown that CPEB4’s main function is to recruit the polyadenylation machinery and promote the elongation of the poly(A) tail of its targets mRNAs (Weill et al., 2012). Thus, the role of CPEB4 in macrophage mRNA stabilization during inflammation suggests that the length of the poly(A) tail is not regulated by an unidirectional process (ARE-mediated deadenylation), but rather as the result of a dynamic equilibrium between cytoplasmic deadenylation and polyadenylation. Moreover, this equilibrium could be modulated, quantitatively and temporarily, by the relative numbers of CPEs and AREs (Figure 6—figure supplement 1).

## Materials and methods

### Human sepsis microarray analysis

The GSE65682 (n = 760/42, sepsis patients/healthy persons) and GSE57065 (n = 28/25, sepsis patients/healthy persons) datasets were used. Affymetrix U219 arrays from the GSE65682 cohort were downloaded from NCBI GEO and processed using RMA background correction and summarization with R and Bioconductor (Gentleman et al., 2004). Technical variable assessment and adjustment was performed using the Eklund metrics (Eklund and Szallasi, 2008), adjusting for RMA IQR, PM IQR, RNA Degradation, and PM Median. Gene expression deconvolution of blood samples to obtain cell proportion estimates was performed using the CellMix package (Gaujoux and Seoighe, 2013) with the DSA built-in blood signature database (Abbas et al., 2009) and the DSA algorithm with default options (Figure 1—figure supplement 1). Initially, differentially expressed genes were determined using limma (Ritchie et al., 2015), adjusting by sex and the selected Eklund metrics, and using a |FC| > 2 and a Benjamini–Hochberg adjusted p-value<0.05. For volcano plots, the probeset with highest log2RMA interquartile range (IQR) is considered for each gene; from these selected probesets, those that are identified as myeloid/lymphoid are shown as examples; the y-axis represents the –log10 Benjamini–Hochberg adjusted p-value computed via limma moderated *t*-test (Figure 1—figure supplement 1). To assess the consistency of the CPEB4 gene expression differences across groups, regardless of the sample’s cell composition, for every cell type we applied a mixed linear model taking the underlying cell-type proportion, the selected Eklund metrics and sex as adjusting covariates, and using the microarray probeset as random effect (Figure 1—figure supplement 1). Cpeb4 mRNA expression in human immune cell lineages was obtained from the Haemosphere website (Choi et al., 2019; Figure 1—figure supplement 1).

### Mouse studies

To generate a myeloid-specific *Cpeb4* KO mice (Cpeb4MKO), conditional *Cpeb4* animals (*Cpeb4*^lox/lox^) (Maillo et al., 2017) were crossed with *Lyz2*^Cre^ (Clausen et al., 1999) transgenic animals obtained from Jackson Laboratory. Offspring mice were maintained in a C57BL/6J background. Routine genotyping was performed by PCR. BMDMs were obtained from WT or myeloid-specific *Mapk14*KO mice (*Mapk14^lox/lox^Lyz2^Cre^*, referred to as p38αMKO) (Youssif et al., 2018) or full *Cpeb4*KO mice (*Cpeb4*^–/–^) (Maillo et al., 2017). Mice were given free access to food and water and maintained in individually ventilated cages under specific pathogen-free conditions (unless otherwise specified). All experimental protocols were approved by the Animal Ethics Committee at the University of Barcelona. Serum was collected by centrifuging clotted blood at 3000 × *g* for 30 min. Cytokine levels were measured with a murine ProcartaPlex Assay (Labclinics).

### LPS-induced endotoxic shock

WT and *Cpeb4*^∆M^ mice were injected intraperitoneally with LPS (10 mg/kg; Santa Cruz SC-3535, *Escherichia coli* 0111:B4). Animals were monitored and samples were collected at the indicated times. Mice between 2 and 5 months of age were used, matched for age and sex.

### Cell culture

BMDMs were isolated from the femurs of adult mice as previously described (Celada et al., 1996). Bone marrow cells were differentiated for 7 days on bacteria-grade plastic dishes (Nirco, ref 140298) in DMEM supplemented with 20% (vol/vol) FBS, penicillin (100 units/ml), streptomycin (100 mg/ml), l-glutamine (5 mg/ml), and 20% L-cell conditioned medium as a source of M-CSF. The medium was renewed on day 5 when BMDMs were plated for the experiment. On day 7, media were changed to DMEM containing 10% FBS, penicillin (100 units/ml), streptomycin (100 mg/ml), and l-glutamine (5 mg/ml). On day 8, BMDMs were primed with LPS (10 ng/ml, *E. coli* 0111:B4, Santa Cruz SC-3535) for the indicated time points. To inhibit p38α MAPK, BMDMs were treated with PH797804 (1 µM) for 1 hr prior to LPS treatment. For fluorescence- activated cell sorting (FACS) analysis, a Gallios flow cytometer (Beckman Coulter) was used, and data were analyzed with the FlowJo software. The following antibodies were used: anti-mouse CD11b FITC (BD Biosciences 557396), anti-mouse F4/80 antigen PE (BD Biosciences 12-4801-82), and anti-mouse MHC class II (I-A/I-E) PC (BD Biosciences 17-5321-81).

Osteosarcoma cells (U2OS) were grown as previously reported (Trempolec et al., 2017). Briefly, U2OS cells expressing the MKK6 construct were cultured in DMEM containing 10% FBS, penicillin (100 units/ml), streptomycin (100 mg/ml), and l-glutamine (5 mg/ml) in the presence 4  μg/ml Blasticidin S HCl (A11139-03, Invitrogen) and 35  μg/ml Zeocin (R250-01, Invitrogen). To activate the p38α MAPK signaling pathway, cells were treated with 1  μg/ml tetracycline (Sigma 87128-25G) or the corresponding amount of ethanol (1:1000 dilution) as a control. To inhibit p38α, 1  μM PH-797804 (Selleckchem, S2726) or 10  μM SB203580 (Axon Medchem) was used.

### Infection with shHuR-expressing lentivirus

To generate short hairpin RNAs (shRNAs) in a lentivirus delivery system, 293 T cells (60% confluent) were transfected with two different shRNA-encoding DNA, pLKO.1-shHuR03 and -shHuR04 (5 μg) (IRB Barcelona Genomic Facility), as well as with VSV-G (0.5 μg) and ∆89 packaging DNA (4.5 μg), using the calcium chloride method. After overnight incubation, the medium was replaced; 48 hr later, medium containing the virus was collected and passed through PVDF filters. For cell infection, virus-containing medium was diluted 1:10 in buffer containing 6 mg/l of polybrene, incubated for 10 min, and then placed on the U2OS cell monolayer. The following day medium was replaced; 24 hr later, cells were incubated with puromycin (2 μg/ml) for a 24- to 48 hr selection. Selected cell populations were cultured in medium with puromycin (2 μg/ml) and used for further analysis. Sequences of shHuR RNA: E03 (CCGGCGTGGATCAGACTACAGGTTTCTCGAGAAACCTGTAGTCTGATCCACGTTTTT); E04 (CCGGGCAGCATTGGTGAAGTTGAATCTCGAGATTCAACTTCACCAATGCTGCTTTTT).

### RNA stability in BMDMs

Cells were stimulated with LPS (10 ng/ml, *E. coli* 0111:B4, Santa Cruz SC-3535) for the indicated times, and control cells (time 0) were collected. Fresh medium and actinomycin D (5–10 μg/ml, Sigma-Aldrich A9415) were added, and cells were collected at the indicated times. Total RNA was isolated, and cDNA was synthesized for RT-qPCR analysis. At each time point, the remaining mRNA was normalized to *Gapdh* mRNA levels. The value at time 0 was set as 100%, and the percentage of remaining mRNA was calculated for the rest of the time points.

### RNA analysis

Total RNA was either extracted by TRIzol reagent (Invitrogen), using phenol-chloroform, or using Maxwell following the manufacturer’s instructions (Maxwell 16 LEV SimplyRNA Cells Kit, Promega). Next, 1 μg of RNA was reverse-transcribed with oligodT and random primers using RevertAid Reverse Transcriptase (Thermo Fisher) or the SuperScript IV First-Strand Synthesis System (Thermo Fisher), following the manufacturer’s recommendations. Quantitative real-time PCR was performed in a QuantStudio 6flex (Thermo Fisher) using PowerUp SYBR Green Master (Thermo Fisher). All quantifications were normalized to an endogenous control (*Tbp*, *Rpl0*, *Gapdh*, *18*S). Oligonucleotides used for RT-qPCR are listed in Supplementary file 7. Values were normalized by the median expression in untreated WT animals/cells.

### Cell transfection

Murine RAW 264.7 macrophages were cultured in DMEM supplemented with 10% fetal bovine serum, 2 mM l-glutamine, and 1% penicillin/streptomycin at 37°C and 5% CO_2_. Cells were seeded in p6-well plates at a concentration of 270,000 cells/well; 24 hr later, cells were transiently transfected with 1.5 μg of plasmid using SuperFect Transfection Reagent (QIAGEN ref 301305), following the manufacturer’s instructions, for 2.5 hr. Cells were washed twice with PBS and allowed to rest at 37°C for 40 hr. Transfected cells were then treated with LPS (10 ng/ml, *E. coli* 0111:B4, Santa Cruz SC-3535) for the indicated times. For cells used in the stability experiments, actinomycin D (5 μg/ml, Sigma-Aldrich A9415) was added for 0–60 min, and cells were collected to extract total RNA. Firefly was normalized to Renilla, and time 0 of actinomycin D was used as reference for all time points.

### Plasmid construction

To generate a Firefly luciferase reporter mRNA that contained different combinations of CPEs and AREs, we combined two 3′-UTR fragments that were enriched in AREs and CPEs, respectively. Fragments were selected from a CPEB4 and a TTP target mRNA. Short fragments with no other elements were prioritized. For the CPEs fragment, a 67 bp fragment of cyclin B1 3′-UTR containing three CPEs was selected. For the AREs fragment, a 132 bp fragment at the 3′-UTR of immediate early response 3 (Ier3) mRNA was selected. Wildtype Ier3 fragment contained five AREs, and two modified fragments with three or five AREs mutated were designed (two AREs and zero AREs, respectively) (Supplementary file 8). Firefly luciferase gene with downstream Ier3 ARE fragments were purchased from GeneArt (Thermo Fisher). The three fragments containing zero, two, or five AREs were cloned with BamHI and HindIII restriction enzymes in pCMV-lucRenilla plasmid (Villanueva et al., 2017) upstream of the 3′-UTR of cyclin B1 mRNA. Mutation of the three CPEs of cyclin B1 3′-UTR (5′-TTTTAAT-3′ → 5′-TTgggAT-3′; 5′-TTTTACT-3′ → 5′-TTggACT-3′; 5′-TTTAAT-3′ → 5′-TTggAAT-3′) was done using the QuikChange Lightning Multi Site-Directed Mutagenesis Kit (Agilent).

### Immunoblotting

Protein extracts were quantified by DC Protein assay (Bio-Rad), and equal amounts of proteins were separated by SDS-polyacrylamide gel electrophoresis. After transfer of the proteins onto a nitrocellulose membrane (GE10600001, Sigma) for 1 hr at 100 mV, membranes were blocked in 5% milk, and specific proteins were labeled with the following antibodies: CPEB4 (Abcam Ab83009/clone 149C/D10, monoclonal homemade); HuR (3A2, sc-5261 Santa Cruz); HIF1a (Cayman 10006421); phospho-p44/42 (Erk1/2) (Thr202/Try204) (Cell Signaling clone E10, 9106); SOCS1 (Abcam Ab9870); phospho-p38 (Thr180/Y182) (Cell Signaling, 9211S); p38α (C-20)-G (Santa Cruz, sc-535-G); phospho-MAPKAPK2 (Thr222) (Cell Signaling, 3044S), TTP (D1I3T) (Cell Signaling, 71632), and vinculin (Abcam Ab18058). Quantification was done with ImageStudioLite software, and protein expression was normalized by the loading control signal.

### Lambda protein phosphatase assay (λ-PPase)

BMDMs were lysed in l-PPase reaction buffer (New England Biolabs, Ipswich, MA) supplemented with 0.4% NP-40 and EDTA-free protease inhibitors (Sigma-Aldrich). λ-PPase (New England Biolabs) reactions were performed following the manufacturer’s instructions.

### RNAseq and data analysis: Preprocessing and normalization

Reads were aligned to the mm10 genome using STAR 2.3.0e (Dobin et al., 2013) with default parameters. Counts per genomic feature were computed with the function featureCounts R (Liao et al., 2014) of the package Rsubread (Liao et al., 2013). Counts data were normalized using the rlog function of the DESeq2 R package (Love et al., 2014). Sample information, alignment statistics, and principal component analysis are shown in Supplementary file 1.

### Differential expression at gene level

Differential expression analyses between genotype conditions (*Cpeb4*^–/–^ vs. WT) were performed using the DESeq2 R package (Love et al., 2014) on the original counts data. This was done independently for every LPS time point. To study expression patterns over time for WT samples, the average was taken from the back-transformed (over the four samples) rlog expression to obtain normalized counts. These were further scaled by the maximum value obtained throughout the LPS response for each gene.

### Gene set analysis

Genes were annotated according to Hallmark terms (Liberzon et al., 2015) using the R package *org.Hs.eg.db* (Carlson, 2019). Gene set analysis was then performed using the regularized log transformed matrix, in which genes with low expression (genes with less than an average count of five reads) were filtered out. The rotation-based approach for enrichment (Wu et al., 2010) implemented in the R package limma (Ritchie et al., 2015) was used to represent the null distribution. The maxmean enrichment statistic proposed in Efron and Tibshirani, 2007, under restandardization, was considered for competitive testing.

### Visualization

To obtain a measure of the pathway activity in the transcriptomic data, we summarized each Hallmark as z-score gene signature (Lee et al., 2008). To this end, rlog normalized expression values were centered and scaled gene-wise according to the mean and standard deviation computed across samples, which were then averaged across all genes included in that Hallmark term. In addition, a global signature was computed for all the genes in the expression matrix and then used for a priori centering of Hallmark scores. This strategy can avoid systematic biases caused by the gene-correlation structure present in the data and can adjust for the expectation under gene randomization, that is, the association expected for a signature whose genes have been chosen at random (Efron and Tibshirani, 2007; Lee et al., 2008). All statistical analyses were carried out using R and Bioconductor (Huber et al., 2015).

### RNA-immunoprecipitation (RIP)

*Cpeb4*^–/–^ and WT primary BMDMs, untreated or stimulated for 9 hr with LPS (10 ng/ml), were cultured in DMEM supplemented with 10% FBS, rinsed twice with 10 ml PBS, and incubated with PBS 0.5% formaldehyde for 5 min at room temperature under constant soft agitation to crosslink RNA-binding proteins to target RNAs. The crosslinking reaction was quenched by addition of glycine to a final concentration of 0.25 M for 5 min. Cells were washed twice with 10 ml PBS, lysed with a scraper and RIPA buffer (25 mM Tris-Cl pH 7.6, 1% Nonidet P-40, 1% sodium deoxycholate, 0.1% SDS, 100 mM EDTA, 150 mM NaCl, protease inhibitor cocktail, RNase inhibitors), and sonicated for 10 min at low intensity with Standard Bioruptor Diagenode. After centrifugation (10 min, max speed, 4°C), supernatants were collected, precleared, and immunoprecipitated (4 hr, 4°C, on rotation) with 10 μg anti-CPEB4 antibody (Abcam), and 50 μl Dynabeads Protein A (Invitrogen). Beads were washed four times with cold RIPA buffer supplemented with protease inhibitors (Sigma-Aldrich), resuspended in 100 μl Proteinase-K buffer with 70 μg Proteinase-K (Roche), and incubated for 60 min at 65°C. RNA was extracted by standard phenol-chloroform, followed by Turbo DNA-free Kit (Ambion) treatment.

### Sequencing and analysis

Samples were processed at the IRB Barcelona Functional Genomics Facility following standard procedures. Libraries were sequenced by Illumina 100 bp single-end and FastQ files for Input and IP samples were aligned against the mouse reference genome mm10 with Bowtie2 version 2.2.2 (Langmead and Salzberg, 2012) in local mode accepting one mismatch in the read seed and using default options. Alignments were sorted and indexed with sambamba v0.5.1 (Tarasov et al., 2015). Putative over-amplification artifacts (duplicated reads) were assessed and removed with the same software. Coverage tracks in TDF format for IGV were made using IGVTools2 (Tarasov et al., 2015). Quality control assessment for unaligned and aligned reads was done with FastQC 0.11 (Brown et al., 2017). Further quality control steps (Gini/Lorenz/SSD IP enrichment, PCA) were performed in R with the htSeqTools package version 1.12.0 (Planet et al., 2012). rRNA contamination was assessed using the mm10 rRNA information available in the UCSC genome browser tables. A preliminary peak calling process was performed for duplicate filtered sequences with the MACS 1.4.2 software (Zhang et al., 2008) using default options to assess overall enrichment in the IP sequenced samples against their respective Input controls. The identified peaks were annotated against the mouse reference genome mm10 annotation using the ChIPpeakAnno package version 2.16 (Zhu et al., 2010). Additionally, quantification for mm10 UCSC 3′-UTR genomic regions (Biomart ENSEMBL archive February 2014) in all samples was performed using the countOverlaps function from the GenomicRanges package version 1.34.0, and potentially enriched 3′-UTRs between WT and Cpeb4–/– IPs were identified using the enrichedRegions function from the htSeqTools package version 1.30.0 using default options and reporting Benjamini–Yekutieli adjusted p-values (pvBY). For each analyzed 3′-UTR genomic region, the maximum peak score for overlapping MACS peaks was retrieved (MaxScore). 3′-UTR regions with no overlapping MACS reported peaks were given a MaxScore value of 0. Finally, CPEB4-associated mRNAs were defined as those with either (1) pvBY < 0.02 and log2_RPKM_FC > 0.5; (2) pv < 0.02 and log2_RPKM_FC > 1.2; or (3) MaxScore > 500 and log2_RPKM_FC > 0.5. Gene Ontology analysis was performed using the DAVID Functional Annotation Bioinformatics Microarray Analysis, version 6.8 (Dennis et al., 2003).

### RIP and RT-qPCR

RIP was performed as for RIP-seq except that the obtained RNA was reverse-transcribed and analyzed by RT-qPCR (see RNA analysis). The following antibodies were used: mouse monoclonal CPEB4 (ab83009 Lot. GR95787-2, Abcam); HuR antibody (3A2, sc-5261 SantaCruz); and normal mouse IgG polyclonal antibody (12–371 Sigma). Protein A/G beads were used in each case (Invitrogen).

### CPE-containing mRNAs

To analyze CPE-A-containing mRNAs, the script developed by Piqué et al. was run over mm10 3′-UTR reference sequences (Biomart ENSEMBL archive February 2014). mRNAs containing a putative 3′-UTR with a CPE-mediated repression and/or activation prediction were considered CPE-containing mRNAs. For CPE-G-containing mRNAs, the same script was adapted to mRNAs containing a putative 3′-UTR with the TTTTGT motif within the optimal distances to the polyadenylation signal (PAS) established by Piqué et al., 2008 (Supplementary file 9). As a control for the enrichment in CPE-containing mRNAs in CPEB4 target lists, the BMDM transcriptome was defined as those transcripts with >10 reads in the corresponding WT input (untreated/LPS-stimulated BMDMs).

### ARE-containing mRNAs

For each gene, the reference sequence of the longest 3′-UTR was selected. The number of AREs was calculated by scanning the corresponding 3′-UTR and counting the number of occurrences of the ARE motif (AUUUA) and overlapping versions (AUUUAUUUA) up to five overlapping motifs. Note that k overlapping motifs count as k ARE motif. ARE-containing mRNAs were considered as those with two or more AUUUA motifs (Gruber et al., 2011).

### ARE:CPE score

For computation of the ARE:CPE score, the reference sequence of the longest 3′-UTR per gene was selected. Similarly to the number of AREs, the number of CPEs was calculated by scanning the corresponding 3′-UTR and counting the number of occurrences of all the CPE motifs (‘TTTTAT,’ ‘TTTTAAT,’ ‘TTTTAAAT,’ ‘TTTTACT,’ ‘TTTTCAT,’ ‘TTTTAAGT,’ ‘TTTTGT’). A version without considering the last motif yielded no significant differences. The optimal distances to the PAS established by Piqué et al., 2008 were not considered for this analysis.

### TTP and HuR target mRNAs

Data were obtained from TTP and HuR PAR-iCLIP experiments in LPS-stimulated BMDMs (Sedlyarov et al., 2016). For TTP, mRNAs bound after 3 hr or 6 hr of LPS stimulation were considered. For HuR-bound mRNAs, PAR-iCLIP data corresponded to 6 hr of LPS stimulation. Only mRNAs with HuR/TTP binding in the 3′-UTR were considered.

### Overlap between TTP and CPEB4 target mRNAs

CPEB4 targets in LPS-stimulated macrophages were defined as stated in the RIP section. For TTP, mRNAs bound after 3 hr or 6 hr of LPS stimulation in Sedlyarov datasets were considered (Sedlyarov et al., 2016). The BMDM transcriptome was defined as those transcripts with >10 reads in the LPS-stimulated WT input from the RIPseq experiment. The percentage of CPEB4 target mRNAs in BMDMs transcriptome and TTP targets was calculated.

### ARE- and CPE-containing mRNAs

The list of 1521 ARE- and CPE-containing mRNAs contained HuR, TTP, or CPEB4 target mRNAs that had at least one ARE motif and one CPE motif in their 3′-UTR. mRNAs containing only AREs or only CPEs were excluded.

### mRNA levels/stability in TTP^**∆M**^ BMDMs

Data were obtained from Sedlyarov et al., 2016. The statistical analysis of the publication was also considered.

### Statistics

Data are expressed as mean ± SEM (beingSEM = SD/√n). Dataset statistics were analyzed using the GraphPad Prism Software. For two group comparisons, column statistics were calculated and based on standard deviation, D’Agostino–Pearson normality test, parametric *t*-test (assuming or not same SD), or nonparametric *t*-test (Mann–Whitney) was performed. For multiple comparisons, one-way ANOVA Kruskal–Wallis test or two-way ANOVA followed by the Bonferroni post-hoc test was used. To assess mouse survival, Kaplan–Meier survival curves were computed with R2.15 and the survival package version 2.37-2 (Piqué et al., 2008) using the likelihood-ratio test, adjusting by gender, weight, and LPS dose. Fisher’s exact test was used for contingency analysis. Differences under p<0.05 were considered statistically significant (*p<0.05, **p<0.01, ***p<0.001; ****p<0.0001). Differences under p<0.1 are indicated as ns (nonsignificant). For animal studies, mice were grouped in blocks to control for experimental variability. Furthermore, WT and KO mice were bred in the same cages whenever possible, and the experimenter was blinded until completion of the experimental analysis. Experiments were repeated independently with similar results, as indicated in the figure legends.

## Data Availability

Raw data for RIP-seq and RNA-seq datasets are available in GEO (accession number GSE160191 and GSE160246, respectively). Numerical data from genome-wide experiments and motif analysis are available in supplementary tables 1-6. All blots shown and used for quantifications have been provided as source data. Scripts are available as Supplementary file 9. The following datasets were generated: SuñerC MendezR 2022Macrophage inflammation resolution requires CPEB4-directed offsetting of mRNA degradationNCBI Gene Expression OmnibusGSE16019110.7554/eLife.75873PMC909475435442882 SuñerC MendezR 2022CPEB4-mediated translational regulation of LPS response in Bone Marrow Derived Macrophages (BMDMs)NCBI Gene Expression OmnibusGSE160246

# Supplementary material for: Macrophage inflammation resolution requires CPEB4-directed offsetting of mRNA degradation
**Source:** eLife. 2022 Apr 20;11:e75873. doi: 10.7554/eLife.75873

Black Box. Figure 2B. CPEB4.  
Red Boxes. Figure 2 - figure supplement 1. Pannel A. CPEB4. Replicates 1 and 2

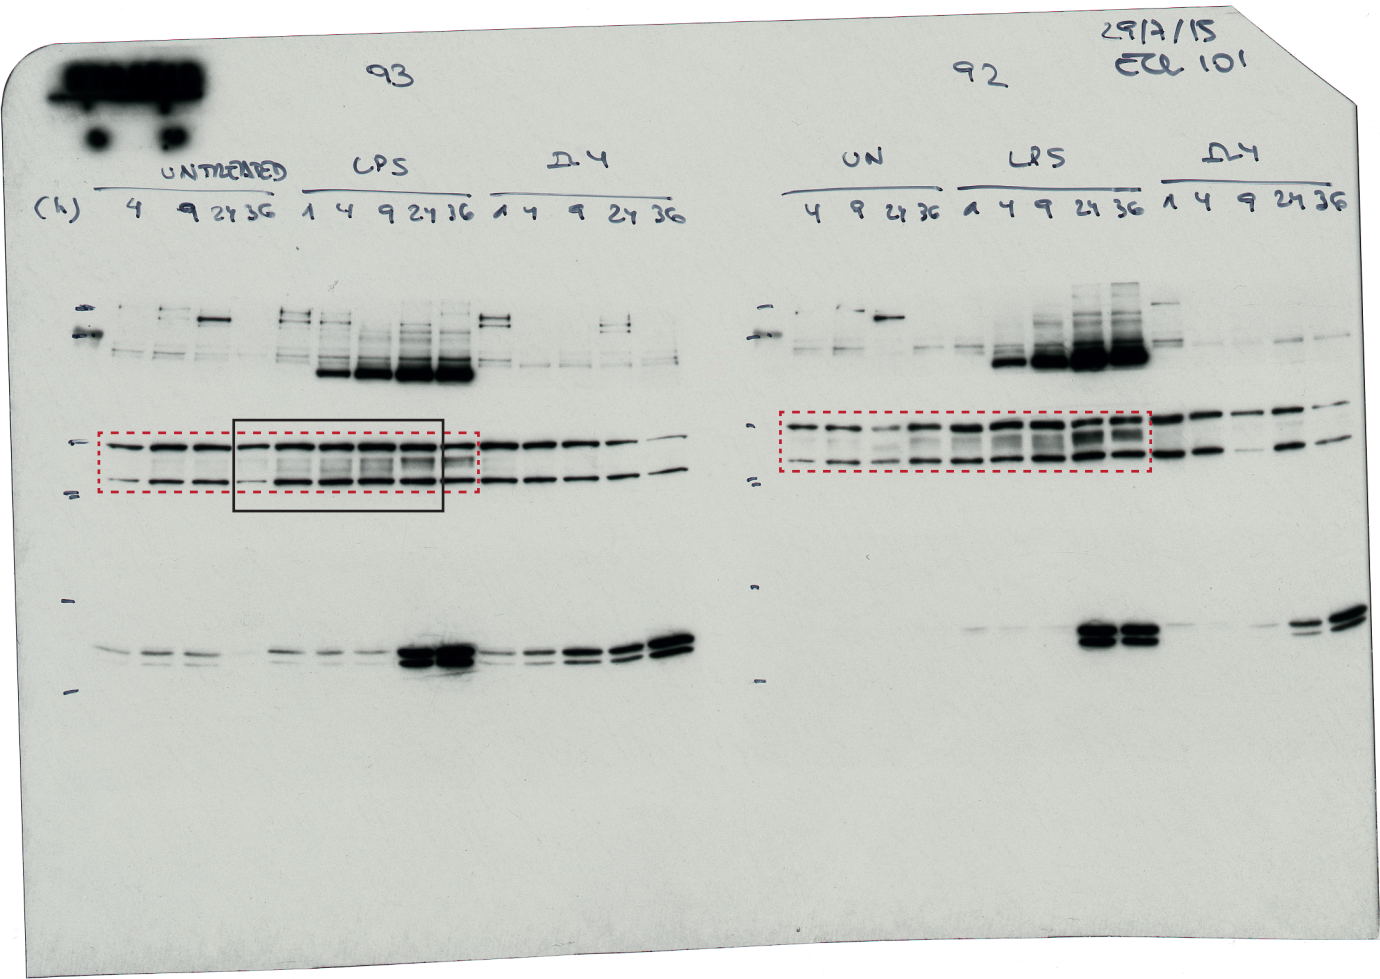

Black Box. Figure 2B. CPEB4.  
Red Boxes. Figure 2 - figure supplement 1. Pannel A. Tubulin. Replicates 1 and 2

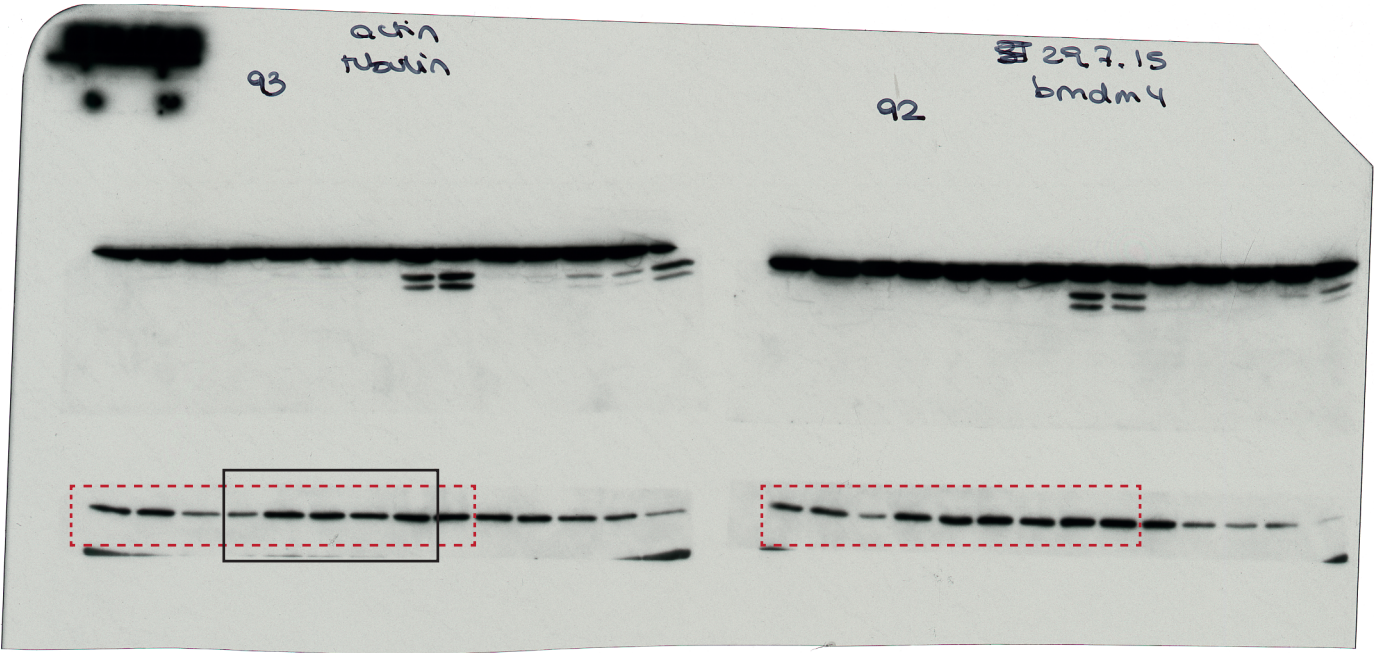

Figure 2 - figure supplement 1. Pannel A. CPEB4. Replicate 3

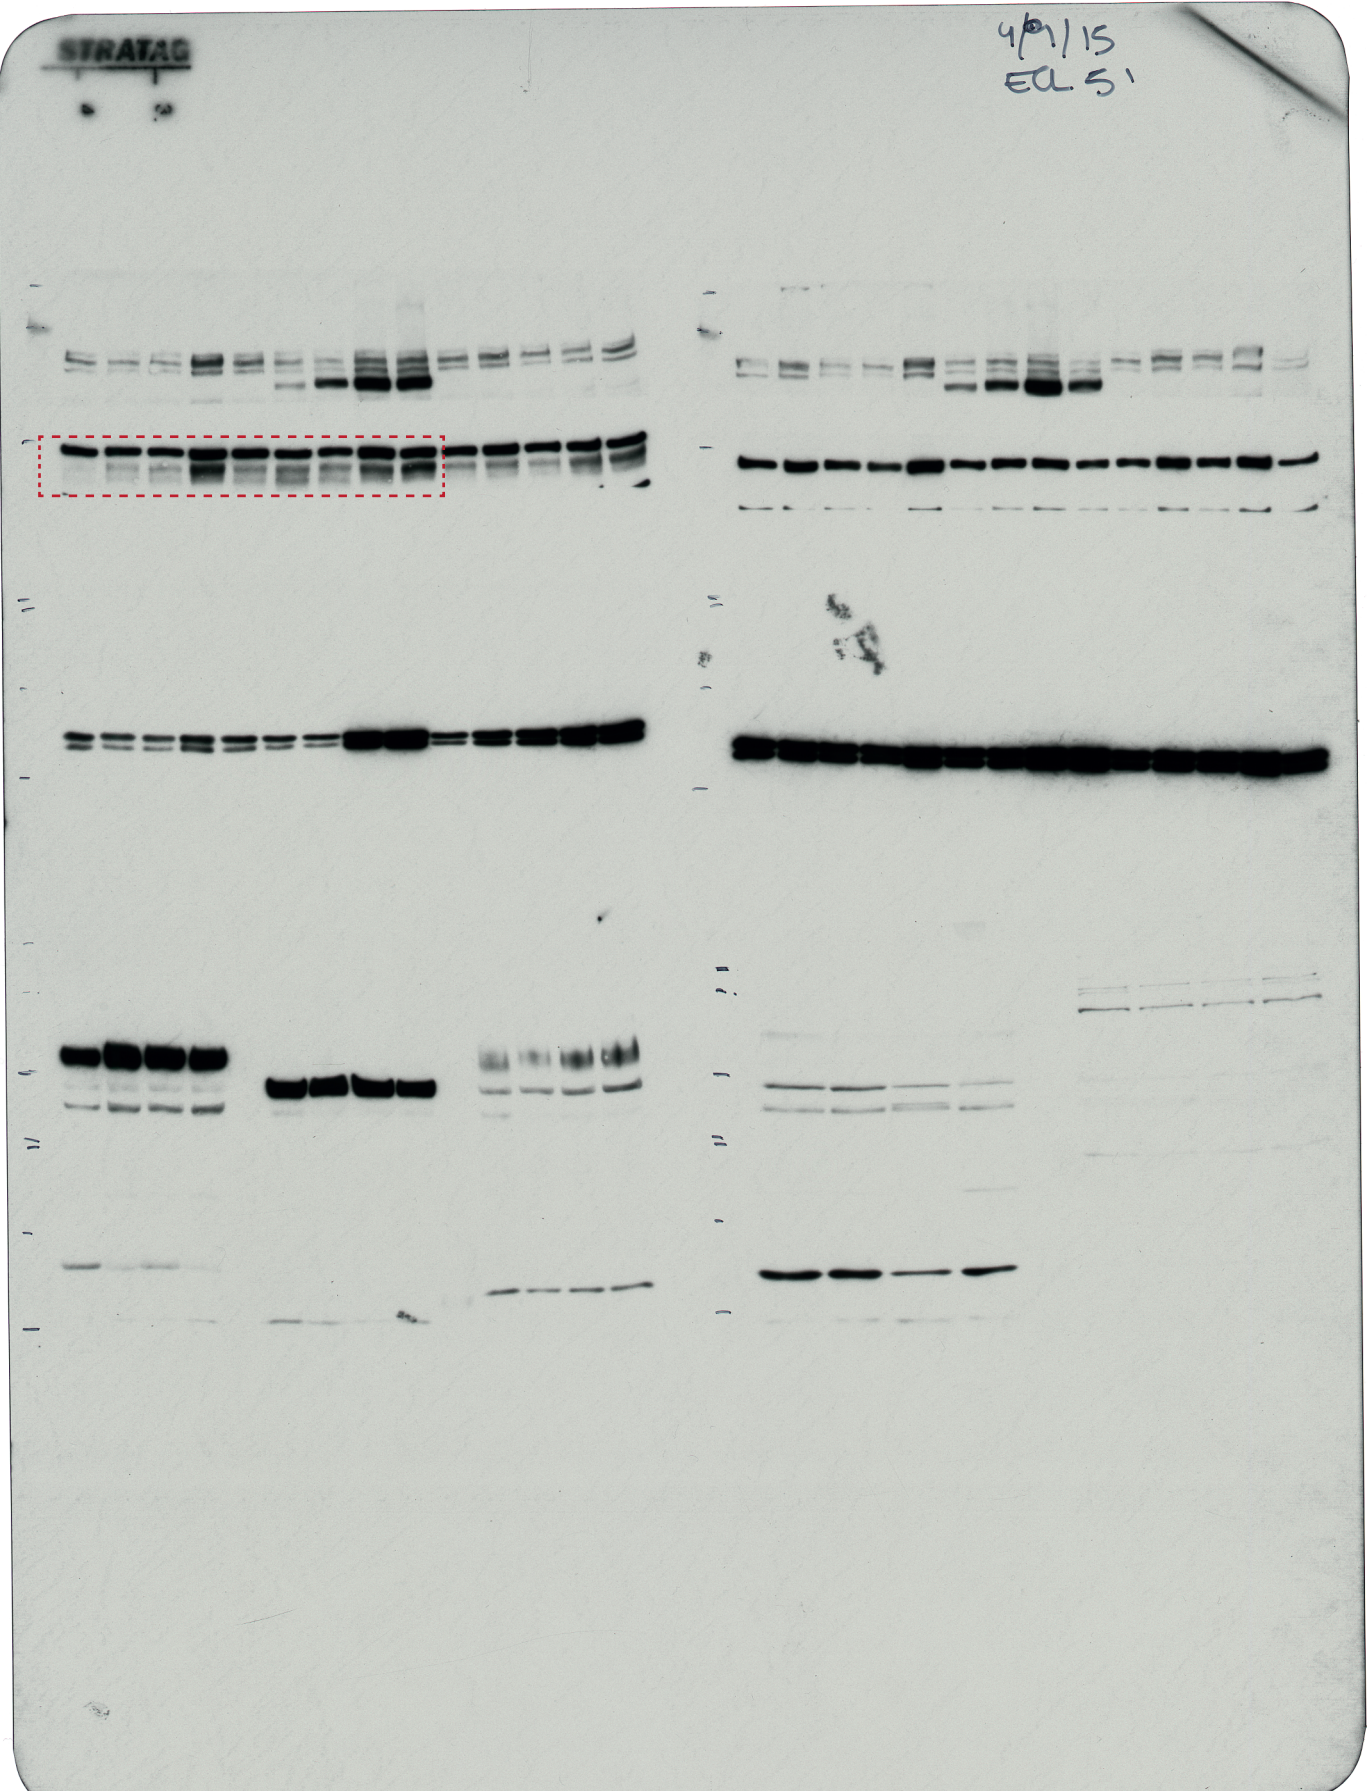

Figure 2 - figure supplement 1. Pannel A. Tubulin. Replicate 3

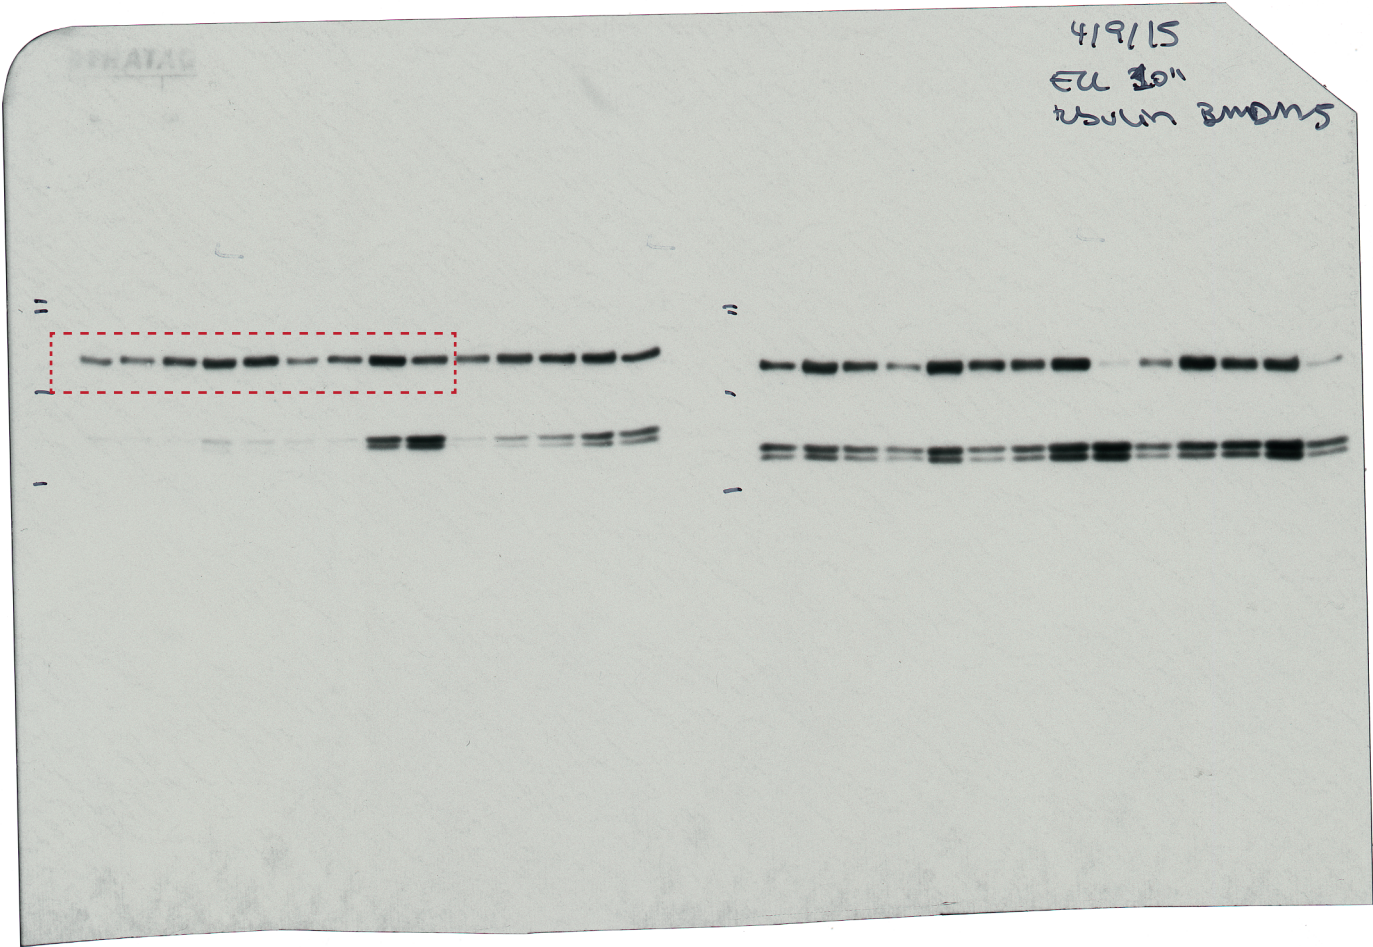

**Supplement:** Figure 2—source data 1.

# Supplementary material for: Macrophage inflammation resolution requires CPEB4-directed offsetting of mRNA degradation
**Source:** eLife. 2022 Apr 20;11:e75873. doi: 10.7554/eLife.75873

Figure 2C. CPEB4. Replicates 1 and 2.  
Red boxes (Replicate 1): Not shown in figure, but used for quantification.  
Black boxes (Replicate 2): Fig 2C.

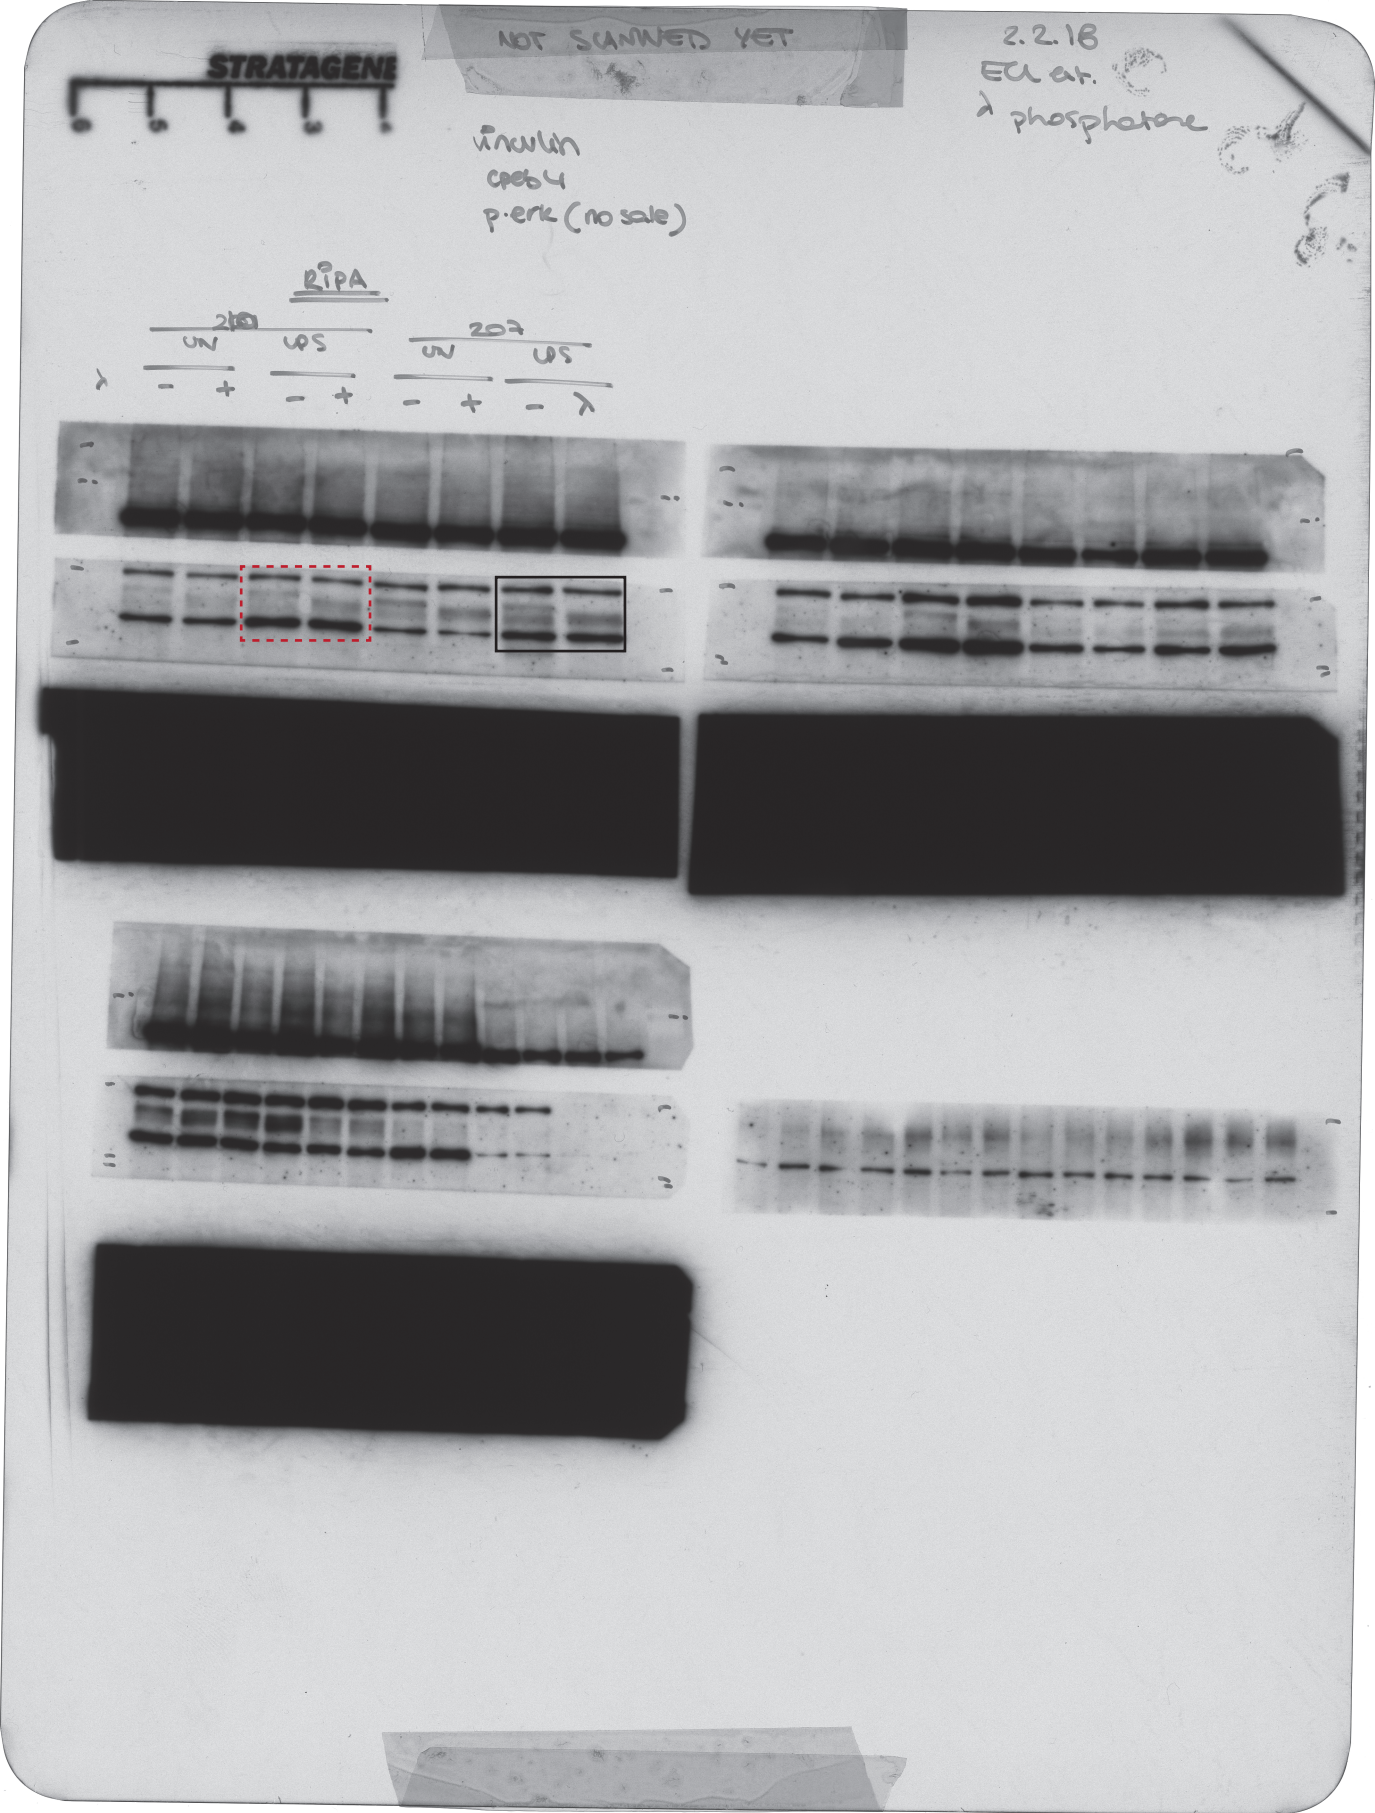

Figure 2C. Vinculin. Replicates 1 and 2.

Red boxes (Replicate 1): Not shown in figure, but used for quantification.

Black boxes Replicate 2): Fig 2C.

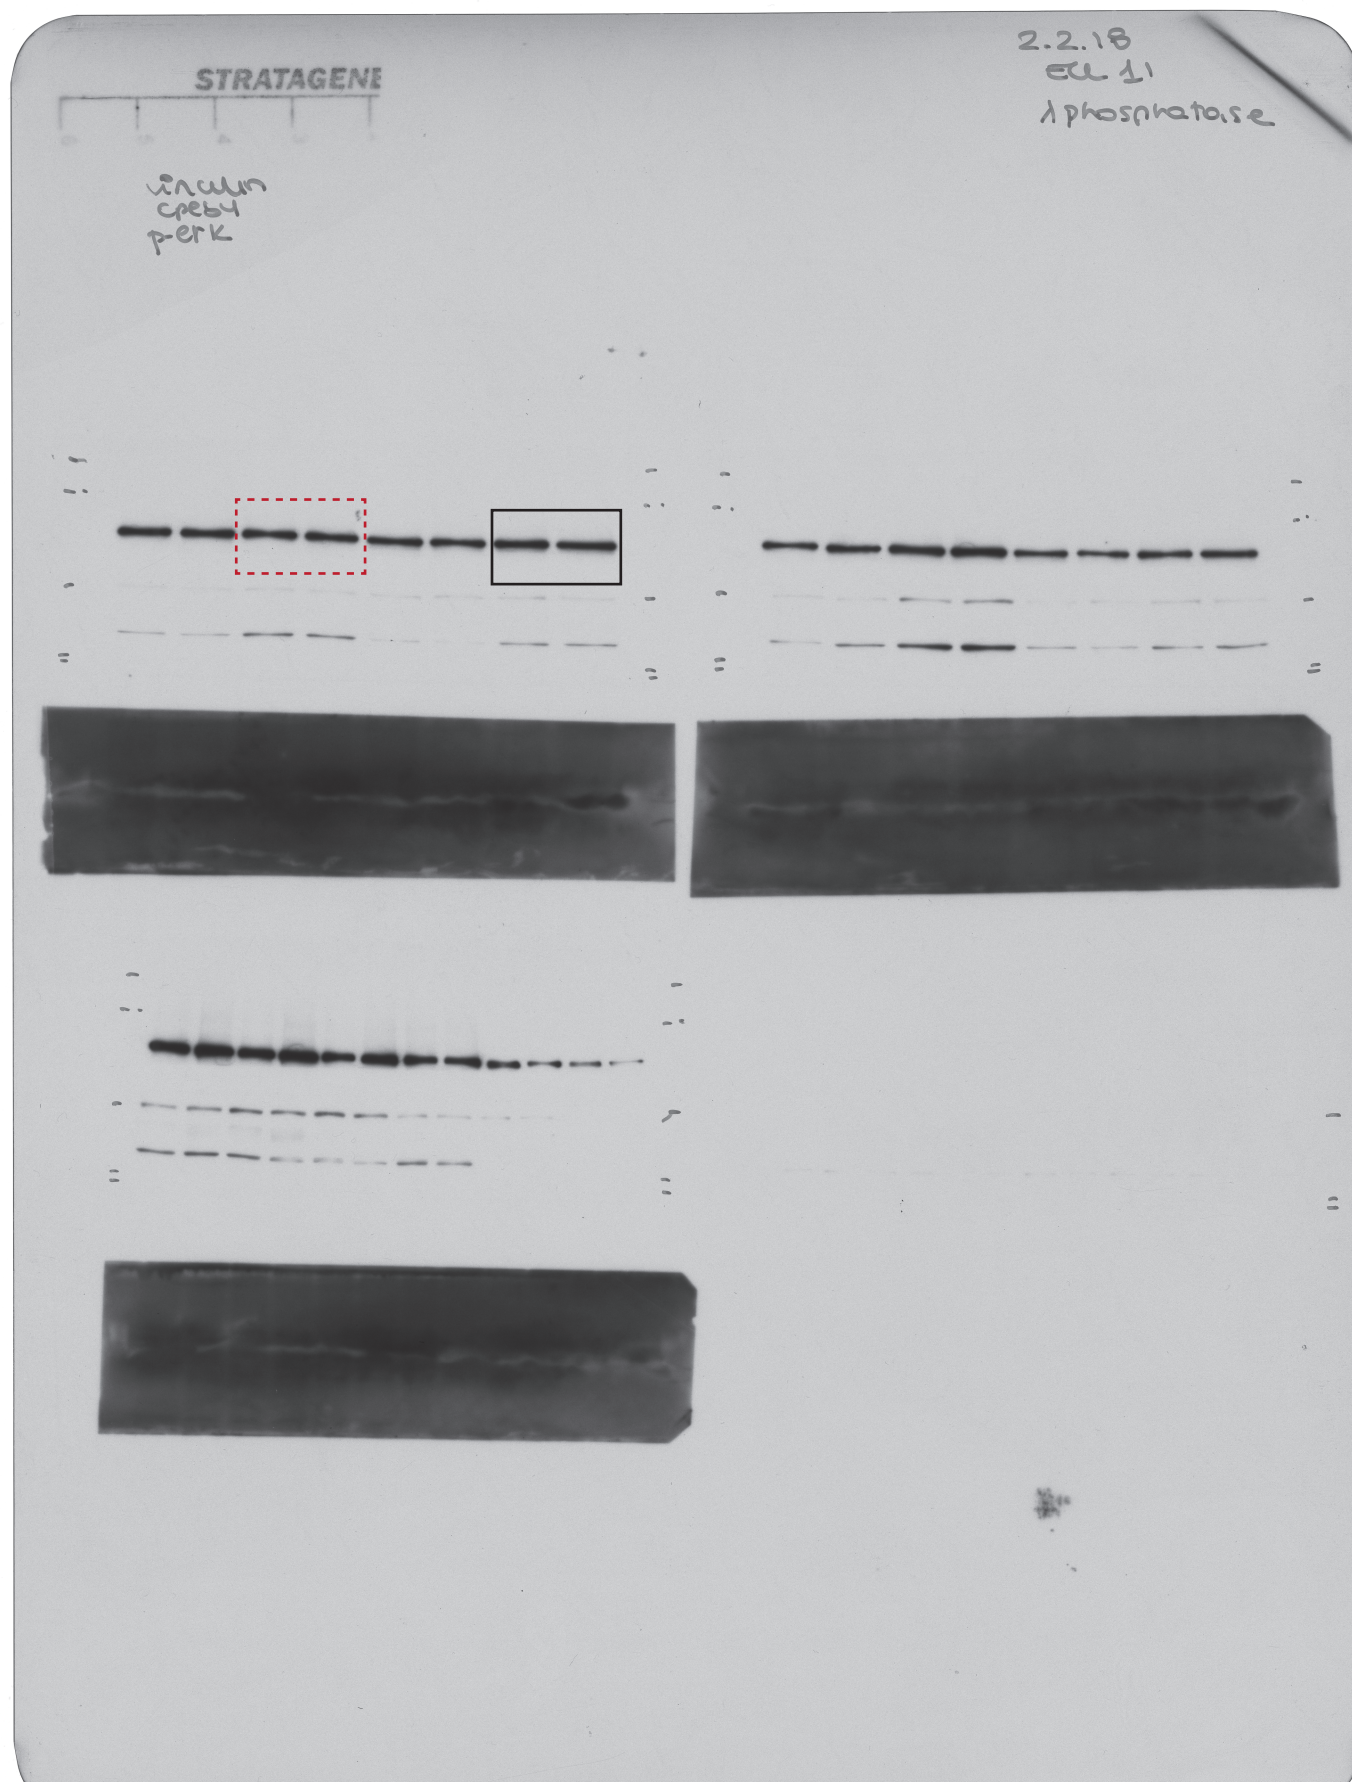

Figure 2C. Replicate 3 (not shown in figure, but used for quantification). CPEB4.

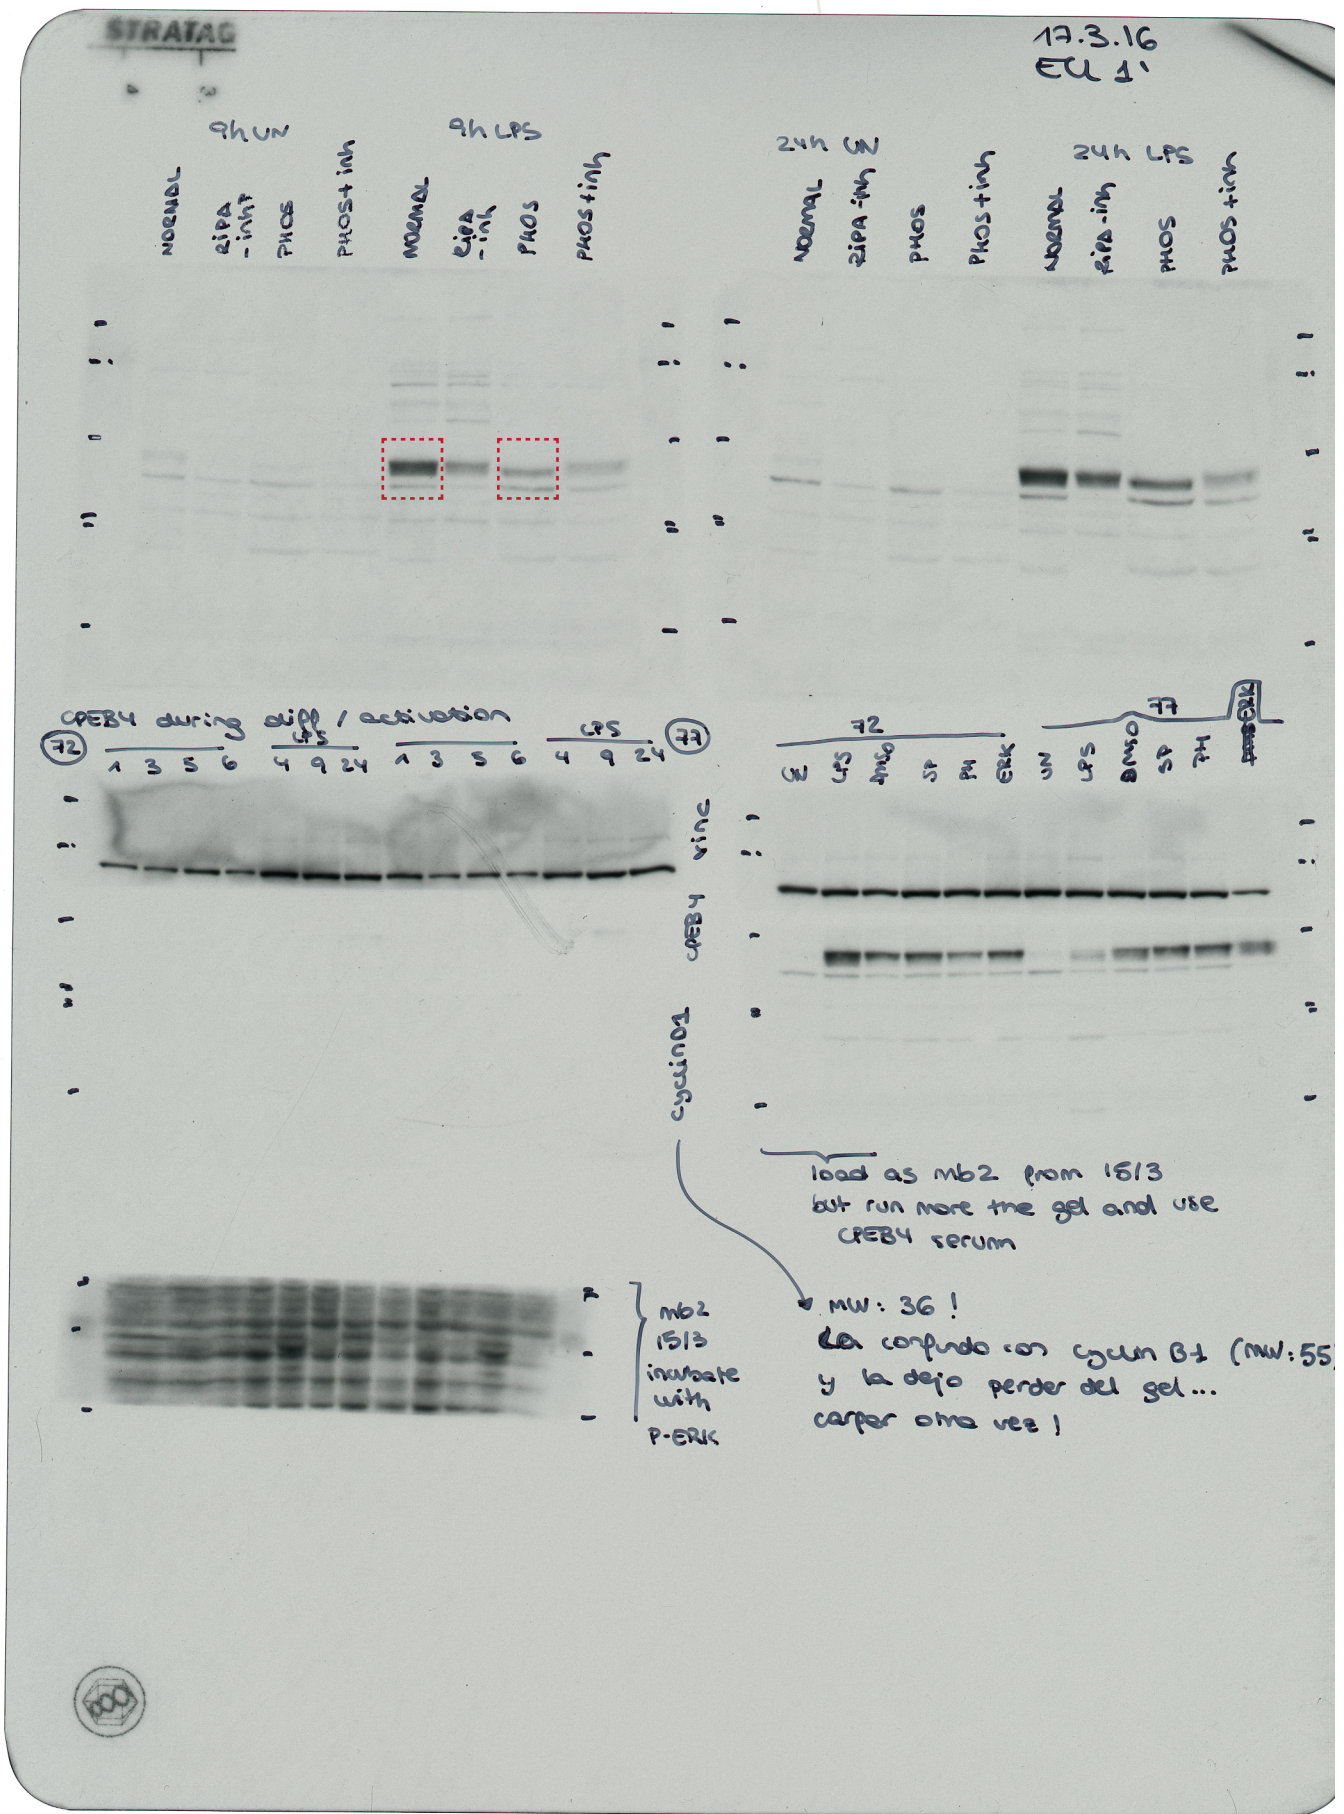

Figure 2C. Replicate 3 (not shown in figure, but used for quantification). Vinculin.

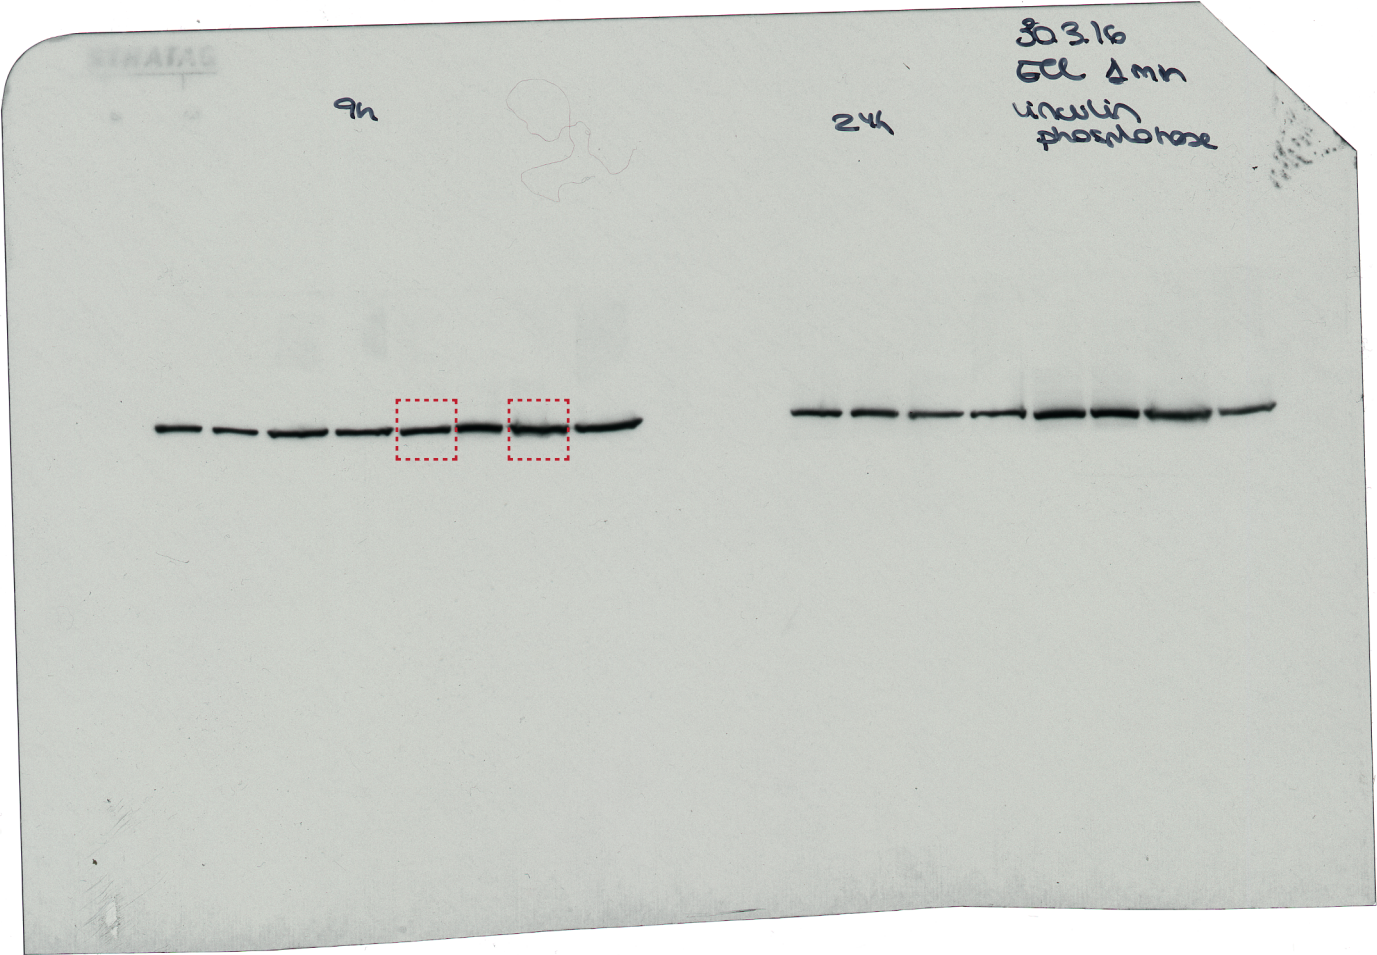

**Supplement:** Figure 2—source data 2.

# Supplementary material for: Macrophage inflammation resolution requires CPEB4-directed offsetting of mRNA degradation
**Source:** eLife. 2022 Apr 20;11:e75873. doi: 10.7554/eLife.75873

Black Box. Figure 2F. HIF1a Replicate 1 (also shown in Figure 2 - figure supplement 3).  
Red Box. Figure 2 - figure supplement 3. HIF1a. Replicate 2.

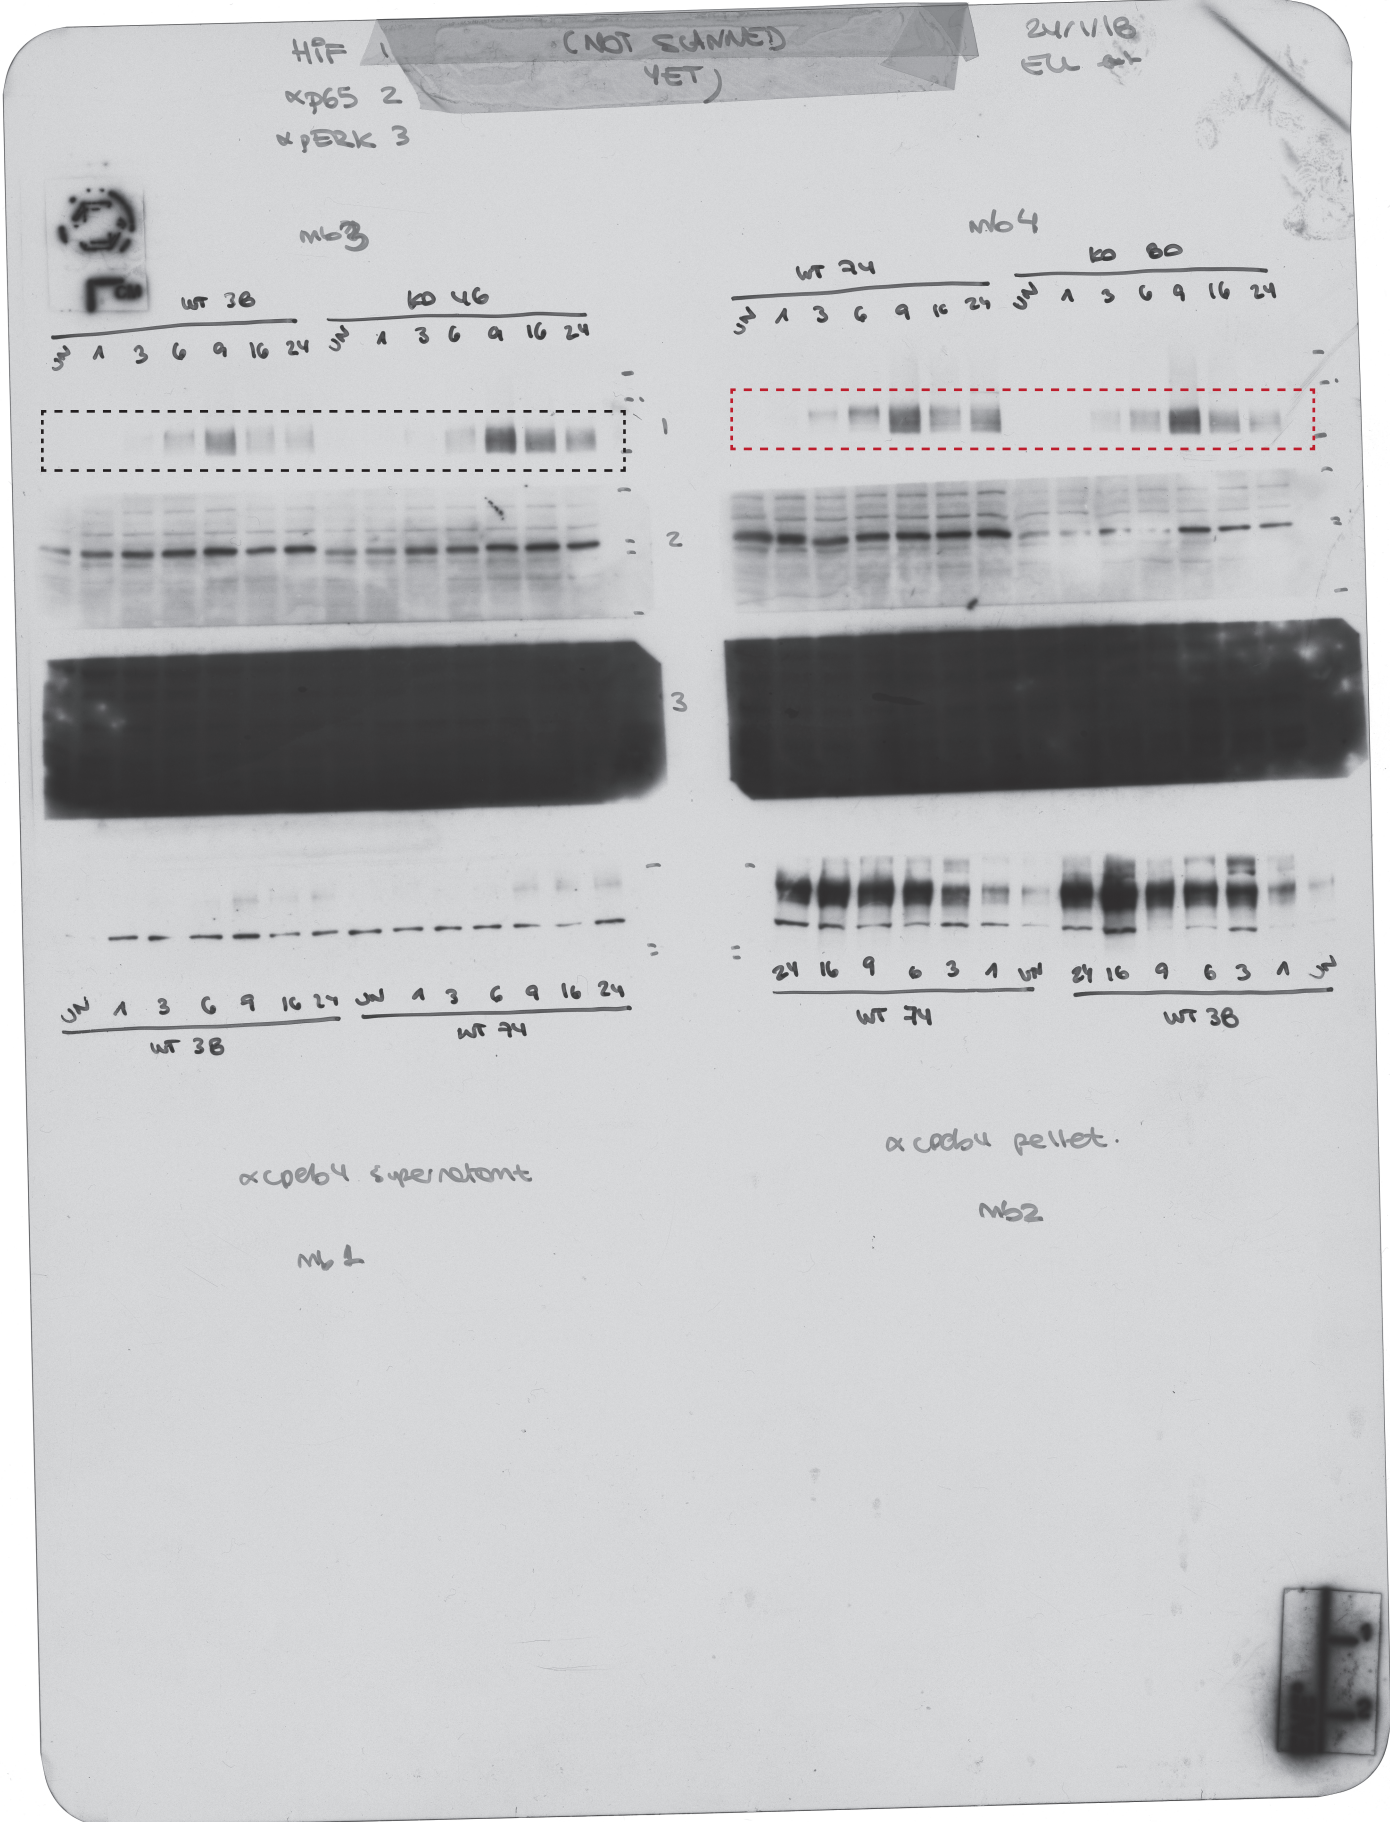

Black Box. Figure 2F. Vinculin Replicate 1 (also shown in Figure 2 - figure supplement 3).

Red Box. Figure 2 - figure supplement 3. Vinculin. Replicate 2.

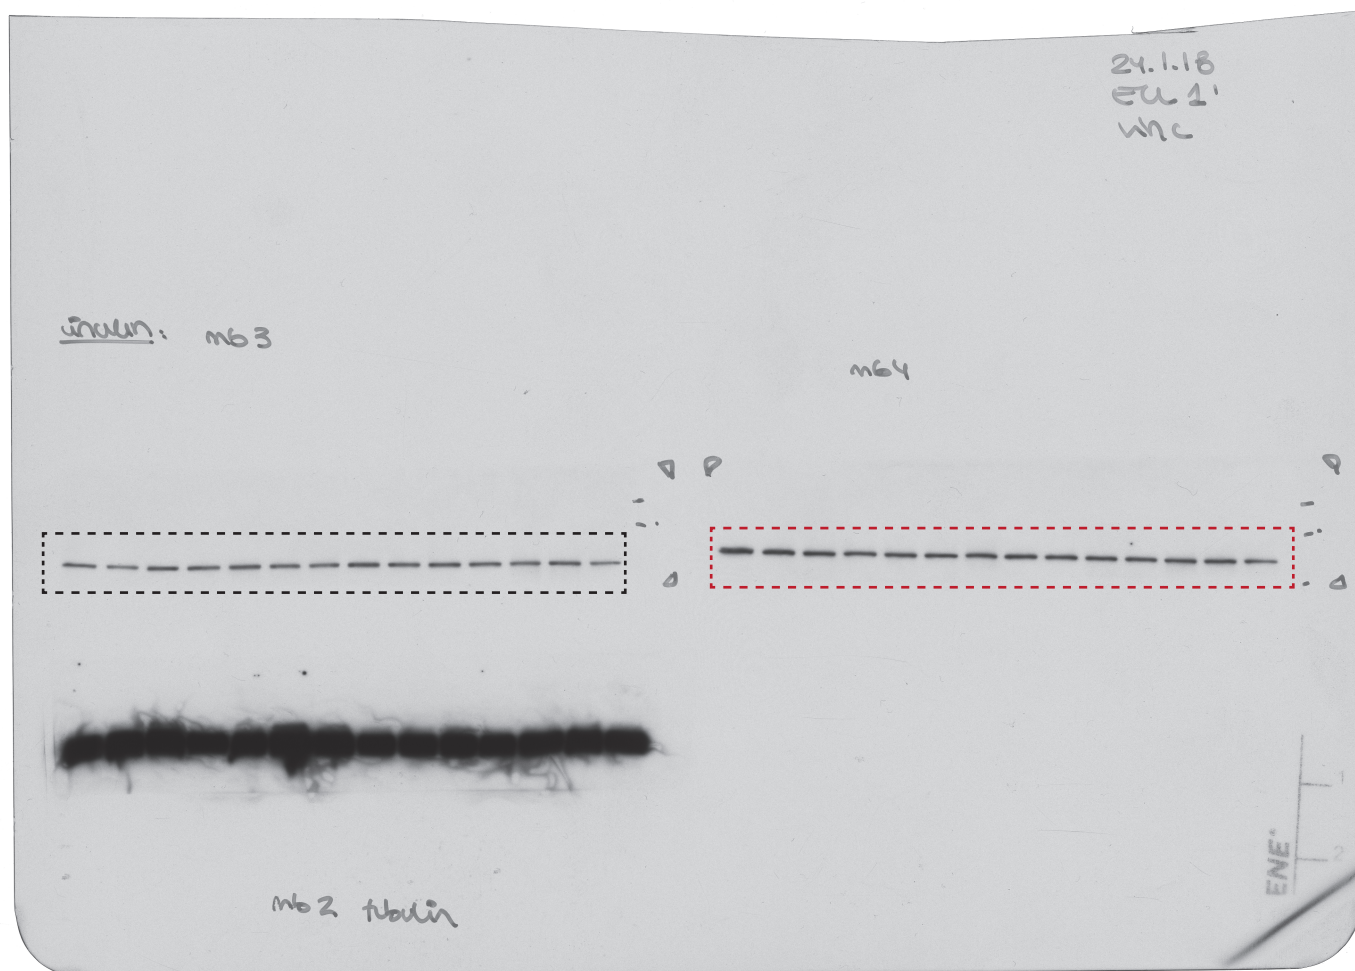

Black Box. Figure 2 - figure supplement 3. HIF1a. Replicate 3.

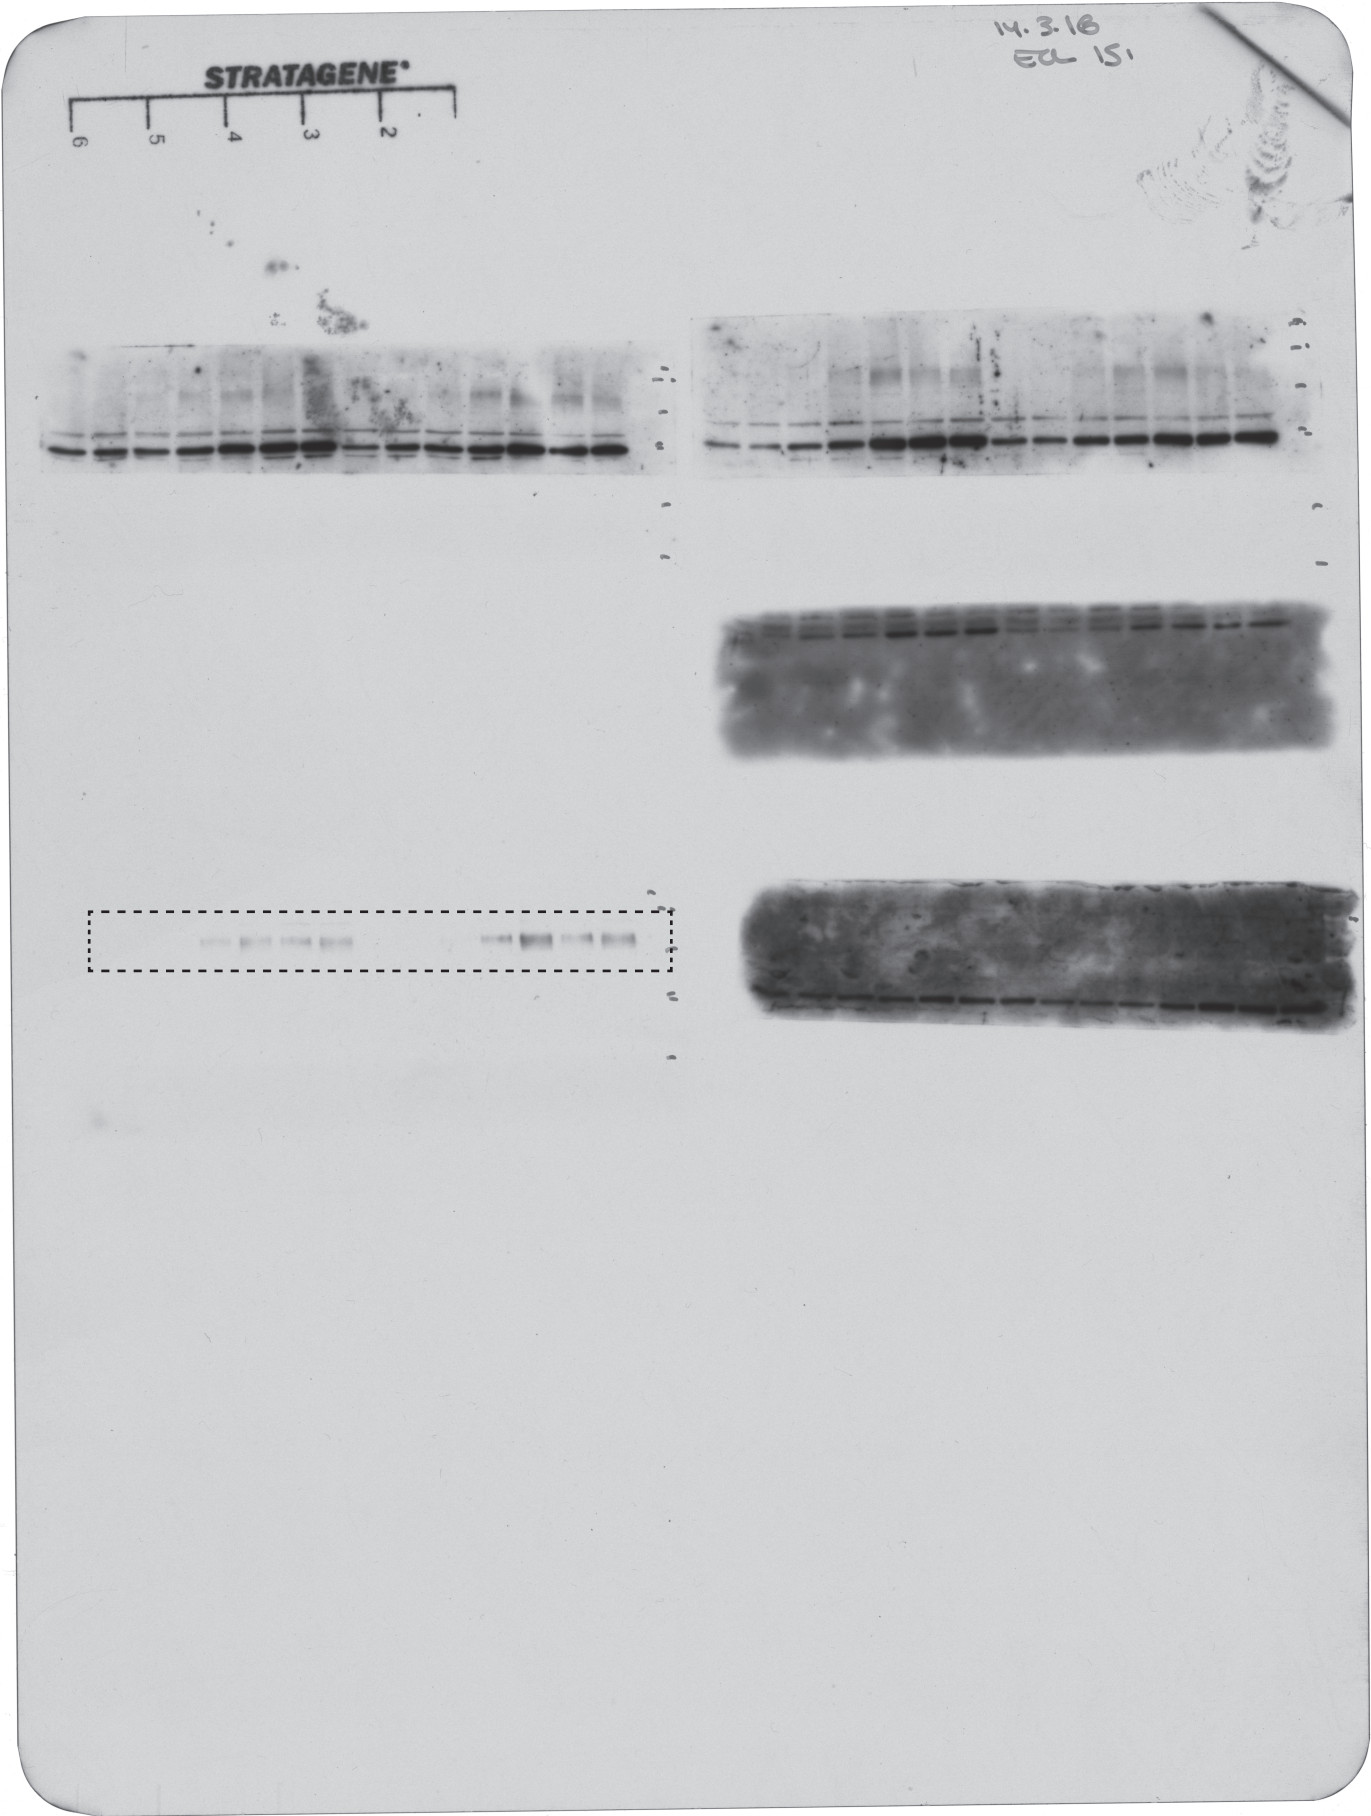

Black Box. Figure 2 - figure supplement 3. Vinculin. Replicate 3.

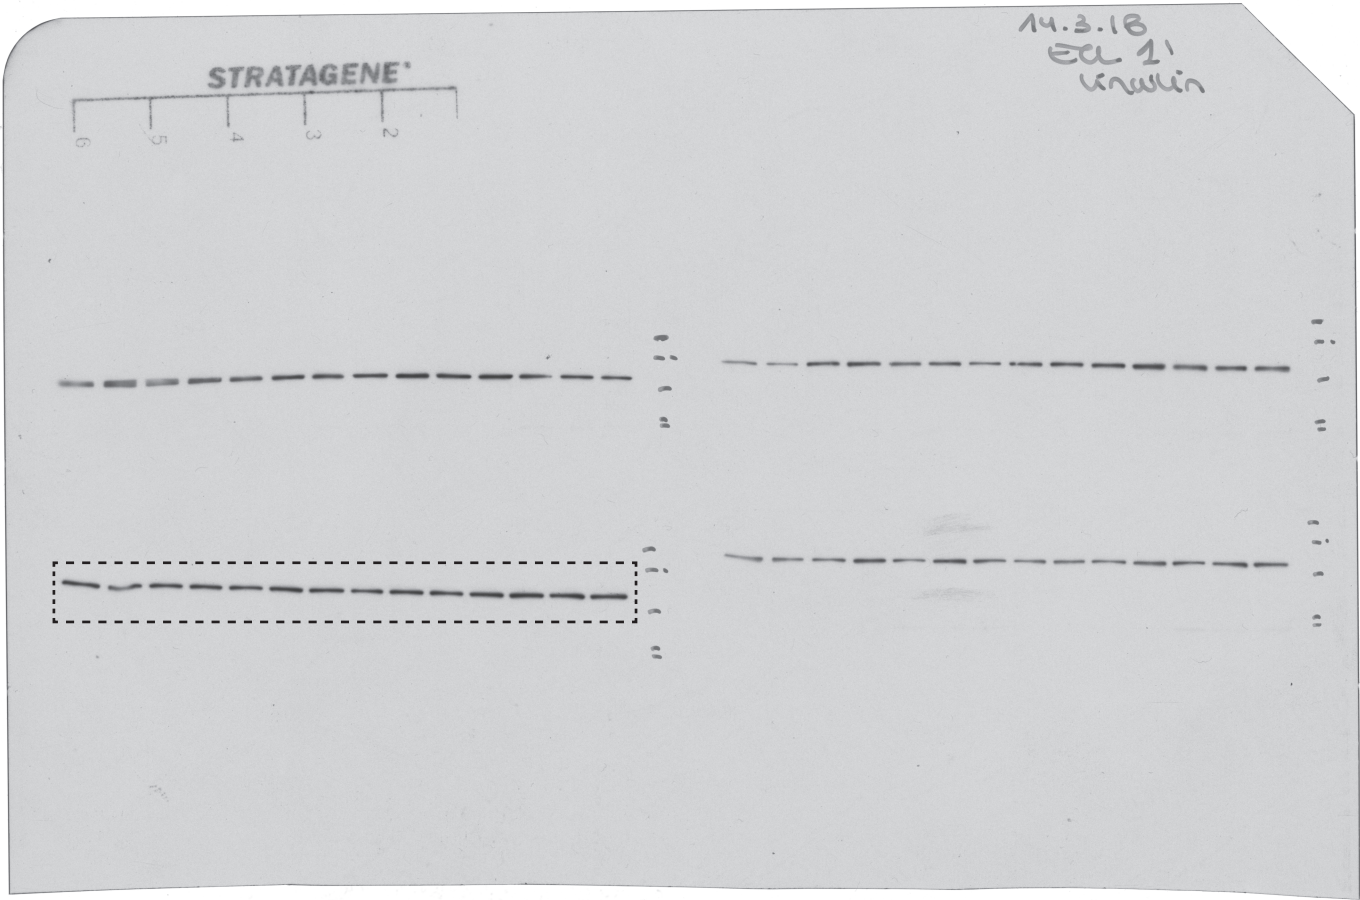

**Supplement:** Figure 2—source data 3.

# Supplementary material for: Macrophage inflammation resolution requires CPEB4-directed offsetting of mRNA degradation
**Source:** eLife. 2022 Apr 20;11:e75873. doi: 10.7554/eLife.75873

Black Box. Figure 4G. SOCS1 Replicate 1

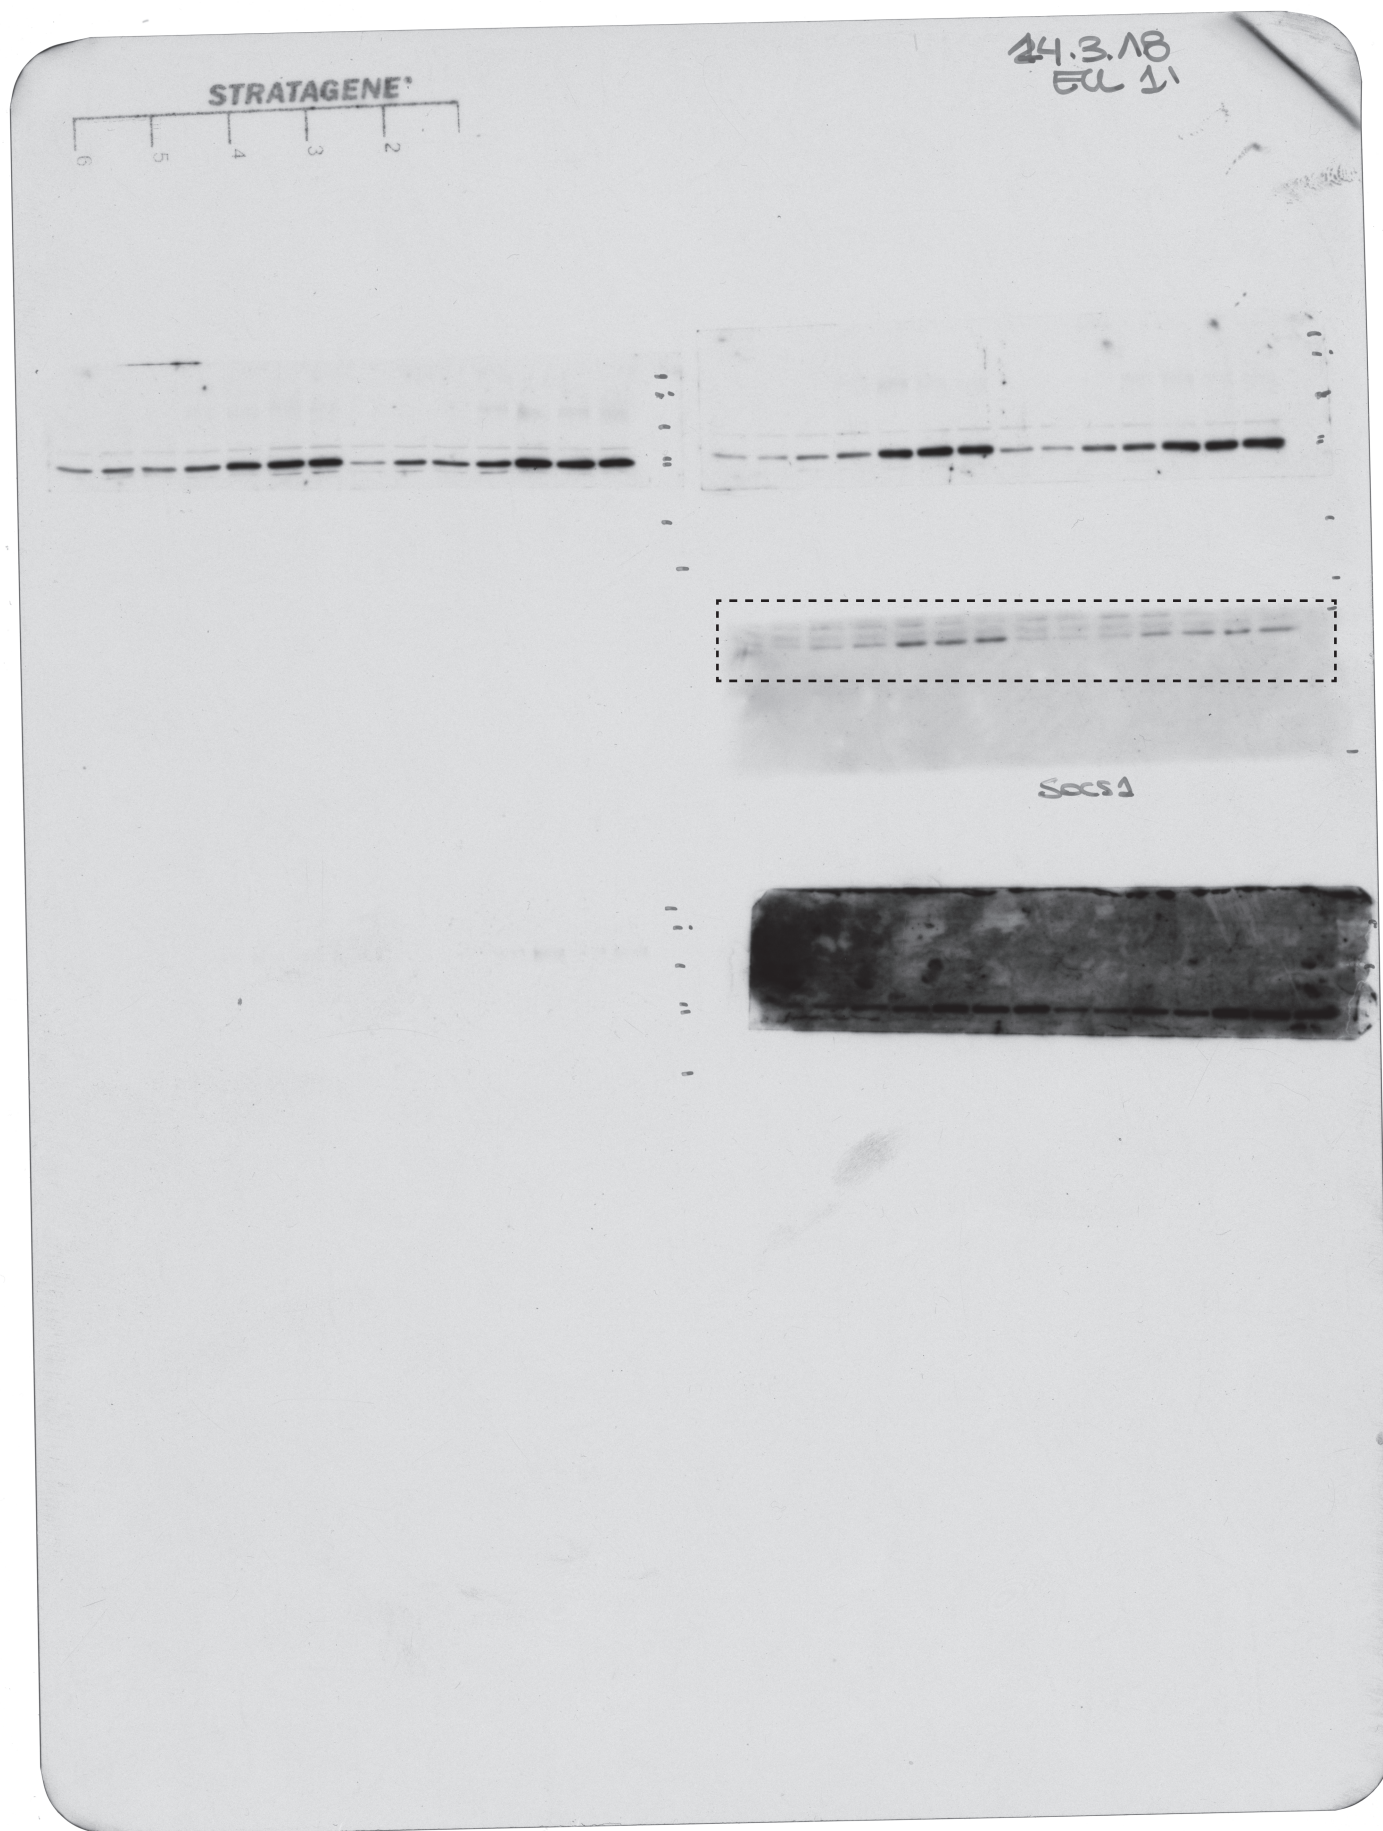

Red and Blue Boxes. Figure 4G. Vinculin for SOCS1. Replicate 2 and 3.

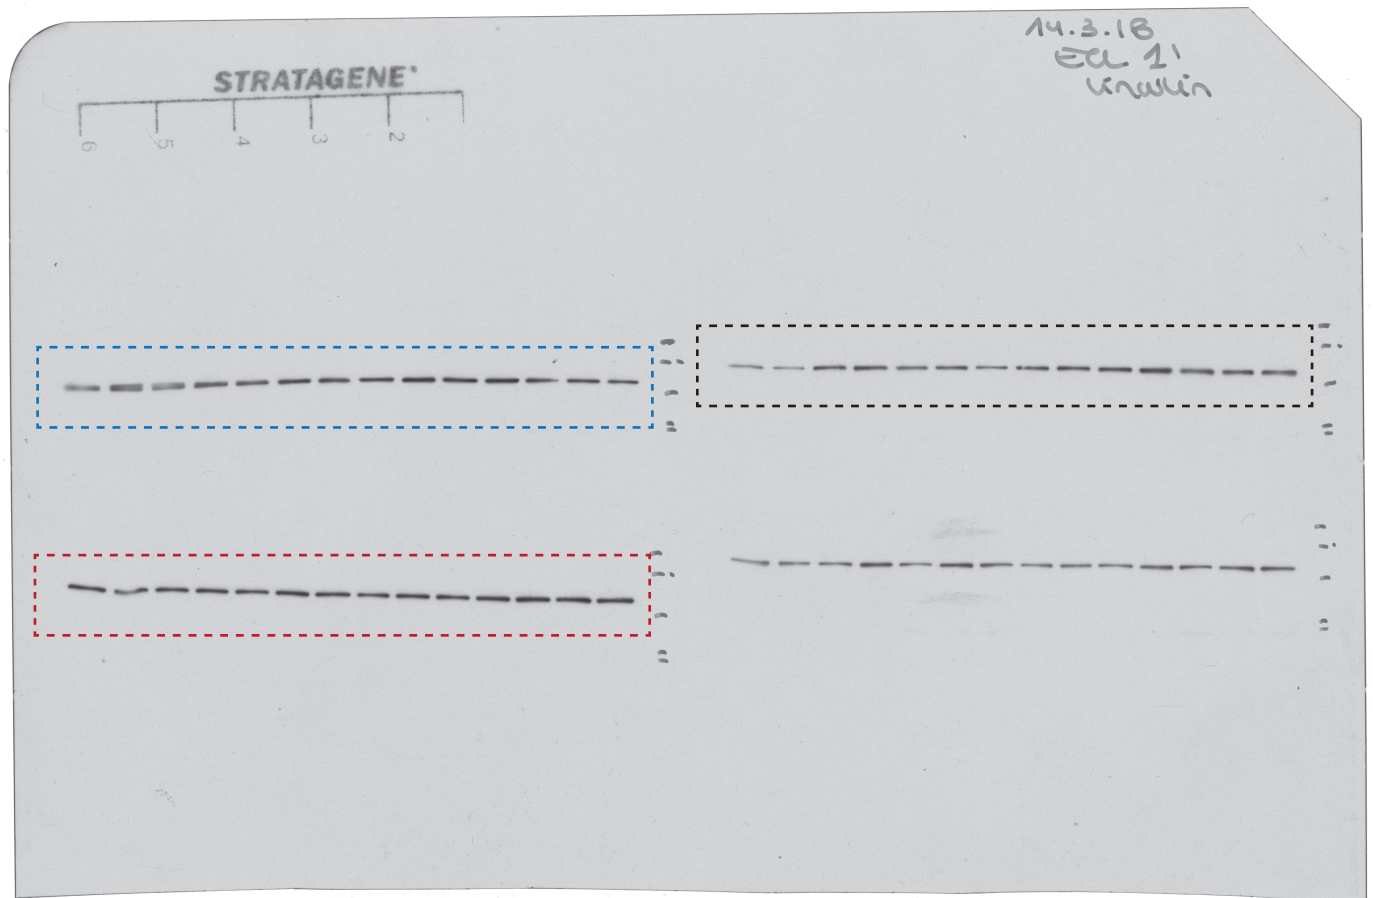

Red Box. Figure 4G. SOCS1 Replicate 2 (not shown in figure, but used for quantification)

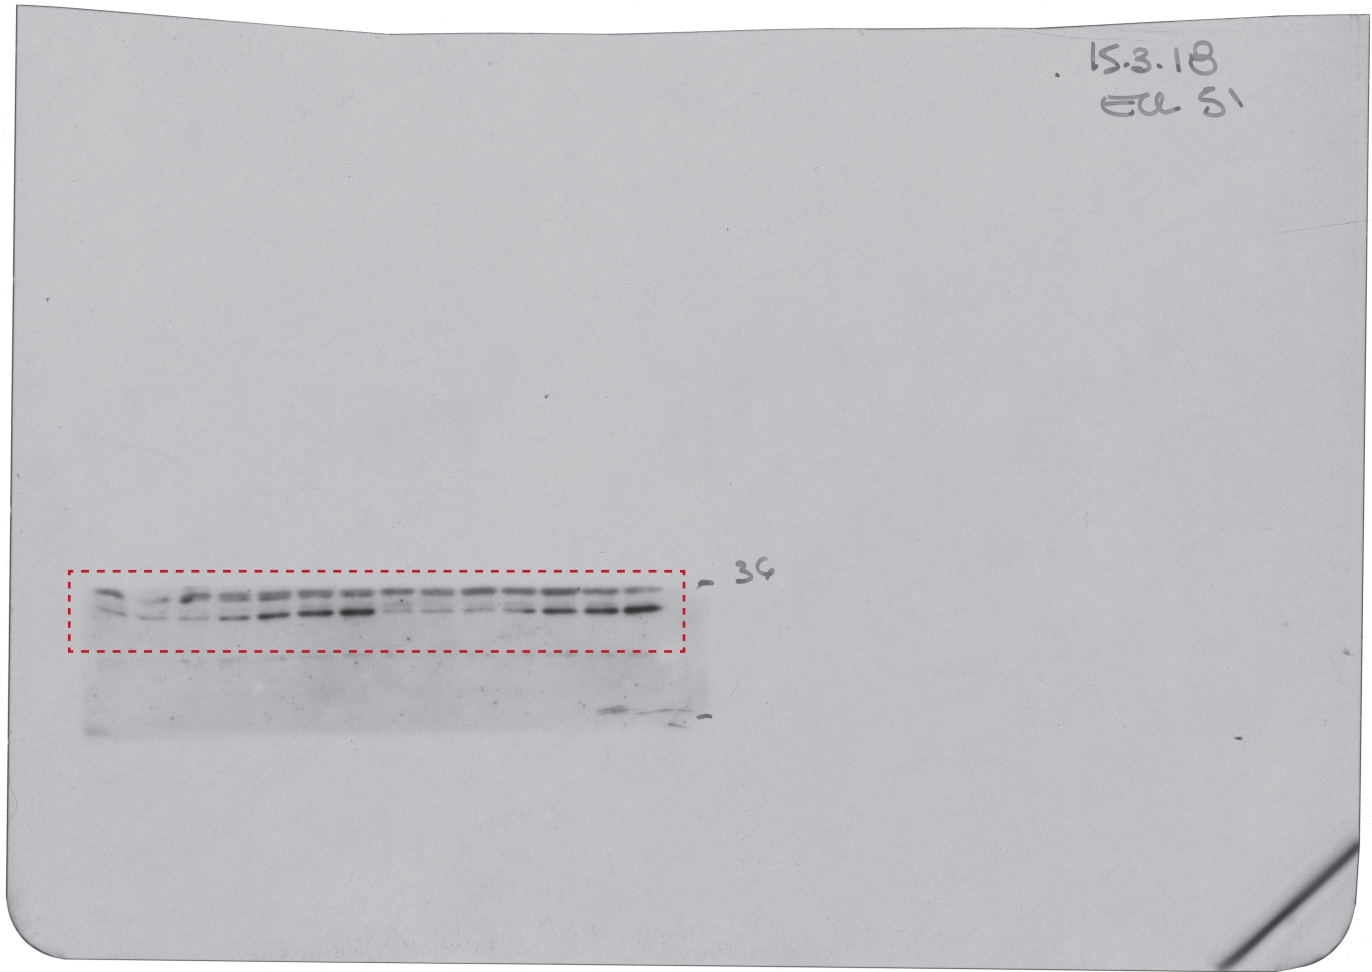

Blue Box. Figure 4G. SOCS1 Replicate 3 (not shown in figure, but used for quantification)

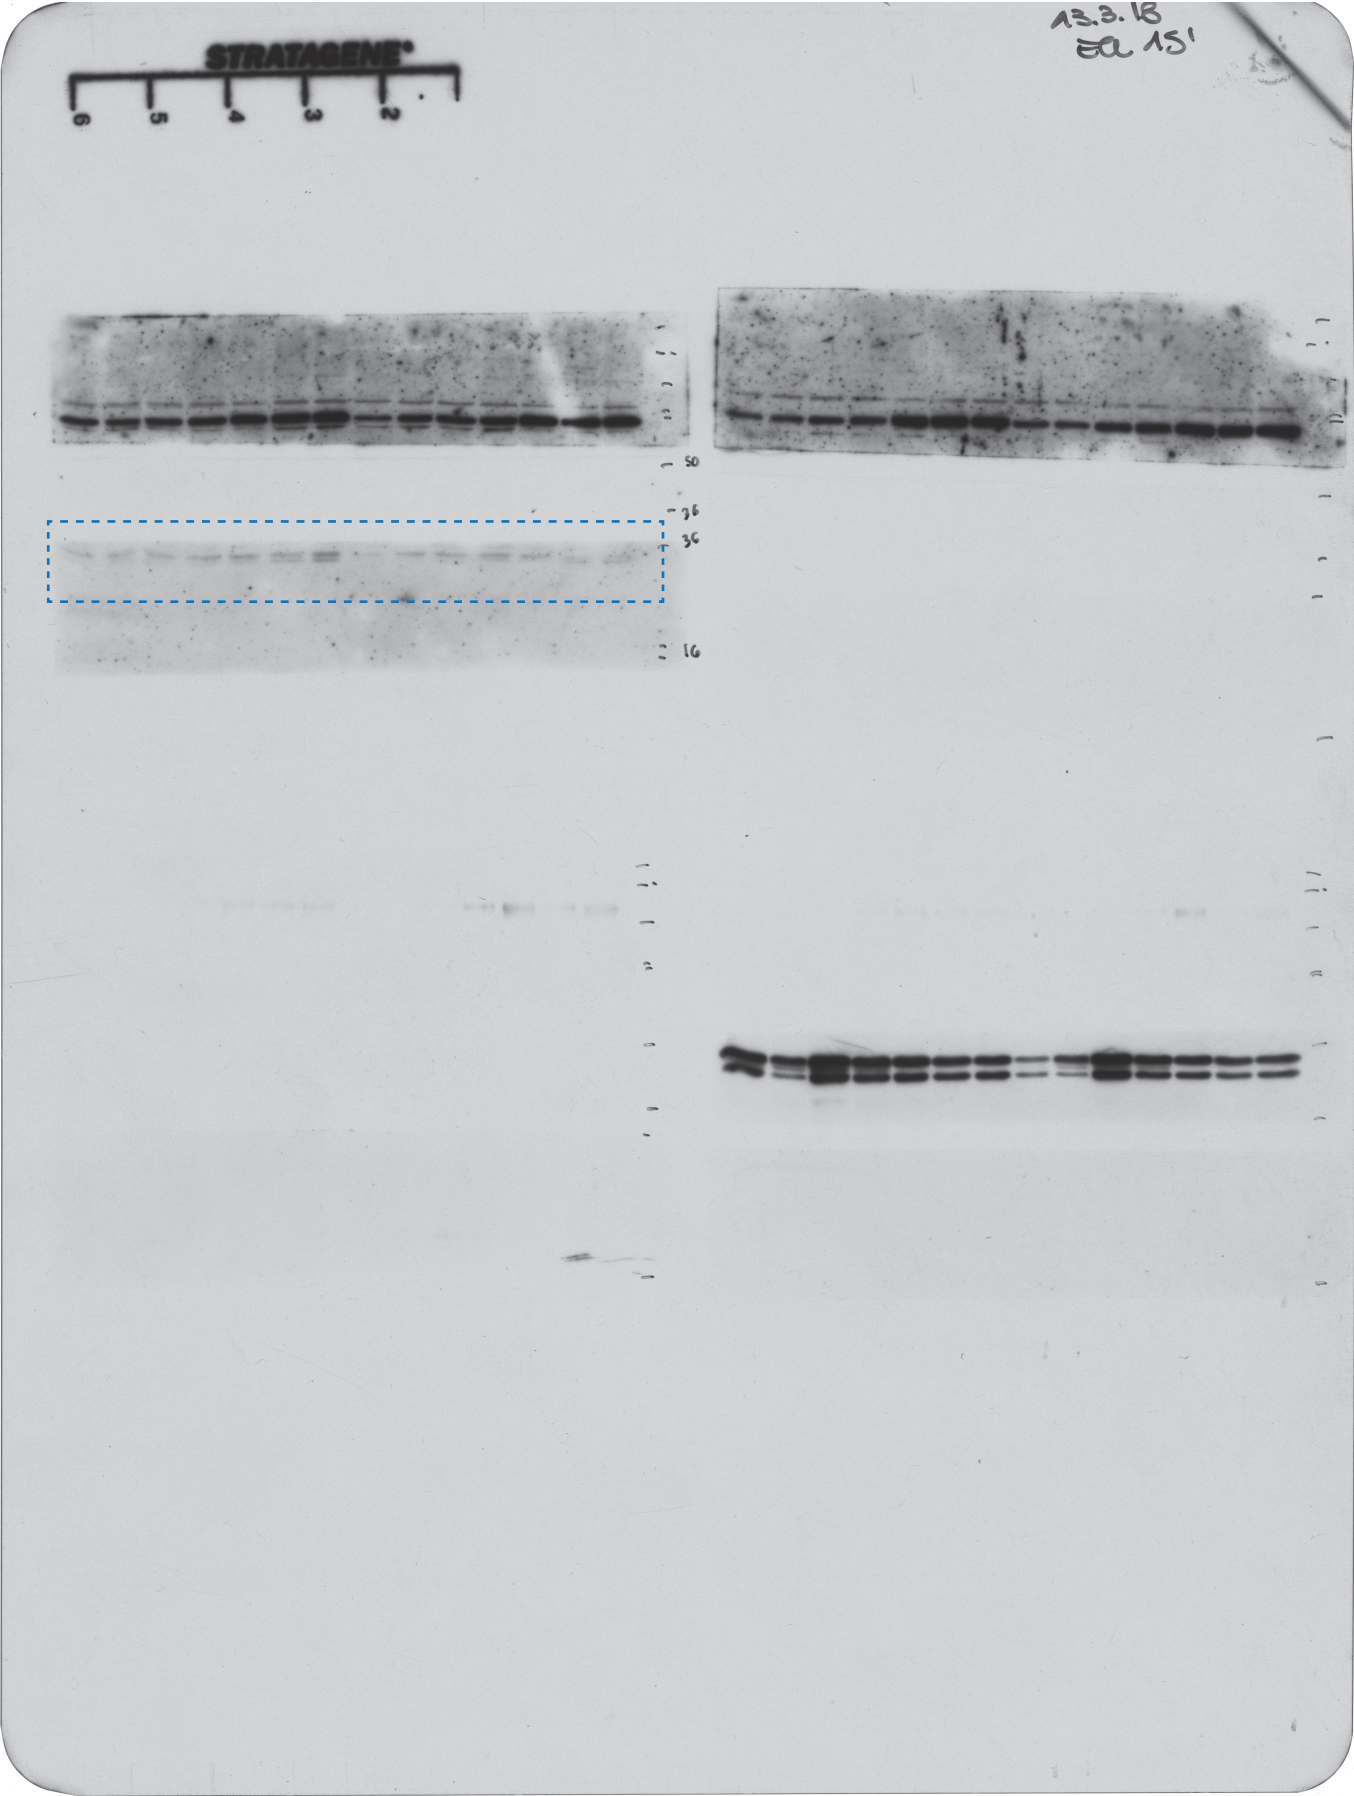

**Supplement:** Figure 4—source data 2.

# Supplementary material for: Macrophage inflammation resolution requires CPEB4-directed offsetting of mRNA degradation
**Source:** eLife. 2022 Apr 20;11:e75873. doi: 10.7554/eLife.75873

Black Box. Figure 6B. P-ERK

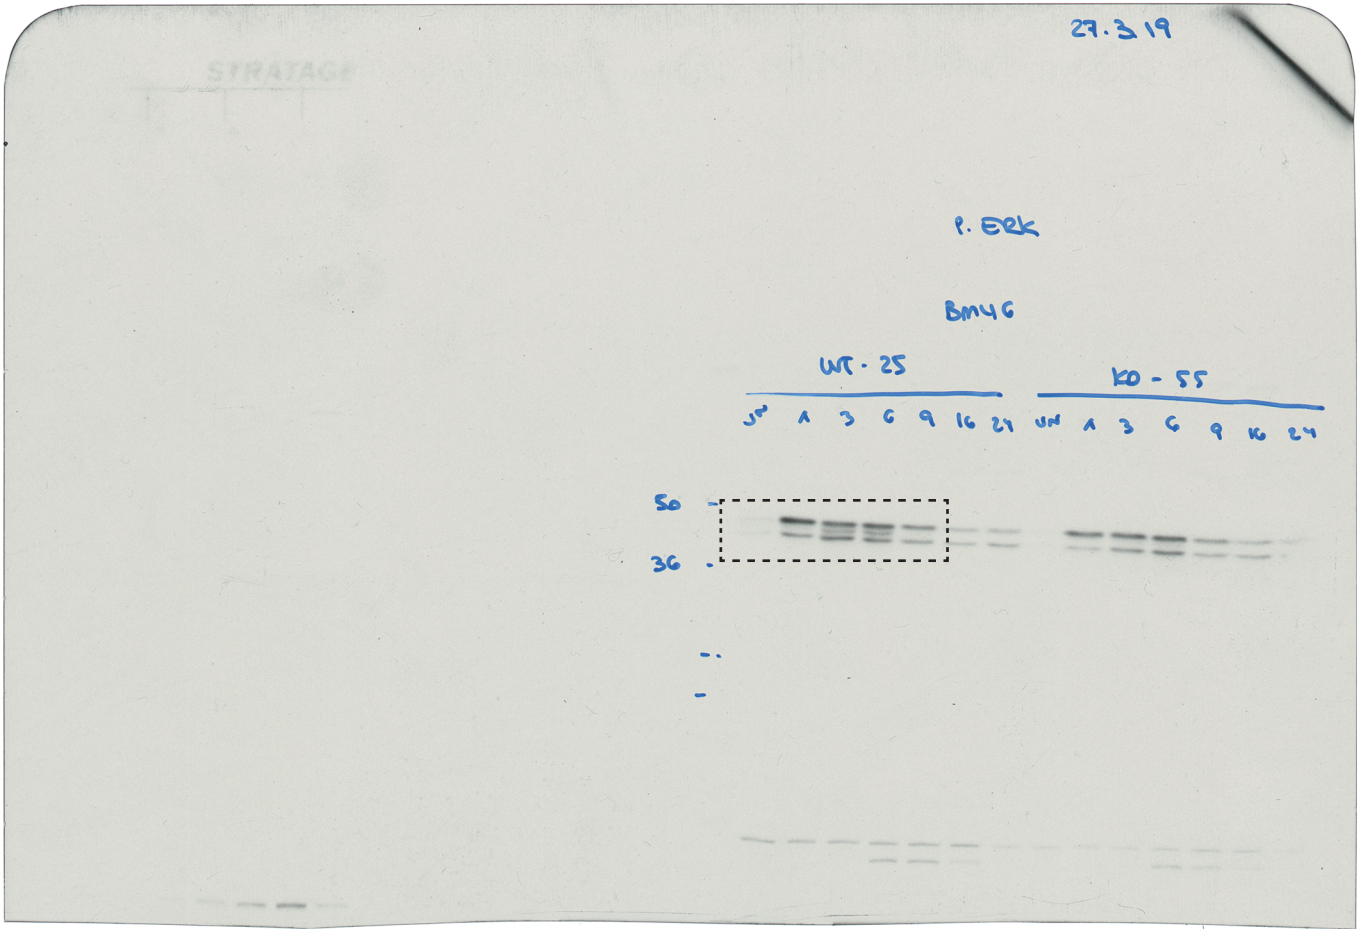

Black Box. Figure 6B. Vinculin for P-ERK

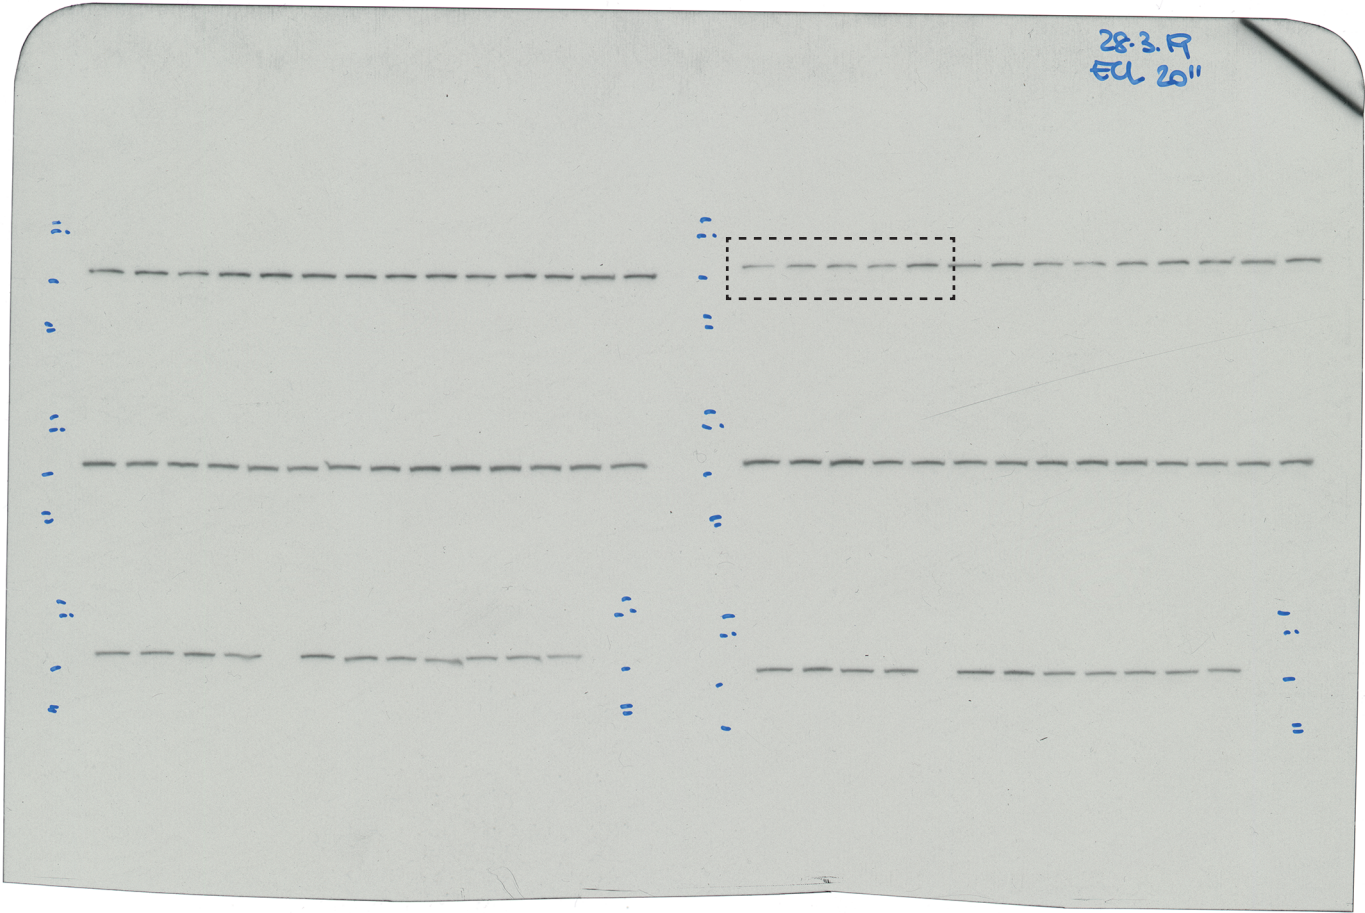

Black Box. Figure 6B. CPEB4

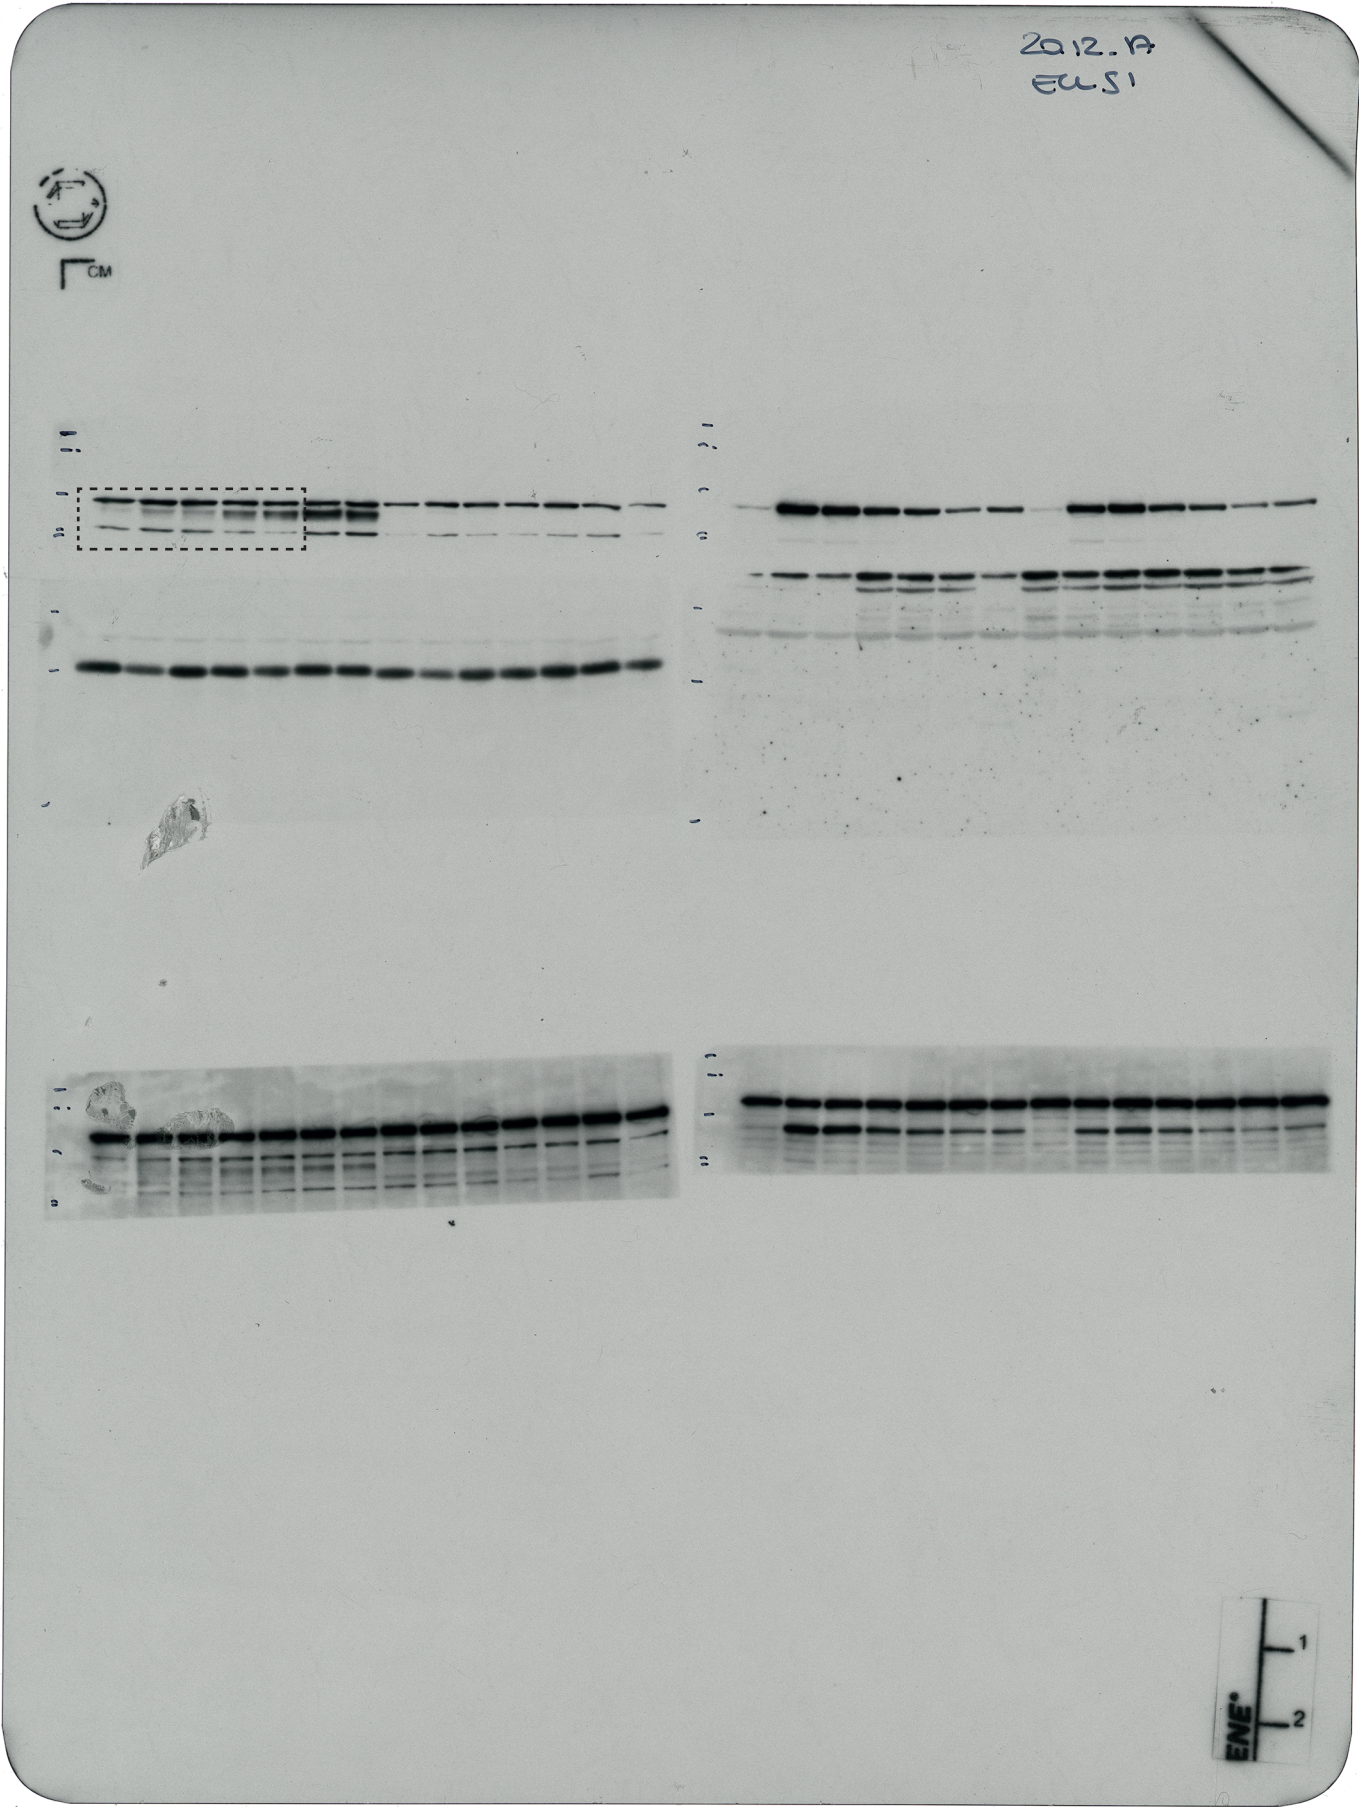

Black Box. Figure 6B. Vinculin for CPEB4

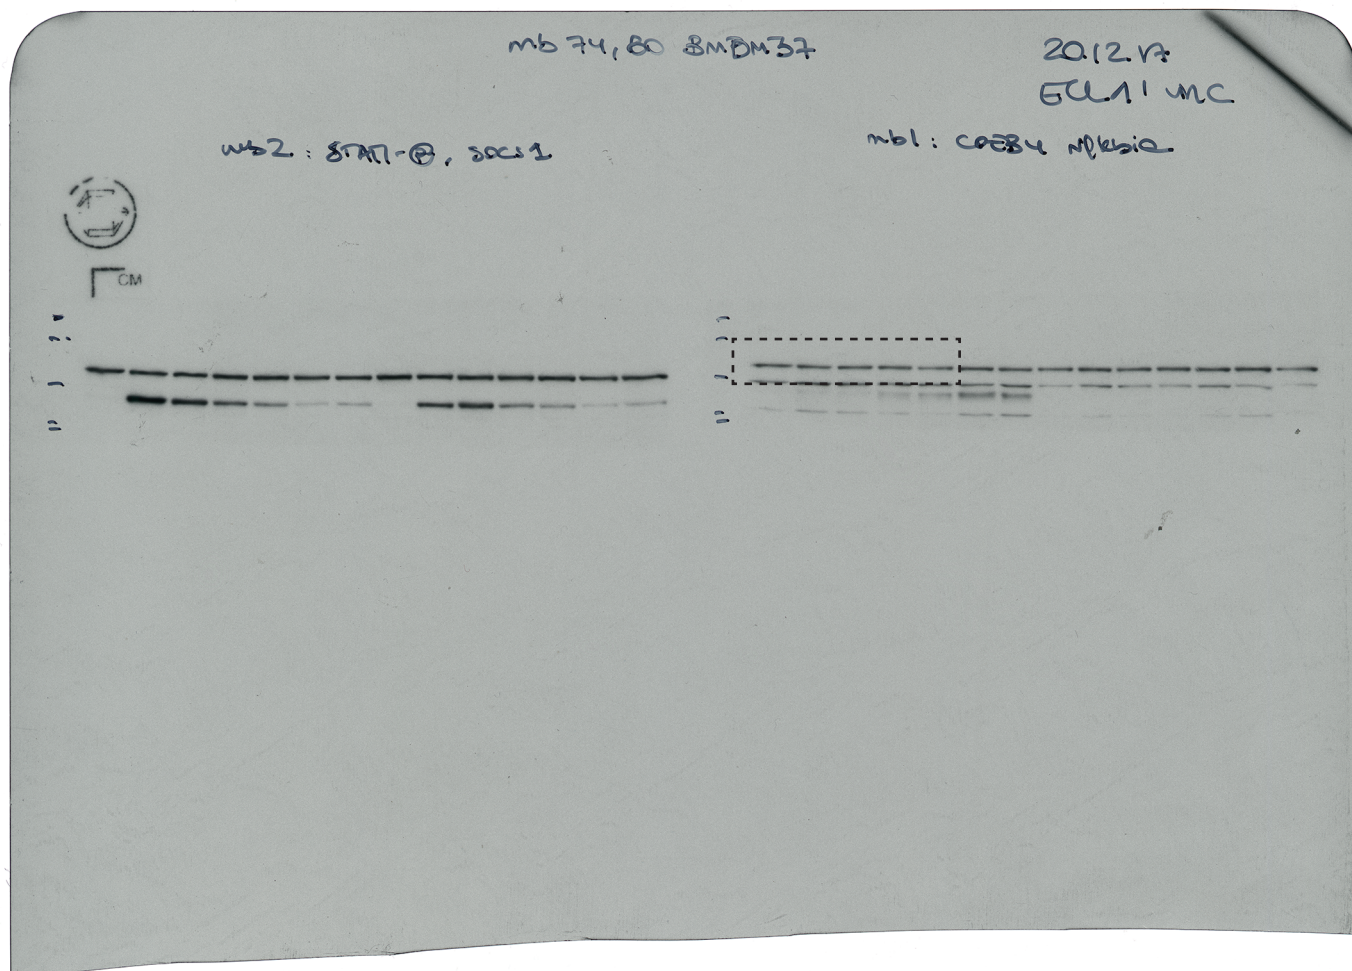

Black Box. Figure 6B. TTP

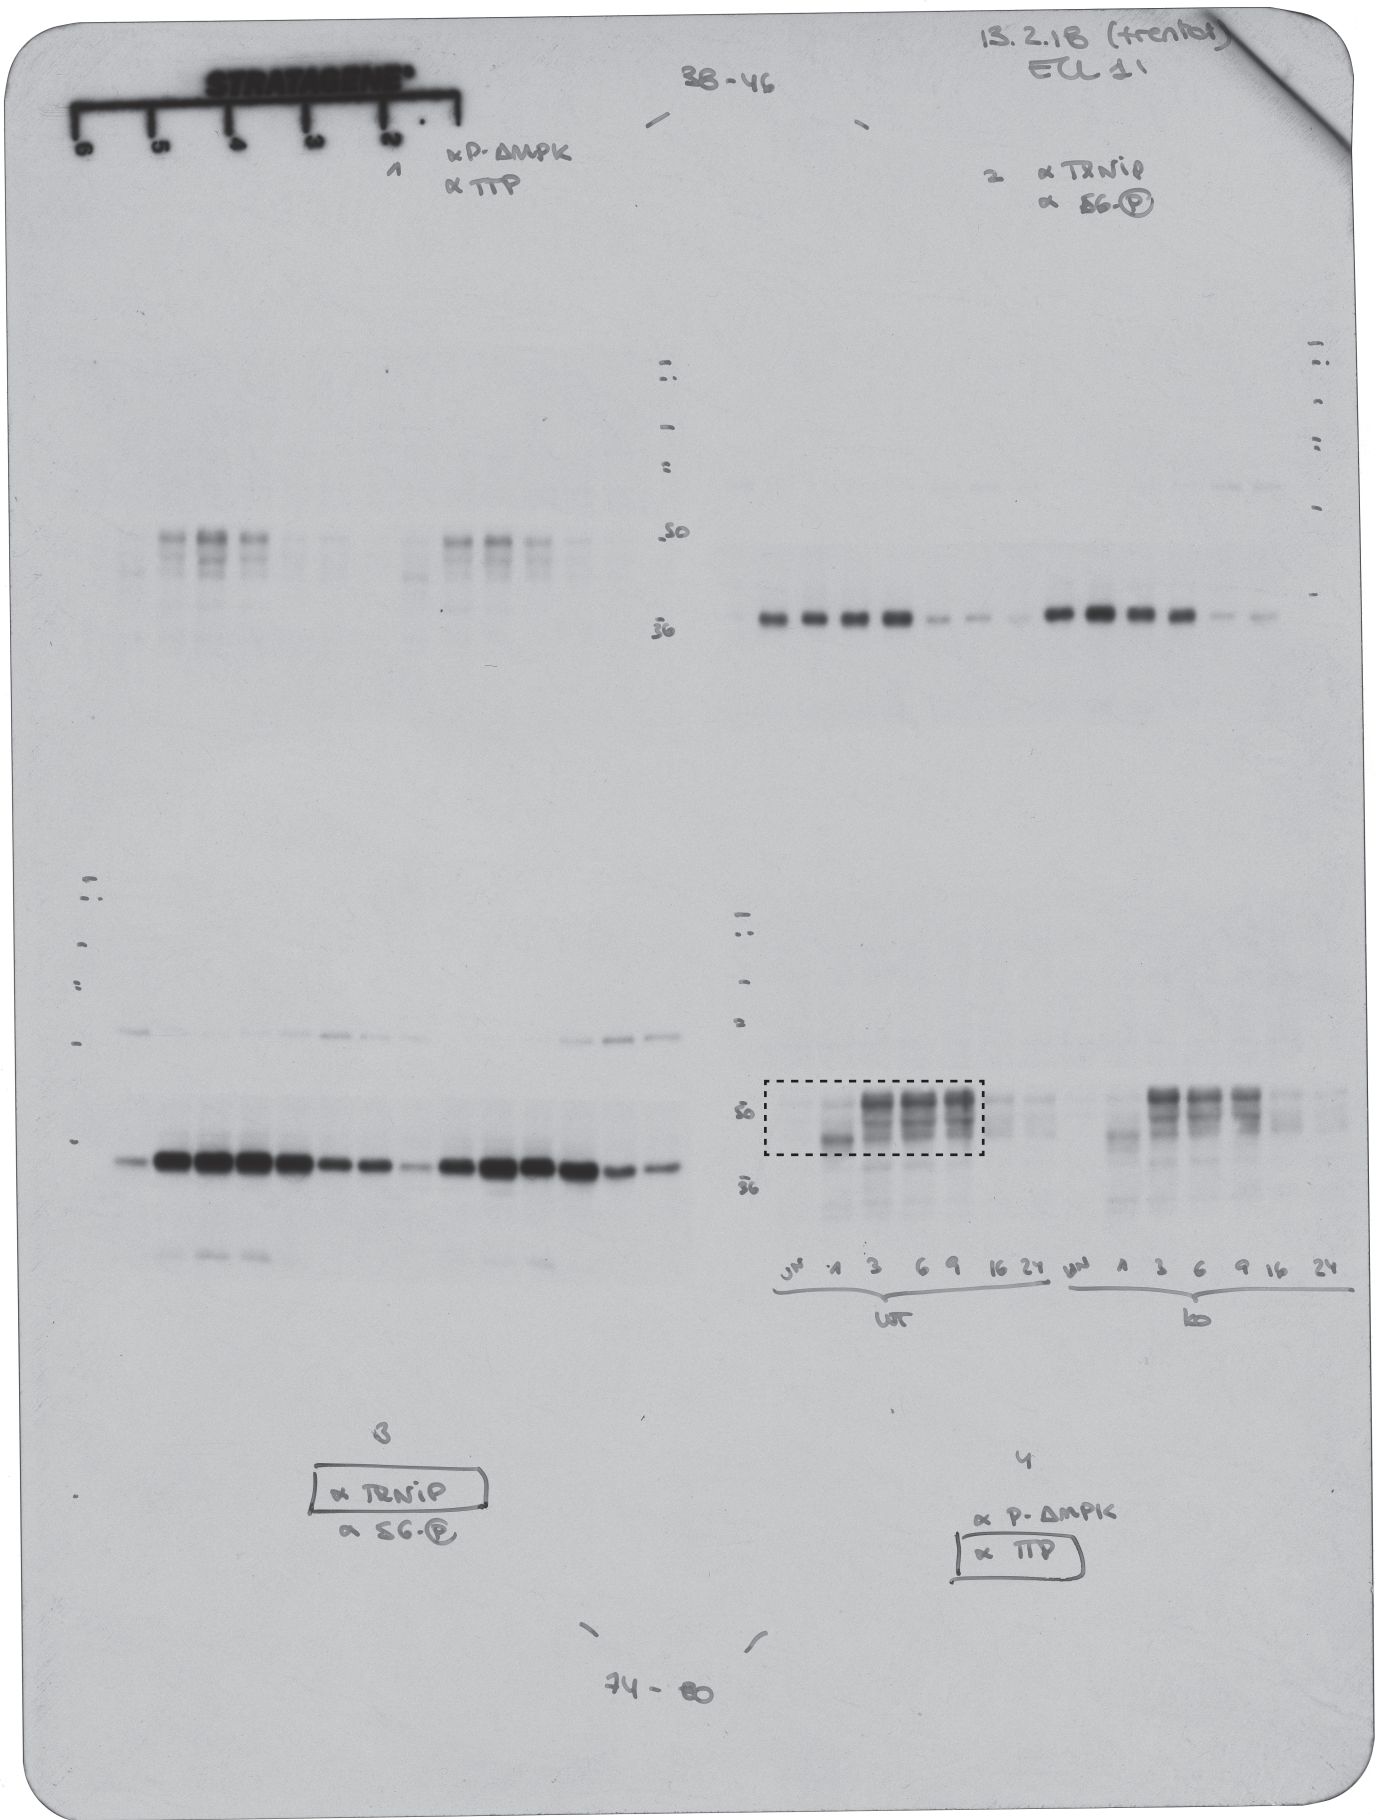

Black Box. Figure 6B. Vinculin for TTP

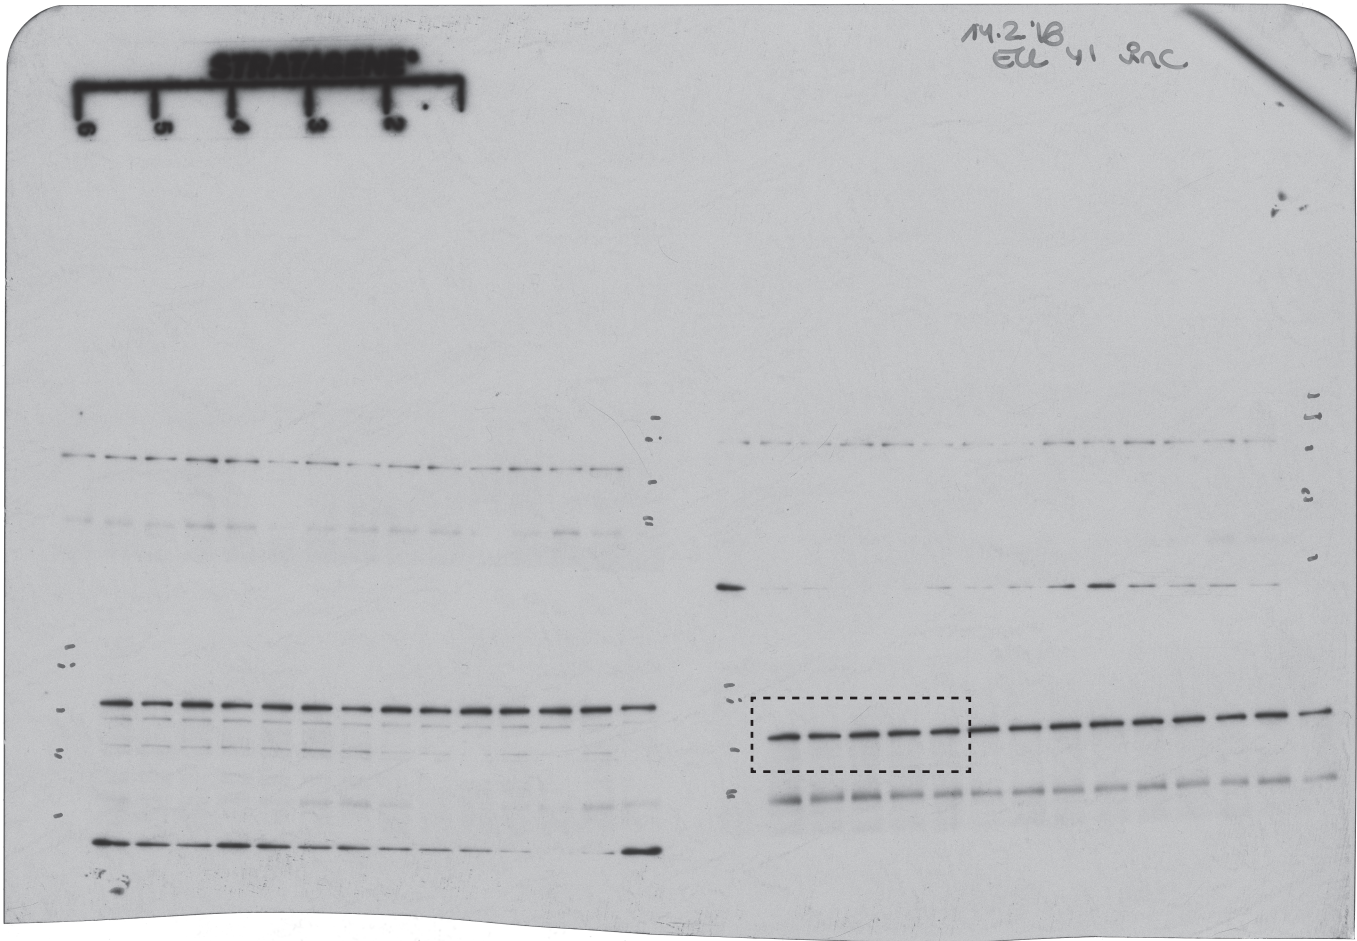

Black Box. Figure 6B. P-MK2 and Ponceau Staining

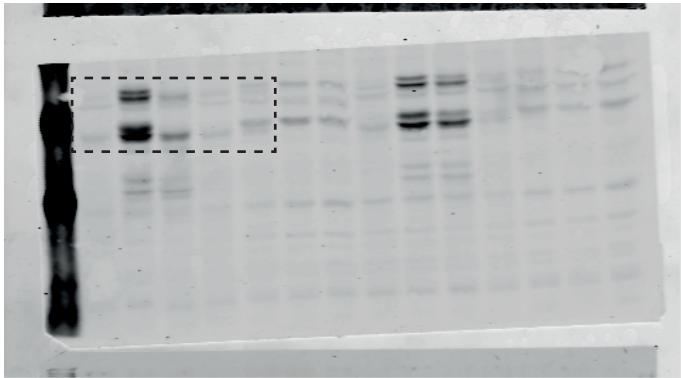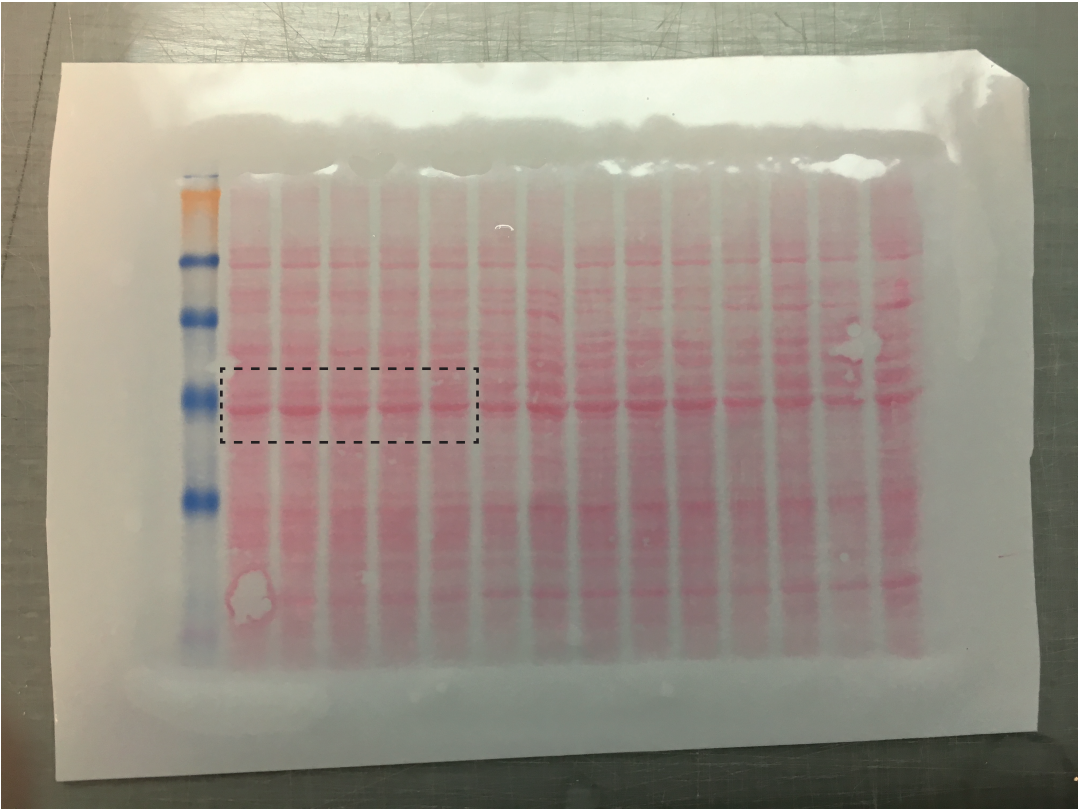

Black Box. Figure 6B. P-p38 and Ponceau Staining

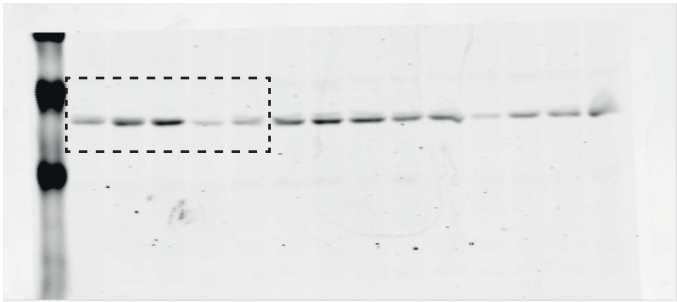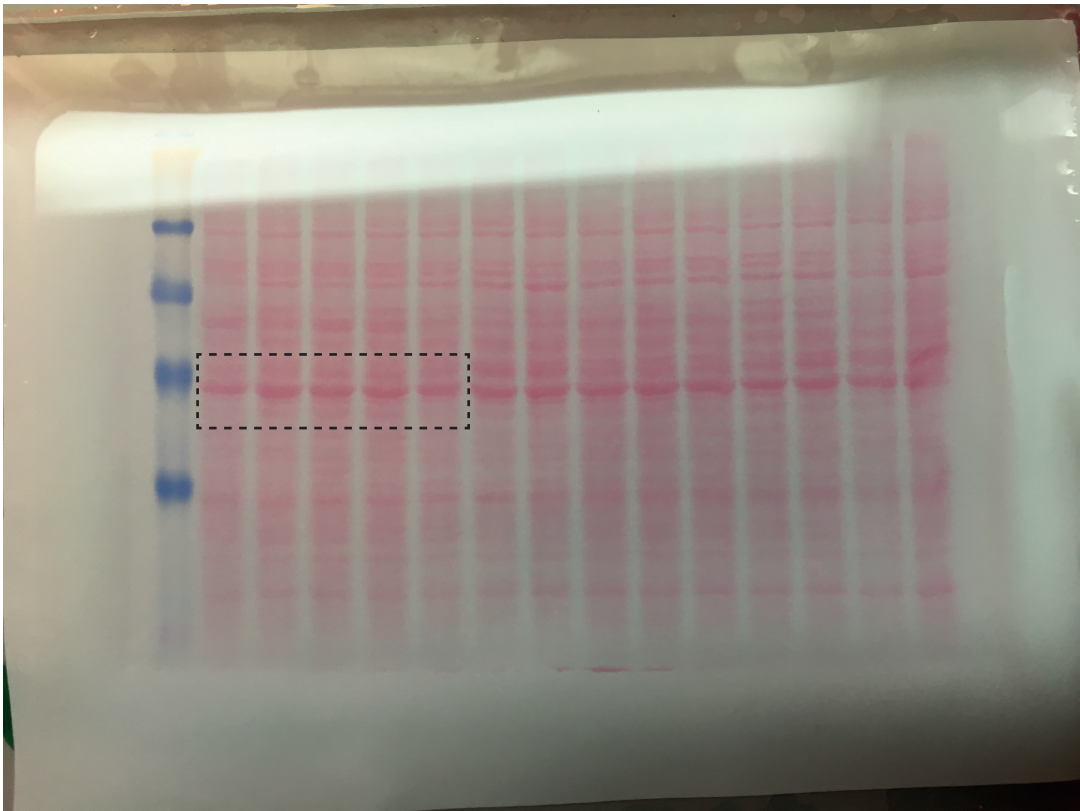

**Supplement:** Figure 6—source data 1.

How the deposited data were processed for this re-analysis (not part of the article)

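The RNA-seq libraries are those of Figure 2D and E, Figure 4—figure supplement 2 and Figure 5: BMDMs of 4 WT and 4 *Cpeb4*-/- male mice, untreated or treated with 10 ng/ml LPS for 1, 3, 6 or 9 hr, 40 libraries in all. The authors made the libraries from poly(A) RNA with 8 amplification cycles, sequenced 50-bp reads, aligned them with STAR to mm10 and counted reads per gene with featureCounts. The authors then applied the regularized log transformation of DESeq2, so the deposited values are on a log2 scale, are corrected for library size and are shrunken toward the mean of each gene where counts are low. The deposited table holds 27179 genes from −2.40 to 19.4, with 0 value columns left unused, and no pair of libraries holds identical values. Reads and counts were not used here, so the authors' tests on counts with DESeq2 were not repeated. Gene locations are those of mm10.

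Conditions, mice, batches and cages were taken from the sample labels and Supplementary file 1. Each mouse gave the libraries of all 5 times. This pairing was checked on the values: after removal of the group means, libraries of the same mouse at different times correlated with a median r of 0.29 (68 of 80 pairs over 0.1, lowest −0.19). Libraries of different mice of the same genotype at different times correlated with a median r of −0.09. The median depth over the 40 libraries was 35.7 M uniquely mapped reads, and the median standard error of a genotype difference was 0.075 at 0 hr, 0.091 at 1 hr, 0.083 at 3 hr, 0.068 at 6 hr and 0.085 at 9 hr.

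WT and *Cpeb4*-/- libraries of a time point were compared with limma 3.58.1 (lmFit, eBayes with trend) in R 4.3.3, over genes with a mean rlog of at least log2 of 5 in the 8 libraries, with p-values adjusted by the Benjamini-Hochberg method. The threshold for calls was an adjusted p under 0.05, and counts at p under 0.01 follow Figure 2D. The genotype by time interaction was tested in one limma model of 10 group means over 40 libraries and 13103 genes. The mouse was a random effect (duplicateCorrelation, statmod 1.5.0) in the replicate block of the genotype fits and a fixed effect in that of the interaction. Single genes and signatures were also tested with two-sided exact permutation tests of 4 against 4 libraries, whose smallest p is 0.029.

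Signatures follow the methods: z-scores of each gene over the 40 libraries, averaged over the list and centred on the average of all tested genes. The Hallmark lists were not used here. The main lists were written by hand from general knowledge of each process, and the other lists were those of the mouse Reactome pathways Cellular response to hypoxia (21 of 25 genes expressed), Glycolysis (24 of 32), mTOR signalling (25 of 27), Interferon alpha beta signaling (13 of 27), Signaling by NOTCH (63 of 74) and Interleukin-6 signaling (10 of 10). The hand-written and Reactome lists share 2 genes for hypoxia, 16 for glycolysis, 0 for mTOR, 3 for interferon, 15 for NOTCH and 3 for IL6. Where few genes are shared, the Reactome list does not test the genes of the hand-written list. Gene sets were also tested with the rotation tests romer and fry of limma. romer used the default mean statistic, where the authors used maxmean, and its smallest p is 0.001. Under fry the adjusted p for the main lists was 0.0069 for hypoxia at 6 hr, 0.011 for hypoxia at 9 hr, 0.020 for interferon at 6 hr and 0.011 for IL6 at 6 hr. With the Reactome lists no romer adjusted p was under 0.6 and no fry adjusted p at 6 or 9 hr was under 0.06.

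The copies of the supplementary lists used here are shorter than the paper's lists for CPEB4 and TTP targets, and no overlap or enrichment was tested on them. AREs and CPEs are the counts of Supplementary file 6, except that *Slfn5* was placed among ARE-d mRNAs from Figure 5F. Class differences were tested by permuting mRNAs 100000 times (smallest p 2e-05) with numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15, and figures were drawn with matplotlib 3.10.9.

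Genes are named by a rule: the 23 genes the paper names for expression in these macrophages; the 5 largest rises and falls in *Cpeb4*-/- at 6 hr and at 9 hr among genes with an adjusted p under 0.05 and all 4 *Cpeb4*-/- values on one side of the 4 WT values; and the genes changed at all 5 times, or the 5 with the largest mean change where these are more than 10. The gene lists, the tests, this rule and the alternatives were set before the data were examined, apart from tests added after results were seen. These are the times 0, 1 and 3 hr of the genotype effect by class, added after the values at 6 and 9 hr. They also include the tests of a segment around *Cpeb4*, of mislabelled samples and mice, of the sequencing batch, of depth and of an exchange of libraries.

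The alternatives were no filter on low expression, a mean rlog of at least 5, eBayes without trend, robust eBayes, batch or age as a covariate, all 40 libraries in one fit with or without the replicate block, quantile normalization, leaving out each mouse, and for signatures and classes the lists, centring, thresholds and class rules that the closing section names. The fits were tested on simulated data with the same groups. At 6 hr, limma recovered 174 of 196 changed genes (88.8%), and 13 of 187 calls (6.95%) were false. With nothing changed at 0 hr it made 0 calls among 13085 genes. The interaction fit recovered 165 of 198 genes (83.3%). The simulated noise was independent between genes and between libraries, without effects of the mouse. In the real values libraries of the same mouse correlated with a median r of 0.29. The simulation therefore does not give the rate of false calls in the real libraries. The signature test called the shifted list, and the permutation test of classes gave p = 0.49 without a simulated shift and 2e-05 with one.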

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

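The tests of a segment around *Cpeb4*, of mislabelled samples and mice, of the sequencing batch and of depth were chosen only after the result was seen.

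In 6 of 136 groups of 4 libraries or mice, a single value lay far from the other 3, where about 6.8 would by chance. The gap made up a share of 0.848 of the group's range for *Cpeb4* in WT at 9 hr (mouse 88, 9.41 against 8.89 to 8.97), 0.878 for *Il1rn* in *Cpeb4*-/- at 3 hr (mouse 3, 13.95 against 14.22 to 14.26) and 0.980 for *Socs3* in *Cpeb4*-/- at 0 hr (mouse 3, 11.06 against 10.91). It was 0.852 for the hypoxia signature in WT at 1 hr (mouse 25, −0.07 against 0.03 to 0.05), 0.953 for the interferon signature in WT at 1 hr (mouse 69, −1.12 against a mean of −1.003 of the others) and 0.892 for the ARE-high minus ARE-low change in WT (mouse 69). As many groups as this are what chance gives, and no biological explanation was tested.

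The genotype difference departed from that at 0 hr in 27 genes at 3 hr, 385 at 6 hr and 231 at 9 hr (adjusted p under 0.05 for the interaction). Of the 35 ways to split the 8 mice 4 against 4, 1 gave as many genes at 6 hr and 1 at 9 hr, the split by genotype itself. Without *Cpeb4*-/- mouse 62 the counts were 84 at 6 hr and 89 at 9 hr. Among the genes the paper names, the limma interaction was −0.33 for *Zfp36* at 6 hr (adjusted p = 0.035), −0.78 for *Il10* at 6 hr (0.0092), −0.41 for *Tnf* at 6 hr (0.030), −0.52 for *Tnf* at 9 hr (0.0055) and 0.28 for *Txnip* at 9 hr (0.027). With the replicate block these adjusted p-values were 0.0053, 0.00058, 0.0025, 0.00024 and 0.0067. With quantile normalization they passed 0.05 for *Zfp36* at 6 hr (0.21), *Tnf* at 6 hr (0.13) and *Txnip* at 9 hr (0.077). Leaving out single mice raised the adjusted p over 0.05 for *Zfp36* and *Txnip* in 7 of 8 cases each (not without WT mouse 69, 0.027 and 0.014), for *Tnf* at 6 hr in 6 of 8, for *Tnf* at 9 hr without WT mouse 25 (0.052) and for *Il10* without *Cpeb4*-/- mouse 62 (0.053). Between 9 and 3 hr the genotype difference changed by 0.70 for *Socs1* (limma adjusted p = 0.00024), −0.70 for *Ptgs2* (0.019) and 0.40 for *Txnip* (0.00051). With the replicate block *Dusp1* (−0.32, 0.027), *Tnf* (−0.30, 0.020), *Vegfa* (0.67, 0.0072) and *Cpeb3* (0.44, 0.023) passed as well. Between 6 and 3 hr it changed by −0.54 for *Dusp1* (0.030) and 0.47 for *Socs1* (0.031) without the block.

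Several explanations of the larger number of genes called at 6 hr were tested. The size of the differences was not largest there (median absolute log2 difference 0.101, against 0.156 at 1 hr and 0.119 at 9 hr), and their median standard error (0.068) was the smallest of the 5 times. A library labelled with a wrong time is argued against, since 0 of the 40 libraries lay nearer to the mean of another time than to that of their own. A wrong genotype label of a library at one time is argued against, since 0 of the 40 lay nearer to the mean of the other genotype over the genes called at the 4 other times (34 genes for 6 hr). A wrong label of a mouse at all times is argued against by *Cpeb4*, since 0 of the 4 WT mice had as little at 6 hr as the highest *Cpeb4*-/- mouse. An origin in one sequencing batch is argued against, since the genotype differences at 6 hr in batch 1 and in batch 2, which share no mouse, correlated across genes with r of 0.613, and a batch effect common to both genotypes cancels, as each batch held 2 mice of each. The batches do hold cage-mates of each other (*Cpeb4*-/- mice 3 and 2, WT mice 88 and 87), so this r does not exclude effects of the cage. Depth was lower in *Cpeb4*-/- at 6 hr (ratio of means 0.92, two-sided exact permutation test, p = 0.057) and cannot be told apart from the genotype, with which it correlated at r of −0.72. With uniquely mapped reads as a covariate 540 genes were called by genotype at 6 hr, against 1556 at 1 hr and 2698 at 9 hr, and uniquely mapped reads in place of genotype called 272 genes at p under 0.01 at 6 hr, against 2298 by genotype. At an adjusted p under 0.05 uniquely mapped reads called 0 genes at 6 hr, in place of genotype or beside it. The genotype count at 6 hr fell from 2129 to 540 beside uniquely mapped reads. At r of −0.72 such a fall can come from the overlap of depth and genotype alone, so it does not decide between them. A shift in the timing of the response in *Cpeb4*-/- cells cannot be told apart from other causes: the genotype difference at 6 hr correlated with the WT change from 6 to 9 hr with a mean r of 0.298 (range 0.205 to 0.370) when different WT mice were used for each, just under the value of 0.3 set for a cause and over 0.1. The mean r with the WT change from 6 to 3 hr was 0.121 (range 0.087 to 0.171). The WT changes from 6 to 9 hr and from 6 to 3 hr themselves correlated with a mean r of 0.161, so r of the same sign for both gives no direction of a shift. Depth, a biological effect of *Cpeb4* and differences between the cages, which follow the genotype, stay open.

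A set of 30 genes that the text of the paper does not discuss differed between the genotypes at every time point, untreated cells included, 17 lower and 13 higher in *Cpeb4*-/-, and 1 of the 35 splits of the mice, the real one, gave as many. The count was 11 without *Cpeb4*-/- mouse 3 or 62. *Slc13a3*, *Siglece*, *Gm6334*, *BC064078* and *Serinc3* changed most. Of the 30 genes, 15 lay within 5 Mb of another, against a mean of 4.66 in random draws of as many from 12378 genes (permutation test, 10000 draws, p = 0.0003). Such groups, whose genes are named here after their values were seen, lay on chromosomes 2 (163623273 to 167661544, *Serinc3*, *Pkig*, *Slc13a3*, *Trp53rka*, *Sulf2* and *Tmem189*), 6 (*BC064078*, *Clec12a* and *Clec1b*), 7 (*Siglece* and *Cd37*), 9 (*Mmp12* and *Mmp8*) and 11 (*5730455P16Rik* and *Zfp207*). A segment carried along with the deleted allele is argued against, since 0 of the 30 genes lay within 10 Mb of *Cpeb4*, the nearest on its chromosome being 48.5 Mb away. Chromosome segments that differ between mice of mixed strain background may contribute to these differences. Neighbouring members of a gene family can also be regulated together, which was not tested, and reads of *Gm6334* may be shared with near-identical copies.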

How the results depend on the processing

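The times 0, 1 and 3 hr of the genotype effect by class were chosen only after the result was seen.

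Genes called between genotypes (adjusted p under 0.05; main counts 171, 251, 481, 2129 and 1029 at 0, 1, 3, 6 and 9 hr) were 50, 53, 167, 1288 and 582 without the filter on low expression. With all 40 libraries in one fit they were 336 at 0 hr, 4198 at 1 hr, 1328 at 3 hr and 2293 at 9 hr, and with the replicate block 430, 4337, 1406 and 2395. In these fits the count at 1 hr exceeds that at 6 hr (2048 and 2144), so the order of the times depends on them. With batch as a covariate 146 were called at 1 hr, 194 at 3 hr and 1781 at 9 hr, with age as a covariate 103 at 0 hr, 3276 at 1 hr and 243 at 3 hr, and without trend in eBayes 230 at 3 hr. At p under 0.01, the count at 1 hr (1514) was 2908 with age as a covariate, 3540 in one fit and 3635 with the replicate block, and the count at 9 hr (1629) was 2473 with the block. Quantile normalization kept every count within 1.5 times; at 6 hr it called 1027 higher and 996 lower, and the share of higher genes rose from 39.2% to 50.8%. The cause was not tested.

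Across the 8 fits that each left out one mouse, calls at adjusted p under 0.05 ranged from 44 to 163 at 0 hr, 40 to 2440 at 1 hr (2440 without WT mouse 69), 76 to 2584 at 3 hr (2584 without WT mouse 88), 1347 to 2331 at 6 hr and 387 to 4575 at 9 hr (4575 without *Cpeb4*-/- mouse 2). At p under 0.01 they ranged from 521 to 967, 670 to 2579, 724 to 2588, 1762 to 2414 and 1071 to 3893. Of the 35 splits of the 8 mice, the number with as many calls as the real split was 1 at 0 hr, 2 at 1 hr, 1 at 3 hr, 1 at 6 hr and 2 at 9 hr. At p under 0.01 it was 2, 3, 1, 1 and 2. The other split at 1 hr (mice 3, 55, 62 and 69 together) called 2788 genes and that at 9 hr (3, 55, 62 and 88) 2284, so at these times the count cannot be set apart from other groupings of the mice. The split by batch called 0 genes at each time, and at p under 0.01 it called 226, 7, 6, 13 and 98.

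For the interaction with 0 hr, the main counts were 1, 27, 385 and 231 at 1, 3, 6 and 9 hr. The count at 1 hr was 8 without the filter and 0 with a mean rlog of at least 5 (28 genes at p under 0.01). With the replicate block the counts were 72 at 3 hr, 1032 at 6 hr and 654 at 9 hr, and with quantile normalization 227 at 6 hr. Leaving out single mice gave 0 to 2, 5 to 21, 84 to 391 and 89 to 226. Genes differing at every time (30) were 10 without the filter, 17 without trend in eBayes, 104 in one fit, 141 with the replicate block and 11 to 37 without single mice. The cause was not tested.

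With the Reactome lists, the difference in the hypoxia signature was 0.0061 at 6 hr (exact p = 0.86) and −0.047 at 9 hr (0.34), in mTOR 0.041 at 6 hr (0.66) and −0.040 at 9 hr (0.71), in interferon −0.10 at 9 hr (0.114), in IL6 −0.014 at 6 hr and 0.22 at 9 hr, and in glycolysis 0.35 at 9 hr (0.029). Glycolysis at 9 hr also reached an exact p of 0.029 without the filter (0.38) and with a mean rlog of at least 5 (0.42). The Reactome lists share 2 genes with the main list for hypoxia, 0 for mTOR, 3 for interferon and 3 for IL6. For these processes they are lists of mostly other genes. Interferon at 9 hr was −0.10 without centring and −0.82 with z-scores over the 8 libraries of the time point (exact p = 0.057 for both). NOTCH was −0.022 at 6 hr without the filter, and at 9 hr 0.20 without the filter (exact p = 0.37), 0.33 with a mean rlog of at least 5 (0.14) and 0.93 with z-scores over 8 libraries (0.11). By batch, mTOR at 6 hr was 0.52 and 0.14, and IL6 at 9 hr was 0.0050 in batch 1. IL6 at 9 hr ranged from −0.060 to 0.0024 without single mice (0.0024 without *Cpeb4*-/- mouse 2). Other signature results at 6 and 9 hr kept their direction and side of the threshold, and leaving out a mouse was not tested there, since too few libraries remain. The cause was not tested.

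The ARE-d against CPE-d difference between 6 and 9 hr kept its direction under all 10 alternatives (−0.58 to −0.42), the sign-flip test of the replicate block being unable to reach 0.05. Between 1 and 3 hr it was −0.11 with scores over 1 or under −1 only (*Slfn5*, without a score, was included). The score difference was 0.12 at a threshold of 0.6 (permutation p = 0.054). The difference in the number of AREs (0.027) was −0.14 at a threshold of 0.4, −0.030 with the classes of Supplementary file 6, −0.085 with rlog averaged before back-transformation, −0.67 over the common targets and −0.068 to 0.12 without single mice (−0.068 without WT mouse 88). The genotype effect by class at 9 hr (−0.13) was −0.062 over all mRNAs with at least 1 ARE and 1 CPE (permutation p = 0.00028 over mRNAs, exact p = 0.057 over mice), −0.052 at 6 hr and, at the times added later, −0.025 at 0 hr, −0.013 at 1 hr and −0.026 at 3 hr. The cause was not tested.

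For single named genes, 1110 of 1197 values from 71 gene and time pairs kept their direction and call, 66 lost a call, 18 gained one and 3 changed direction, all for *Il1rn* at 3 hr (0.037 with quantile normalization, 0.050 without *Cpeb4*-/- mouse 3 and 0.0089 without WT mouse 25; −0.050 to 0.050 without single mice).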

Differences from the paper's values

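Figure 2D shows about 400 genes at 0 hr, about 560 at 1 hr, about 400 at 3 hr and about 1300 at 6 hr at p under 0.01, read by eye, and limma on rlog values gave 833, 1514, 1261 and 2298. A gap between counts is called closed where they lie within 1.5 times of each other, so a difference can remain. Of the alternatives set before the data were examined, those that left out *Cpeb4*-/- mouse 3 or 62 closed the gap at 0 hr, and those without *Cpeb4*-/- mouse 3, 62 or 55 or WT mouse 88 closed it at 1 hr. At 6 hr eBayes without trend and the fits without *Cpeb4*-/- mouse 3 or 2 or WT mouse 88 or 69 closed it, and at 3 hr none did. These fits at 6 hr still called 1762 to 1938 genes. Leaving out a mouse also changes the power of a fit, so these fits give no cause of the gaps.

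In Figure 4—figure supplement 2, read by eye, the log2 ratio of *Cpeb4*-/- to WT was about 1.3 for *Il1rn* at 3 hr, about −0.49 for *Il1rn* at 6 hr, about 0.56 for *Socs1* at 6 hr and about 0.15 for *Tnfaip3* at 6 hr. The values here were −0.019, −0.18, 0.10 and −0.23, and none of the 17 alternatives closed a gap. For *5730416F02Rik* at 6 hr, Supplementary file 1 gives the paper's log2 fold change as 5.92, against 2.89 from the rlog values (2.57 to 3.80 over the alternatives, none of which closed the gap). Over 412 genes with a mean rlog of at least 5, the paper's log2 fold change at 6 hr was 1.72 times the rlog difference. This difference of scale may make up a part of the gap.

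The text states that downregulated mRNAs have the lower ARE:CPE score, whereas the score was higher in them by 0.29 here, under all 10 alternatives in direction. With the paper's own classes it was higher by 0.32. The paper's graphical abstract describes ARE-dominant mRNAs as downregulated and CPE-dominant mRNAs as sustained, which is the direction found here. The difference is therefore from that sentence of the paper, not from its model. Figure 2—figure supplement 3 shows NOTCH signaling lower at 6 hr, where the difference here was 0.10 (two-sided exact permutation test, p = 0.37; −0.02 without the filter), and IL6 signaling lower at 3 hr, where it was −0.03 (exact p = 0.66). Figure 2E calls glycolysis and mTOR higher, and here both had an exact p of 0.057 at 6 and 9 hr; glycolysis at 9 hr reached 0.029 with the Reactome list, without the filter and with a mean rlog of at least 5. Figure 4—figure supplement 2 marks *Il1rn* at 9 hr and *Socs3* at 0 hr, and *Socs1* at 3 hr, where the limma adjusted p here was 0.094, 0.47 and 0.073. *Il1rn* at 9 hr was called with all 40 libraries in one fit and with the replicate block, and *Socs1* at 3 hr in these fits and without WT mouse 88. *Socs3* at 0 hr was higher in *Cpeb4*-/- by 0.06. By RT-qPCR the paper reports *Socs1* mRNA as reduced and *Cxcl1* mRNA as unaffected in LPS-treated *Cpeb4*-/- BMDMs. In the libraries *Socs1* was higher by 0.32 at 9 hr (limma adjusted p = 0.028, call lost under 8 of 17 alternatives). *Cxcl1* was higher by 0.70 at 6 hr (limma adjusted p = 0.0010).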

Other observations

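Both tests of an exchange of libraries were chosen only after the result was seen.

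The averages of rlog values in Supplementary file 1 equal those of the labelled libraries to within 1.19e-06 (largest median absolute difference) in 8 groups, but by 0.0064 for *Cpeb4*-/- at 3 and at 6 hr. With the 3 hr and 6 hr libraries of *Cpeb4*-/- mouse 3 exchanged, the difference fell to 1.01e-06, the best of 70 ways to share out these 8 libraries. In the plots of Figure 4—figure supplement 2 a *Cpeb4*-/- library at 6 hr lies far from the other 3, and with the same exchange the ratio of the *Cpeb4*-/- to the WT mean of *Il1rn* at 3 hr was 1.76, against 0.99 as labelled. In log2 these ratios are 0.81 and −0.016, and the plotted ratio given under the differences from the paper is higher than both, so an exchange would account for a part of it only. An exchange in the averages is therefore a candidate explanation for them, and for the plots it stays open. The paper's fold changes follow the labels of the libraries (r of 0.994 at 3 hr and 0.987 at 6 hr, against 0.807 and 0.845 with the exchange), and each library lies nearest to its own time, so the labels were kept.

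The paper measured the following mRNAs by RT-qPCR, and the values here are from the RNA-seq libraries. In WT, *Cpeb4* was at 2.10 times its 0 hr value at 1 hr, 4.62 at 3 hr, 6.50 at 6 hr and 2.47 at 9 hr (two-sided exact permutation tests, p = 0.2, 0.029, 0.029 and 0.029). *Cpeb1* fell to 0.24 of its 0 hr value at 6 hr and 0.19 at 9 hr, and *Cpeb3* rose to 1.90 at 6 hr (exact p = 0.029 for each). *Cpeb2* was higher in *Cpeb4*-/- by 0.53 at 3 and 6 hr and 0.65 at 9 hr (limma adjusted p = 0.0079, 0.00024 and 0.0047), and *Cpeb3* by 0.68 at 9 hr (0.0020), each called under all 17 alternatives.

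*Hif1a* was higher in *Cpeb4*-/- by 0.35 at 6 hr (limma adjusted p = 0.0022, called under all 17 alternatives) and by 0.47 at 9 hr (0.063; 0.67 in batch 1 and 0.27 in batch 2; 0.00072 without *Cpeb4*-/- mouse 2, range 0.00072 to 0.18). *Vegfa* was higher by 0.87 at 9 hr (limma adjusted p = 0.0070, range 0.00014 to 0.042). *Il10* was lower by 0.78 at 6 hr (limma adjusted p = 0.00012, called under all 17) and by 0.21 at 9 hr (0.22). *Il6* was higher by 0.48 at 6 hr (limma adjusted p = 0.021, range 0.0095 to 0.13, call lost under 4 of 17 alternatives). *Tnf* was lower by 0.35 at 6 hr (limma adjusted p = 0.0024, called under all 17) and by 0.46 at 9 hr (0.024, range 1.6e-05 to 0.091, lost under 7). *Cxcl1* was higher by 0.47 at 3 hr (limma adjusted p = 0.017, range 0.012 to 0.071, lost under 2) and by 0.70 at 6 hr (0.0010, called under all 17). *Ptgs2* was higher by 0.53 at 1 hr (limma adjusted p = 0.039, range 0.0022 to 0.13, lost under 9) and by 0.35 at 3 hr (0.031, range 0.012 to 0.11, lost under 10). *Ccl2* was lower by 0.53 at 3 hr (limma adjusted p = 0.045, range 0.0044 to 0.14, lost under 11), and *Cxcl2* differed by 0.13 at 6 hr (0.29). Of the 23 genes the paper names, 0 (4 at an unadjusted p under 0.05), 1, 4, 13 and 6 passed an adjusted p of 0.05 at 0, 1, 3, 6 and 9 hr, and 2, 2, 5, 15 and 10 adjusted over the list alone.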
